# Transcriptome analysis of an *mvp* mutant reveals important changes in global gene expression and a role for methyl jasmonate in vernalization and flowering in wheat

**DOI:** 10.1093/jxb/eru102

**Published:** 2014-03-28

**Authors:** Amadou Oury Diallo, Zahra Agharbaoui, Mohamed A. Badawi, Mohamed Ali Ali-Benali, Amira Moheb, Mario Houde, Fathey Sarhan

**Keywords:** Biotic stress, flowering, maintained vegetative phase, methyl jasmonate, vernalization, wheat.

## Abstract

The einkorn wheat mutant *mvp-1* (*maintained vegetative phase 1*) has a non-flowering phenotype caused by deletions including, but not limited to, the genes *CYS*, *PHYC*, and *VRN1*. However, the impact of these deletions on global gene expression is still unknown. Transcriptome analysis showed that these deletions caused the upregulation of several pathogenesis-related (PR) and jasmonate-responsive genes. These results suggest that jasmonates may be involved in flowering and vernalization in wheat. To test this hypothesis, jasmonic acid (JA) and methyl jasmonate (MeJA) content in *mvp* and wild-type plants was measured. The content of JA was comparable in all plants, whereas the content of MeJA was higher by more than 6-fold in *mvp* plants. The accumulation of MeJA was also observed in vernalization-sensitive hexaploid winter wheat during cold exposure. This accumulation declined rapidly once plants were deacclimated under floral-inductive growth conditions. This suggests that MeJA may have a role in floral transition. To confirm this result, we treated vernalization-insensitive spring wheat with MeJA. The treatment delayed flowering with significant downregulation of both *TaVRN1* and *TaFT1* genes. These data suggest a role for MeJA in modulating vernalization and flowering time in wheat.

## Summary

Molecular and physiological analyses of a wheat *mvp* mutant, and winter and spring wheats suggest that methyl jasmonate is involved in modulating vernalization and floral transition in wheat.

## Introduction

Flowering is one of the most crucial developmental programmes that plants use to ensure survival and reproductive success. These programmes are regulated by both environmental and internal developmental factors. In *Arabidopsis*, there are four floral promotion pathways: the vernalization, the photoperiod, the autonomous, and the gibberellin (GA) pathways (Boss *et al.*, 2004). Vernalization and photoperiod pathways are integrated by *FLOWERING LOCUS T* (*FT*) and its activity is directly suppressed by *FLOWERING LOCUS C* (*FLC*) (Searle *et al.*, 2006). FT acts as a long-distance flowering signal (*florigen*) and encodes a protein with similarity to the animal Raf kinase inhibitor-like protein (RKIP) (Kardailsky *et al.*, 1999; Kobayashi *et al.*, 1999). Expression of *CONSTANS* (*CO*) peaks during the light period under long-day (LD) conditions, resulting in early flowering by activating *FT* expression (Yanovsky and Kay, 2003). The phytochrome gene *PHYC* also contributes to variation in flowering time (Balasubramanian *et al.*, 2006), and the *PHYA* and *PHYB* genes are involved in the posttranscriptional regulation of CO and contribute to the regulation of the photoperiod pathway in *Arabidopsis* (Valverde *et al.*, 2004). In rice, *Heading date 3a* (*Hd3a*) was first detected as a quantitative trait locus that promotes flowering under short-day (SD) conditions. *Hd3a* encodes an orthologue of *Arabidopsis FT* (Ahn *et al.*, 2006). Recently, it has been shown in *Oryza sativa* that Hd3a/FT interacts with 14-3-3 proteins in shoot apical cells, yielding a complex that translocates to the nucleus and binds to the bZIP transcription factor (FD1), a rice homologue of *Arabidopsis thaliana* FD. The resultant ternary ‘florigen activation complex’ (FAC) induces transcription of the homologue of *Arabidopsis thaliana APETALA1* (*AP1*), the homologue of wheat *VRN1*, or rice *OsMADS15*, which leads to flowering (Taoka *et al.*, 2011).

In wheat, a mechanism was proposed where TaFT1 interacts with a bZIP transcription factor, *Triticum aestivum* FD-like 2 (TaFDL2), which has the ability to bind to the wheat *TmVRN1* promoter (Li and Dubcovsky, 2008). FT1 integrates the signals from the photoperiod pathway through its interactions with Photoperiod 1 (PPD1) and CO in temperate cereals (Turner *et al.*, 2005). Most of the natural variation in the response to photoperiod is concentrated in the *PPD1* locus (Beales *et al.*, 2007; Turner *et al.*, 2005; Wilhelm *et al.*, 2009), whereas variations in the response to vernalization occur in the *VRN1*, *VRN2*, and *VRN3* genes (Beales *et al.*, 2007; Distelfeld *et al.*, 2009; Trevaskis *et al.*, 2007). The timing of floral transition is associated with the heading time in cereal crops such as wheat and barley, and constitutes an important character because of its influence on adaptability to various environmental conditions. Bread wheat (*Triticum aestivum*, 2n=6x=42, genome constitution *AABBDD*) is grown in a wide range of environmental conditions and its wide adaptability results from the variation in heading time among cultivars. The genetic control of heading time in wheat has been clarified by many genetic studies, and three characteristics have been identified: vernalization requirement, photoperiod sensitivity, and narrow-sense earliness (Worland *et al.*, 2001). Wheat varieties are divided into winter and spring on the basis of their requirement of an extended period of cold to develop freezing tolerance and to flower (vernalization). The winter varieties that require vernalization to flower are more tolerant to freezing compared with spring varieties that do not require vernalization (Winfield *et al.*, 2010). In the winter varieties of bread wheat, vernalization is regulated by the vernalization genes *Vrn-A1*, *Vrn-B1*, and *Vrn-D1* located on chromosomes 5A, 5B, and 5D, respectively (Worland *et al.*, 2001). *Vrn-A1*, *Vrn-B1*, and *Vrn-D1* are all homeologs of the *Vrn-1* gene. Using a map-based method, *Vrn-A* ^*m*^ *1*, an orthologue of *Vrn-A1*, was cloned in diploid einkorn wheat *Triticum monococcum* (2n=2x=14, *A* ^*m*^ *A* ^*m*^), and the resulting gene was named *VRN1* (Yan *et al.*, 2003). In hexaploid wheat, it has been named *TaVRT-1* (*Triticum aestivum Vegetative to Reproductive Transition-1*) (Danyluk *et al.*, 2003) or *WAP1* (wheat *AP1*) (Murai *et al.*, 2003). Transgenic and mutant analyses in wheat revealed that *VRN1* has an indispensable role in the floral transition pathway (Loukoianov *et al.*, 2005; Murai *et al.*, 2003; Shitsukawa *et al.*, 2007). In addition to the genetic regulation of flowering, a hormonal involvement has also been reported. A cross-regulatory mechanism implicating abscisic acid, jasmonates, and auxin in the floral initiation process was reported in soybean (Wong *et al.*, 2009). Methyl jasmonate (MeJA) is a volatile compound initially identified from flowers of *Jasminum grandiflorum* and found to be distributed ubiquitously throughout the plant kingdom where it acts as a vital cellular regulator that mediates diverse developmental processes and defence responses against biotic and abiotic stresses (Cheong and Choi, 2003). In maize, MeJA was identified as an essential signal in determining the male floral structure on the tassel (Avanci *et al.*, 2010; Browse, 2009; Yu *et al.*, 2006). In *Pharbitis nil*, MeJA inhibited flowering in a photoperiodic-dependent mechanism, and high concentrations inhibited root and shoot growth (Maciejewska *et al.*, 2004; Maciejewska and Kopcewicz, 2003). MeJA treatment inhibited growth and flowering in *Chenopodium rubrum* plants under favourable growth conditions (Albrechtova and Ullmann, 1994). In *Arabidopsis*, a recent report showed that jasmonate caused a flowering delay and enhanced protection against biotic stress (Chehab *et al.*, 2012). However, there is no evidence of its implication in vernalization in temperate plants such as wheat.

The identification of a non-flowering cultivated diploid einkorn (*Triticum monococcum* ssp. *monococcum* L., 2*n=*2*x=*14, genome *A* ^*m*^ *A* ^*m*^) wheat mutant, *maintained vegetative phase*, which lacks the *VRN1* gene, provided a new tool to understand the function and regulation of VRN1. This mutant was induced by an ion-beam treatment that resulted in the *maintained vegetative phase* (*mvp*) phenotype and does not transit from the vegetative to the reproductive phase (Shitsukawa *et al.,* 2007). It was shown that the deleted region covers more than the *VRN1* gene and its promoter (Distelfeld and Dubcovsky, 2010) and may affect aspects of plant development other than flowering. In addition to *VRN1*, the *CYSTEINE PROTEINASE* gene (*TmCYS*) and *PHYTOCHROME C* gene (*TmPHYC*) were shown to be deleted in *mvp*-mutant plants (Distelfeld and Dubcovsky, 2010). The *Tm*CYS protein belongs to a family involved in a variety of proteolytic functions in plants, particularly those associated with processing and degradation of seed storage proteins and fruit ripening. Such proteins are also induced in response to other stresses such as wounding, cold, drought, programmed cell death, and senescence processes (Prins *et al.*, 2008). In temperate cereals, two MADS-box transcription factor *AP1-like FRUITFULL* (*FUL*) genes are similar to *VRN1* and are designated as *FUL2* (=HvMADS8=Os-MADS15) and *FUL3* (=HvMADS3=OsMADS18) (Preston and Kellogg, 2006). They were shown to be upregulated proportional to the duration of the cold treatment during vernalization, independently of *VRN1*, and are positively regulated by FT (Chen and Dubcovsky, 2012). The *TmPHYC* gene belongs to a family of red/far-red photoreceptors that includes the *PHYA* and *PHYB* genes (Devos *et al.*, 2005; Furuya, 1993). The association of the *PHYC* gene with the regulation of flowering initiation and the role of the phytochromes in light signalling suggest that the deletion of *TmPHYC* in the *mvp* mutant may have an effect on the regulation of the flowering promoter gene *TmFT1* (Distelfeld and Dubcovsky, 2010). A putative role of the *PHYC* gene in the downregulation of *FT1* expression is supported by the rapid response of these genes to light signals. When light conditions change from dark to light or from light to dark, a rapid change in *FT1* transcript level was observed (Distelfeld and Dubcovsky, 2010).

To determine the impact of the absence of *VRN1* and other deleted genes in the *mvp* mutant on global gene expression during cold exposure, we compared the transcriptome of the *mvp* mutant with that of wild-type plants using the Affymetrix GeneChip wheat genome array. The data obtained revealed that the *mvp* mutation caused the upregulation of pathogenesis-related (PR) genes related to the plant defence mechanism and jasmonate-responsive genes. These responses were associated with the accumulation of MeJA and cold-regulated proteins in the *mvp* mutant, suggesting a possible relationship between MeJA, cold responses, and flowering in wheat. Further studies using both hexaploid winter and spring wheat suggest that MeJA is involved in modulating vernalization and the floral transition.

## Materials and methods

### Plant material and growth conditions

Two spring wheat cultivars (*Triticum aestivum*, 2n=6x=42, AABBDD; Manitou and Bounty), one winter wheat cultivar (Norstar), wild-type einkorn wheat (*Triticum monococcum*, 2n=2x =14, *A* ^*m*^ *A* ^*m*^) and the *mvp*-mutant einkorn wheat were grown in a controlled growth chamber as previously described (Diallo *et al.*, 2010). Briefly, plants were grown at 20 ºC under long day (LD: 16h at 175 μmol m^–2^ s^–1^ and 8h dark) or short day (SD: 8h at 175 μmol m^–2^ s^–1^ and 16h dark) conditions as specified for each experiment. The einkorn wheat mutant, *mvp* (Shitsukawa *et al.*, 2007), and the control wild type of einkorn wheat were cold-acclimated for one week and used for both microarray analyses and MeJA quantification. The identification of heterozygous and homozygous *mvp*-mutant plants is described in the supporting information section.

### Microarray profiling and data analysis

The quality of RNA from the three biological replicates of wild-type and homozygous *mvp*-mutant plants was assessed on agarose gels and with the Bioanalyzer 2100 (Agilent). Microarray profiling was performed according to Affymetrix protocols at the Functional Genomics Platform of McGill University and Génome Québec Innovation Centre using the Affymetrix GeneChip® Wheat Genome Array. The microarray data were analysed using FlexArray software (1.6.1) that contains the robust multiarray average software used for data normalization. A two-fold cut-off value of expression and ANOVA analyses with a *P* value ≤0.05 were set to indicate differential gene expression between *mvp* and wild-type plants. Genes that were differentially expressed in *mvp*-mutant compared with wild-type plants were retained. Each gene was subjected to BLAST search against Genbank and Uniprot databases to obtain their Genbank accession number, UniProt or NCBI description. The microarray data were submitted to GEO and the accession number is GSE50882.

### Quantification of jasmonates

For *Triticum monococcum,* three-week-old plants of wild type and *mvp* mutant grown at 20 ºC under LD conditions were cold-acclimated at 4 ºC for one week. For winter wheat cv Norstar, two-week-old plants grown at 20 ºC under LD conditions were vernalized under SD conditions at 4 ºC for nine weeks and deacclimated for two weeks at 20 ºC under LD conditions. The whole aerial part of these plants were cut, and quickly frozen and ground with dry ice. A sufficient amount of plant material (500mg for each biological replicate) was used to analyse the jasmonates content in the different plants. Additional details are included in the supporting information section.

### Effects of MeJA on flowering time in wheat

To investigate the possible involvement of MeJA in the control of flowering time, spring wheat that does not require vernalization for flowering was treated with MeJA. Three-week-old diploid einkorn wheat plants (wild type) and hexaploid spring wheat plants (cv Manitou) grown at 20 ºC under LD conditions were sprayed with 150 μM MeJA dissolved in 0.1% tween 20 solution (treated plants) and with 0.1% tween 20 solution (control plants) every day for two weeks. The phenological development of the plants under different conditions was determined by measuring the final leaf number (FLN) as previously described (Wang *et al.*, 1995). The FLN on the main shoot of each plant at flag leaf stage was recorded. The number of flowering plants from control and treated plants was counted until all plants flowered. The percentage of plants with spikelets, emerged or not, for a given week was calculated. This experiment was repeated six times.

### Gene expression analysis

Three micrograms of total RNA was reverse-transcribed (RT) and an optimal amount was used for both RT-PCR (reverse transcription polymerase chain reaction) and qRT-PCR (quantitative RT-PCR) analyses. RT was performed using SuperScript II^TM^ First-Strand Synthesis System according to manufacturer’s instructions (Life Technologies). PCR analysis was performed using specific primers for each analysed gene. Real-time PCR analysis was performed in the Light Cycler 480 (Roche Applied Science) using the RT^2^ SYBR Green Master Mix (Qiagen) according to the manufacturer’s protocol. The detailed protocol for quantitative PCR, optimization conditions, thermocycling parameters, and data analysis are detailed in (Diallo *et al.*, 2012). Primers used in this study are listed in Supplementary Table S1 (available at *JXB* online).

## Results

### Transcriptome analysis of *mvp*-mutant plants using microarrays

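Transcript levels in cold-acclimated einkorn wheat (Triticum monococcum), a diploid wheat, were measured on 6 wheat genome arrays, 3 of wild-type plants and 3 of homozygous mvp-mutant plants. On this array each probeset is a group of short oligonucleotides that reads 1 transcript or a few near-identical ones. The plants had grown for 3 weeks at 20 ºC with 16 h of light and 8 h of darkness, and then spent 7 d at 4 ºC. Each array read RNA from whole aerial parts, pooled from 3 wild-type or from 5 mvp plants, so that 9 wild-type and 15 mvp plants were sampled. The sample labels also call this tissue leaf. The authors made the values with FlexArray by robust multiarray averaging (RMA), which corrects the background, gives all arrays the same distribution and summarizes each probeset on the log2 scale. The deposited table holds 61290 probesets per array, and the array medians lay between 5.64 and 5.66. The mutant's own genes were read first, as a check of the labels. The probeset of VRN1, the MADS-box gene of vernalization, read 10.73, 10.76 and 10.55 in wild type and 3.53, 4.28 and 3.94 in mvp. The probeset of PHYC, which encodes the light receptor phytochrome C, read 9.54, 9.46 and 9.28 in wild type and 5.46, 5.54 and 5.21 in mvp. The paper holds both genes to be deleted in mvp, so that what these probesets read there is not their own transcript. The probeset of the flowering gene FT read 6.21, 6.40 and 6.23 in wild type and 4.46, 4.88 and 4.41 in mvp. All match the labels, although the mvp plants had been picked by their stature and by absent VRN1, PHYC and CYS transcripts, and the results section names FT among the marker genes as well, so that these falls, that of FT included, are in part a selection. The signals of different probesets also depend on how well each binds its transcript, so that a difference in signal between probesets is no measure of a difference between transcripts. Group differences were tested with limma on the log2 values of 61179 probesets, after 111 control probesets were left out, and p-values were adjusted by the Benjamini-Hochberg method. The 3 pools per group limit the precision of each value, and the mvp plants, which are dwarf and have no elongated stem, differ from the wild type in the make-up of the sampled tissue as well as in genotype.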

For the microarray study, three-week-old plants grown under LD conditions at 20 ºC were cold-acclimated at 4 ºC for one week under LD conditions for both wild-type einkorn spring wheat and *mvp*-mutant plants. The einkorn wheat is a spring habit wheat that is usually cultivated under LD conditions. This experiment was designed to compare global gene expression in both the wild type and *mvp* mutant, and to identify the genes affected by the deletion of *TaVRN1* and other genes in the *mvp*-mutant plants when grown at low temperature. The cold-acclimated plants were also used to evaluate freezing tolerance as flowering genes were proposed to influence the duration and level of freezing tolerance (Prášil *et al*., 2005). Homozygous *mvp*-mutant plants were identified by measuring the expression level of known markers for these plants: *TmVRN1*, *TmFT1* (Shimada *et al.*, 2009), and *TmPHYC* (Distelfeld and Dubcovsky, 2010). All marker genes were not expressed in the *mvp* plants, whereas their expression was normal in wild-type plants (Fig. 1a). The apex development of both wild-type and *mvp* plants are shown in Fig. 1b. It is clear that the wild-type apex on the left is highly extended and indicates the appearance of the double ridge, whereas the *mvp* apex on the right is still vegetative showing only the apical dome. These results confirm the developmental differences between the wild-type control plants, that are competent to flower, and the *mvp*-mutant plants that remain in the vegetative stage.

**Fig. 1.**
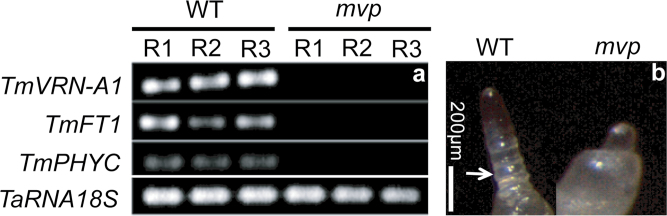
Molecular characterization and apex stage development of the *mvp* mutant. (a) Total RNA was extracted from whole aerial parts and analysed by RT-PCR. Plants were acclimated at 4 ºC for 7 d under LD conditions. Each replicate (R1, R2, and R3) was obtained from three control wild-type plants (WT) or from five mutant plants (*mvp*). Relative expression level of gene markers of wild-type and *mvp*-mutant plants was analysed by RT-PCR to validate the *mvp* mutant. The 18S *TaRNA* was used for load control. The experiments were repeated three times and a representative result is shown. (b) Apex stage development of wild-type (WT) and *mvp*-mutant plants (*mvp*) used for molecular characterization and microarray analysis. The arrow indicates the double ridge and the scale bar is indicated.

In addition to the non-flowering phenotype, plant size and number of emerged leaves were affected in *mvp*-mutant plants. Three weeks after germination, homozygous *mvp*-mutant plants are dwarf and have 2–3 leaves on the main shoot, whereas heterozygous *mvp*-mutant plants as well as wild-type plants have 4 leaves. The homozygous *mvp*-mutant plants continue to develop tillers without stem elongation, in contrast to the wild-type and *mvp* heterozygous plants. After three weeks, the wild-type and *mvp* heterozygous plants reach a maximum size ranging from 65–70cm, whereas the homozygous *mvp*-mutant plants do not exceed 7–8cm. It was also observed that root architecture is poorly developed in *mvp* plants compared with wild-type plants (Supplementary Fig. S1 available at *JXB* online).

Cold-acclimated *mvp* and wild-type plants were analysed using microarrays to identify genes that are affected by the deletion of *VRN1* and other genes in the *mvp* mutant. The analysis showed that 368 probeset IDs (probeset or gene) were differentially expressed (cut-off ± 2-fold and ANOVA analyses with a *P*-value ≤0.05) between *mvp* and wild-type plants. These genes were subdivided in two groups: differentially upregulated (2-fold and up, 263 genes) and differentially downregulated genes (–2-fold and down, 105 genes; Fig. 2a). This represents less than 1% of the total genes on the microarray (61,290) indicating that most of the genes are expressed at a similar level between the two types of plants. 

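The same values carried through the thresholds of the methods, 2-fold and an unadjusted P of at most 0.05, gave 368 probesets with the methods' t-test and 387 with limma. The entries of Table 1 and of Tables S2 to S6 name 366 distinct probesets, since a rice protein homologue of unnamed function and an aquaporin PIP2-4 each appear in both Table S5 and Table S6. All 366 passed these thresholds in the direction the tables give, and the fold given for each of the 368 entries matched that computed from the group means of the log2 values to within 0.1%. The remaining 2 probesets past the thresholds of the methods' t-test are in none of the tables and are left unnamed here. After Benjamini-Hochberg adjustment in limma, 363 of the 366 stayed under 0.05 with a fold of at least 2. The other 3 are of unknown function and had adjusted p = 0.052, 0.054 and 0.058. The list was chosen by the paper on these arrays, so this count retraces it and is not independent evidence.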

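The mvp plants had more probesets at raised than at lowered levels, but the largest changes were falls. At an adjusted p under 0.05 from limma and a fold of at least 2, 260 probesets were higher and 105 were lower in mvp than in wild type. The deepest falls include Cir (169-fold), a pair of probesets annotated to 1 uncharacterized protein (115-fold and 114-fold), VRN1 (109-fold) and a MADS2 probeset (105-fold). Below Cir their order is not settled, since with values below the 25th percentile of each array raised to it the first of the pair fell 102-fold, VRN1 88.6-fold and MADS2 98.4-fold. The paper holds VRN1 to be deleted in mvp. By its PCR UnG, the gene of the pair, also appears deleted, while the coding region of Cir is present. For a deleted gene the fold sets the wild-type signal against the background and does not measure a change in regulation. The largest rise was that of apyrase, which hydrolyses nucleotides, at 31.4-fold. At least 4-fold changes were seen for 38 of the higher and 21 of the lower probesets. Without adjustment of p, limma gave 274 higher and 113 lower probesets and the methods' t-test 263 and 105. Adjusted in the same way, the methods' t-test left 4 higher and 13 lower probesets. In limma the counts were 171 and 66 with low values raised in this way, and 169 and 60 over the 48453 probesets whose ID does not mark them as able to read more than 1 transcript.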

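Most of the array read alike in both kinds of plants. The median absolute log2 fold change over the 61179 probesets was 0.088, and the share past the methods' thresholds was 0.602%. With no fold threshold, 2247 probesets (3.67%) had an adjusted p under 0.05 in limma, of which 1260 were higher and 987 were lower in mvp. Of these, 1882 changed by less than 2-fold. The groups of 3 arrays did not overlap for 21.7% of probesets, where chance alone gives 10%. The any-fold count was 1042 without mvp replicate 1, 1803 without mvp replicate 2 and 1473 without mvp replicate 3, and 1109, 1168 and 1397 without wild-type replicates 1, 2 and 3. It was 33 with the methods' t-test after adjustment, and rose to 2983 with limma's trend and robust options and to 3133 of the 30590 probesets left by the filter on dim ones.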

The 263 upregulated genes can be distributed in six major classes and the 105 downregulated genes in five major classes (Fig. 2b) based on gene ontology search. These classes are: biotic-stress-related genes (Table 1), transcription factors (Supplementary Table S2 available at *JXB* online), sugar-metabolism-related genes (Supplementary Table S3 available at *JXB* online), oxidative-stress-related genes (Supplementary Table S4 available at *JXB* online), miscellaneous genes (Supplementary Table S5 available at *JXB* online), and unknown genes (Supplementary Table S6 available at *JXB* online). 

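In limma rises outnumbered falls in every class but the transcription factors. At an adjusted p under 0.05 from limma, 38 biotic stress probesets were higher and 8 lower, 12 sugar metabolism probesets were higher and 5 lower, and all 21 oxidative stress probesets were higher. Of the transcription factors 11 were higher and 12 lower. In the miscellaneous class 59 were higher and 34 lower, and in the unknown class 118 were higher, 47 lower and 3 did not pass. Adjusted over the list alone, those 3 passed too and the other counts stayed as they were, but the classes were drawn from probesets picked on these arrays and are no independent evidence of a direction. With the methods' t-test after adjustment the miscellaneous class had 3 higher and 7 lower, the unknown class 1 and 2, the transcription factors 0 and 4, and the other classes none. The rises were of like size, with a class median between 1.17 and 1.65 on the log2 scale. The falls were deepest among the transcription factors, with a median of -2.19.

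**Figure D1:**
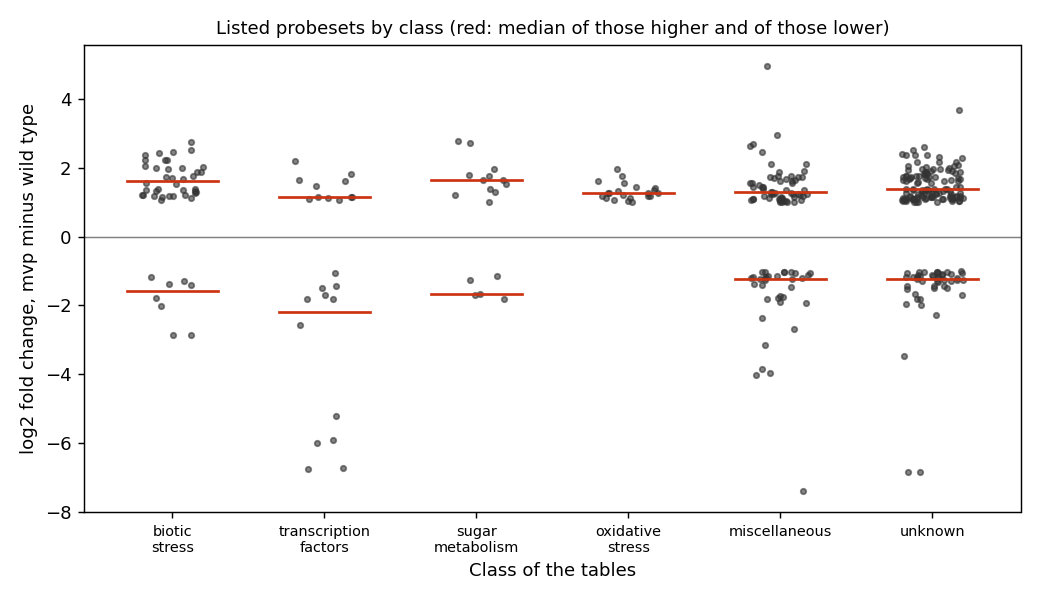
Log2 fold change (mvp minus wild type) of each listed probeset, by class of the tables, with 1 point per probeset and red bars at the median of the probesets that were higher and of those that were lower. The oxidative stress class has no point below 0, and the falls past -5 lie in the transcription factor, miscellaneous and unknown classes.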

Miscellaneous genes regroup known genes scattered in small numbers in various other classes based on gene ontology. The unknown class consists of genes that do not have a clear function. Although several gene sequences from this class may have known domains, it would be highly speculative to assign them a specific function based on these broadly defined domains.

**Table 1.** *mvp* wheat biotic stress regulated genes identified by microarray

Affymetrix probesets ID	GenBank accession	UniProt and NCBI description	Fold change
Ta.3976.2.S1_x_at	CA679100	*Triticum aestivum* flavanone 3-hydroxylase mRNA, partial cds	6.713
Ta.18574.1.A1_x_at	CK196896	Ice recrystallization inhibition protein 4 (Fragment) *n*=1 Tax=*Triticum aestivum* RepID=B9VR51_WHEAT	5.807
Ta.3976.1.S1_at	CA678526	*Triticum aestivum* flavanone 3-hydroxylase mRNA, partial cds	5.510
Ta.27327.1.S1_x_at	BT009360	Pathogenesis-related 1a *n*=1 Tax=*Triticum monococcum* RepID=Q3S4I4_TRIMO	5.467
Ta.959.1.S1_at	CA721939	Thaumatin-like protein *n*=3 Tax=*Triticum* RepID=Q41584_WHEAT	5.147
Ta.221.1.S1_at	AF112963	Chitinase II *n*=1 Tax=*Triticum aestivum* RepID=Q9XEN3_WHEAT	4.725
Ta.27762.1.S1_x_at	AF384146	Pathogenesis-related protein 1A/1B *n*=10 Tax=*Triticeae* RepID=PR1A_HORVU	4.714
Ta.24501.1.S1_at	CD863039	Pathogenesis-related protein 1A/1B *n*=10 Tax=*Triticeae* RepID=PR1A_HORVU	4.689
Ta.22619.1.S1_at	CA687670	Pathogenesis-related protein 10 *n*=1 Tax=*Hordeum vulgare* RepID=Q84QC7_HORVU	4.186
Ta.22619.1.S1_x_at	CA687670	Pathogenesis-related protein 10 *n*=1 Tax=*Hordeum vulgare* RepID=Q84QC7_HORVU	4.053
TaAffx.104812.1.S1_s_at	BJ223744	Lipoxygenase 2.1, chloroplastic *n*=1 Tax=*Hordeum vulgare* RepID=LOX21_HORVU	4.031
TaAffx.28302.2.S1_at	CA695754	Dirigent-like protein *n*=2 Tax=*Oryza sativa* RepID=Q53NP6_ORYSJ	4.006
Ta.1967.1.S1_x_at	CK152466	Lipoxygenase 2.1, chloroplastic *n*=1 Tax=*Hordeum vulgare* RepID=LOX21_HORVU	3.927
Ta.1967.2.A1_x_at	AJ614579	Lipoxygenase 2.1, chloroplastic *n*=1 Tax=*Hordeum vulgare* RepID=LOX21_HORVU	3.691
Ta.23322.2.S1_at	CA640491	Thaumatin-like protein TLP8 *n*=1 Tax=*Hordeum vulgare* RepID=Q946Y8_HORVU	3.672
Ta.224.1.S1_at	AF112966	Chitinase IV *n*=1 Tax=*Triticum aestivum* RepID=Q9XEN6_WHEAT	3.375
TaAffx.107480.1.S1_at	CA679967	Ice recrystallization inhibition protein 5 *n*=1 Tax=*Deschampsia antarctica* RepID=C0L702_DESAN	3.357
TaAffx.128595.1.S1_at	CK216241	Putative vacuolar defence protein *n*=2 Tax=*Triticum aestivum* RepID=Q6PWL8_WHEAT	3.294
Ta.2709.1.S1_s_at	CK166154	Defensin-like protein 2 *n*=1 Tax=*Triticum aestivum* RepID=DEF2_WHEAT	3.188
Ta.30921.1.S1_x_at	CN012317	12-oxo-phytodienoic acid reductase *n*=1 Tax=*Zea mays* RepID=Q49HE1_MAIZE	2.948
Ta.7022.1.S1_s_at	BJ281221	Phenylalanine ammonia-lyase *n*=5 Tax=Poaceae RepID=Q7F929_ORYSJ	2.868
TaAffx.137429.1.S1_at	CA610138	Dehydrin 5 (Fragment) *n*=1 Tax=*Hordeum vulgare* subsp. spontaneum RepID=Q6V7D2_HORSP	2.645
Ta.7022.2.S1_at	BF199967	Phenylalanine ammonia-lyase *n*=1 Tax=*Triticum aestivum* RepID=PALY_WHEAT	2.604
Ta.25077.1.A1_at	BQ161103	Ice recrystallization inhibition protein 2 *n*=1 Tax=*Triticum aestivum* RepID=Q56B89_WHEAT	2.580
Ta.7022.2.S1_x_at	BF199967	Phenylalanine ammonia-lyase *n*=1 Tax=*Triticum aestivum* RepID=PALY_WHEAT	2.569
Ta.21556.1.S1_at	CA684533	Protein WIR1B *n*=1 Tax=*Triticum aestivum* RepID=WIR1B_WHEAT	2.505
Ta.25026.1.S1_at	BQ804965	Dehydrin *n*=1 Tax=*Triticum turgidum* subsp. durum RepID=Q5CAQ2_TRITU	2.504
Ta.21768.1.S1_x_at	CA701727	Ice recrystallization inhibition protein 7 *n*=1 Tax=*Deschampsia antarctica* RepID=C0L704_DESAN	2.475
Ta.16472.1.S1_s_at	CA606887	Pathogenesis-related protein n=1 Tax=*Hordeum vulgare* RepID=P93181_HORVU	2.418
Ta.12663.1.S1_at	CK197682	Ice recrystallization inhibition protein 1 n=1 Tax=*Triticum aestivum* RepID=Q56B90_WHEAT	2.334
TaAffx.128418.43.S1_at	BJ252866	Endochitinase *n*=5 Tax=Pooideae RepID=Q41539_WHEAT	2.324
Ta.28659.3.S1_x_at	CA689419	Putative protease inhibitor n=1 Tax=*Hordeum vulgare* RepID=Q96465_HORVU	2.317
Ta.22678.1.A1_a_at	CK214868	Chitinase 1 *n*=2 Tax=Andropogoneae RepID=B4FBN8_MAIZE	2.294
TaAffx.45277.1.S1_x_at	BJ231180	Phenylalanine ammonia-lyase *n*=1 Tax=*Triticum aestivum* RepID=PALY_WHEAT	2.263
Ta.2278.2.S1_a_at	CK196331	Chitinase IV *n*=1 Tax=*Triticum aestivum* RepID=Q9XEN6_WHEAT	2.254
Ta.2278.3.S1_x_at	CD490414	Chitinase II *n*=1 Tax=*Triticum aestivum* RepID=Q9XEN3_WHEAT	2.234
Ta.27389.2.S1_x_at	BJ297034	Defensin-like protein 2 *n*=1 Tax=*Triticum aestivum* RepID=DEF2_WHEAT	2.202
Ta.2278.2.S1_x_at	CK196331	Chitinase IV *n*=1 Tax=*Triticum aestivum* RepID=Q9XEN6_WHEAT	2.086
Ta.12820.1.S1_at	CK215415	Defensin *n*=1 Tax=*Triticum turgidum* subsp. durum RepID=C9E1C6_TRITU	-2.245
Ta.28133.1.A1_s_at	CA636835	Dirigent-like protein, expressed *n*=2 Tax=*Oryza sativa* RepID=Q2R0I1_ORYSJ	-2.438
Ta.7963.2.S1_x_at	CK215257	Dirigent-like protein, expressed *n*=2 Tax=*Oryza sativa* RepID=Q2R0I1_ORYSJ	-2.584
Ta.7388.2.S1_x_at	BU672305	Jasmonate-induced protein *n*=2 Tax=*Triticum aestivum* RepID=A7LM74_WHEAT	-2.636
Ta.7108.1.S1_at	CF134173	Ice recrystallization inhibition protein 2 *n*=1 Tax=*Triticum aestivum*	-3.427
TaAffx.98064.1.A1_at	BQ168859	Ice recrystallization inhibition protein 3 *n*=1 Tax=*Deschampsia antarctica*	-4.022
Ta.7388.1.S1_at	BJ320233	Jasmonate-induced protein *n*=2 Tax=*Triticum aestivum* RepID=A7LM74_WHEAT	-7.187
Ta.7388.2.S1_a_at	BU672305	Jasmonate-induced protein *n*=2 Tax=*Triticum aestivum* RepID=A7LM74_WHEAT	-7.230

The annotation is made according to Affymetrix Gene Chip® wheat genome array of the 46 differentially regulated biotic stress probeset IDs complemented with BLAST results showing the Genbank accession number, UniProt or NCBI description and is presented in decreasing order of differential expression of ≥2-fold and ≤–2-fold cut off.

**Fig. 2.**
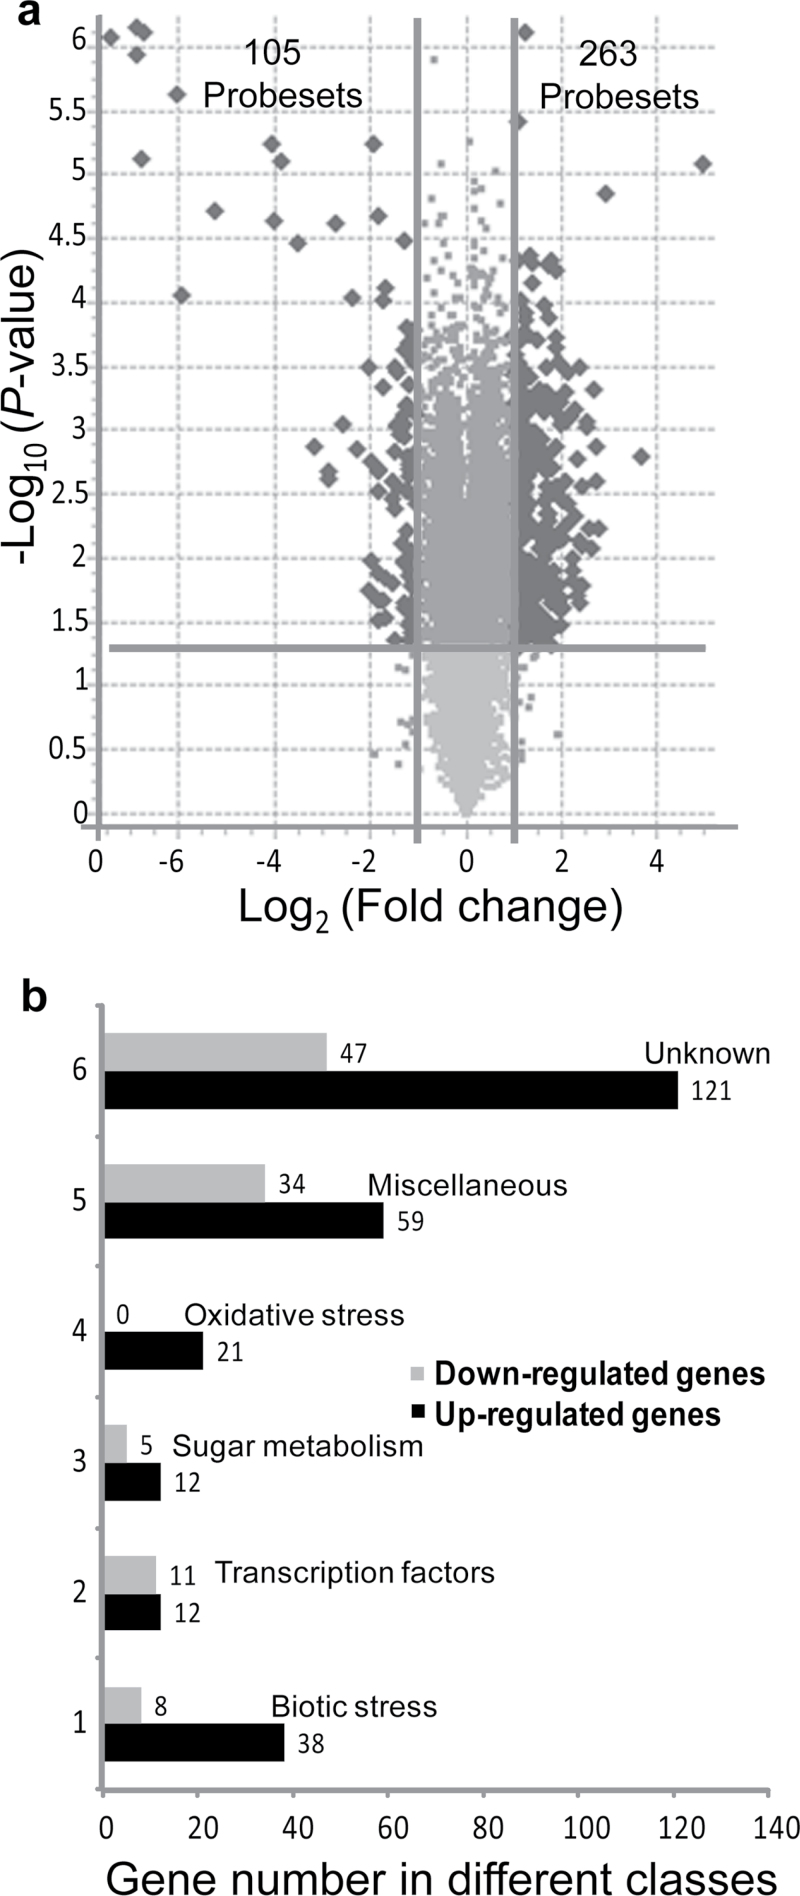
Microarray analysis of the *mvp*-mutant and the wild-type seedlings. (a) Volcano plots illustrating the log_2_ fold changes in gene expression differences between *mvp* mutants and wild-type plants. Probesets with statistically different expression (*P*≤0.05) and fold changes of ≥2-fold (263) are shown in the upper right corner and probesets with ≤–2-fold (105) are shown in the upper left corner. (b) Differentially regulated genes in *mvp*-mutant plants compared with wild-type plants derived from the microarray analysis: The differentially regulated genes were subdivided into six classes: Biotic-stress related genes (1), transcription factors (2), sugar metabolism (3), oxidative stress (4), miscellaneous genes (5), and unknown genes (6). The same RNA samples used in Fig. 1 were used for microarrays.

The first class of genes (46 biotic stress genes) represents 12.5% of the differentially regulated genes (Fig. 2b). Most genes of this class are upregulated. Among them are genes encoding flavanone hydroxylase (increased 6.7-fold), ice recrystallization inhibition (5.8-fold), pathogenesis related 1a (5.4-fold), thaumatin (5.1-fold) chitinase (4.7-fold), lipoxygenase (4-fold), vacuolar defence protein (3.3-fold), defensin-like protein (3.2-fold), 12-oxo-phytodienoic acid reductase (2.9-fold), dehydrin (2.4-fold), and endochitinase (2.3-fold) (Table 1). 

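Table 1, a list picked for change, has several families of defence genes that rose in mvp plants. Its 6 probesets of pathogenesis-related (PR) proteins, 7 of chitinases, which cleave fungal cell wall chitin, 4 of phenylalanine ammonia-lyase, the entry enzyme of phenylpropanoid synthesis, 3 of lipoxygenase and 2 of thaumatin-like protein were higher at an adjusted p under 0.05. The 38 probesets that rose had a median log2 fold change of 1.62 and ranged from 1.06 to 2.75. Other families were split. Ice recrystallization inhibition proteins had 5 probesets higher and 2 lower, defensins had 2 higher and 1 lower, and dirigent-like proteins, which guide lignan coupling, had 1 higher and 2 lower. The 8 that fell ranged from -1.17 to -2.85. The wild-type pools were not alike in these genes. The median signal of the 38 upregulated probesets was 8.14, 7.17 and 8.09 in wild-type replicates 1, 2 and 3, against 9.89, 9.58 and 9.43 in mvp, and wild-type replicate 2 was the lowest of the 6 arrays for 33 of the 38. It was also the lowest for most of the 261 upregulated probesets of the tables, so that this is not particular to the class. Without that array their median log2 fold change was 1.45 and 31 of the 38 passed the adjusted p. The number of the 38 that passed was 18 when values below the 25th percentile of each array were raised to it, 22 with limma's trend and robust options and 0 with the methods' t-test after adjustment. Raising low values left most of the 38 folds as they were. Without the probesets that can read more than 1 transcript 17 of the 38 were left to test, and all 17 passed. Families were counted after the values were seen, by the annotation in Table 1.

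**Figure D2:**
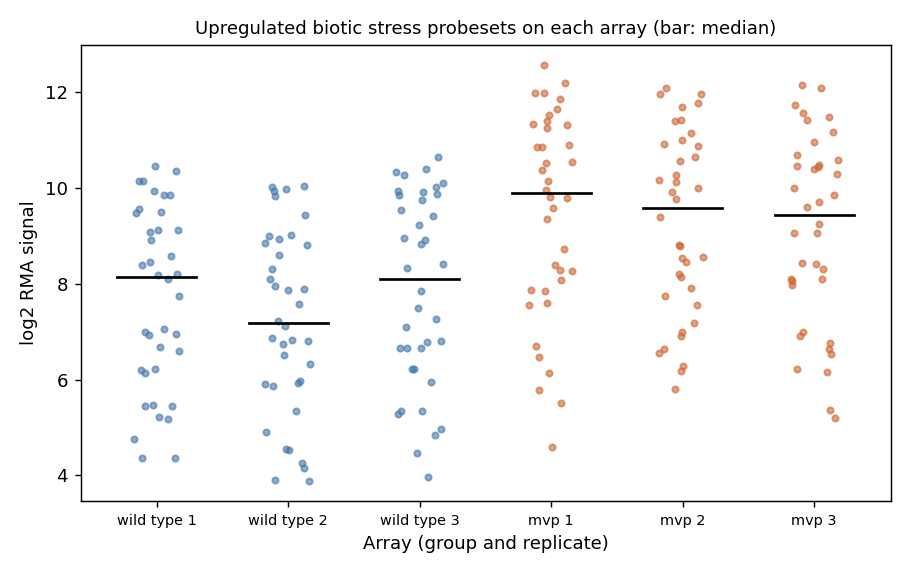
Log2 RMA signal of the 38 upregulated biotic stress probesets on each of the 6 arrays, with 1 point per probeset and a black bar at each array's median. The 3 mvp medians lie between 9.43 and 9.89, above the wild-type medians of 7.17 to 8.14.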

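Flavanone 3-hydroxylase, an enzyme of flavonoid synthesis, rose 6.71-fold in mvp plants (log2 fold change 2.75, standard error 0.28, adjusted p = 9.5e-04, limma), and its other listed probeset rose 5.51-fold. Ice recrystallization inhibition protein 4, a relative of proteins that hold back the growth of ice crystals, rose 5.81-fold (adjusted p = 2.8e-04). The defence markers PR1a, thaumatin-like protein and chitinase II rose 5.47-fold, 5.15-fold and 4.72-fold. Lipoxygenase 2.1, which makes the hydroperoxide from which jasmonate is built, rose 4.03-fold. The vacuolar defence protein rose 3.29-fold (log2 signal 9.63 ± 0.23 in wild type and 11.35 ± 0.18 in mvp, SD, n = 3 pools each) and defensin-like protein 2 rose 3.19-fold (10.18 ± 0.15 and 11.86 ± 0.11). Both dehydrin probesets, for proteins of the response to water loss and cold, rose, dehydrin 5 by 2.65-fold (adjusted p = 5.7e-05) and the other by 2.50-fold (adjusted p = 9.4e-04). Of the genes that the text names from this class, endochitinase rose least, 2.32-fold (adjusted p = 0.034), and its adjusted p was 0.050 to 0.122 without any 1 of the 3 mvp arrays. That of PR1a was 0.051 without mvp replicate 1 and 0.056 without wild-type replicate 3, and that of the thaumatin-like protein was 0.056 without mvp replicate 1. With limma's trend and robust options the calls of endochitinase, PR1a, the thaumatin-like protein and chitinase II ended (adjusted p = 0.084 for chitinase II and more for the others), as they did with values below the 25th percentile of each array raised to it (adjusted p = 0.063 to 0.132). These probesets have no value below that percentile and kept their folds, so that the calls did not end through smaller folds. Their standard errors rose when low values were raised, but whether that alone ended the calls was not tested.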

The two most downregulated gene in this class are annotated as jasmonate-induced proteins (–7.2-fold). This annotation was based on their homology to *JRP-32*, which was first detected in jasmonate-treated leaves of barley. However, in wheat, the expression of *Ta-JA1* mRNA, which is the closest homologue, was confined to stem tissues, and was not detected in leaves even after treatment with jasmonate (Wang and Ma, 2005) suggesting that it is not regulated by jasmonate in wheat. 

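All 3 probesets annotated as jasmonate-induced protein fell, and 2 of them fell more than any other biotic stress probeset. These 2 fell 7.19-fold (log2 fold change -2.85, standard error 0.27, adjusted p = 7.6e-04) and 7.23-fold (log2 fold change -2.85, standard error 0.28, adjusted p = 9.0e-04). The remaining probeset fell 2.64-fold (adjusted p = 5.1e-04). Next below them came ice recrystallization inhibition proteins 3 and 2, at 4.02-fold and 3.43-fold. With values below the 25th percentile of each array raised to it, the falls of 7.19-fold and 7.23-fold became 5.72-fold and 4.79-fold, so that their size rests on mvp signals near the background. The probeset that fell most and the one that fell least of the 3 can read more than 1 transcript.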

Transcription factors represent 6.2% of the differentially regulated genes (23 genes out of 368 genes). This class contains genes encoding MADS-box, WRKY, and CBF transcription factors. 

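Of the 10 MADS-box probesets of Table S2, a list picked for change, 7 fell and 3 rose in mvp plants at an adjusted p under 0.05 in limma. The 7 that fell carry 4 annotations and the 3 that rose carry 3. The falls were unequal, with 5 of the 7 at 24.1-fold or more when values below the 25th percentile of each array were raised to it, and the remaining 2 at 2.71-fold and 5.96-fold. The other 2 probesets annotated to the same protein as the VRN1 probeset differed, since one fell by only 2.71-fold (log2 fold change -1.44, standard error 0.14, adjusted p = 7.7e-04) and the other fell 60.6-fold (log2 signal 11.32 ± 0.13 in wild type and 5.40 ± 0.62 in mvp, SD, n = 3 pools each). The 5.96-fold fall is that of MADS-box protein 8 (log2 fold change -2.58, standard error 0.20, adjusted p = 2.8e-04). All 5 WRKY probesets, a family of regulators of plant defence, rose by 1.07 to 1.65 on the log2 scale. All 3 probesets of C-repeat binding factors (CBFs), which switch on cold-regulated genes, rose by 1.12 to 1.82. The remaining 5 transcription factors of the class all fell. With the methods' t-test after adjustment 0 of the 11 rises and 4 of the 12 falls of the class passed.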

The majority of genes that encode MADS-box transcription factors were downregulated, whereas those encoding CBF and WRKY transcription factors were upregulated (Supplementary Table S2 available at *JXB* online). The sugar-metabolism-related genes class contains 17 upregulated genes. This class encodes various enzymes including glucomannan 4-beta-mannosyltransferase 1 (6.8-fold), beta-glucanase (6.6-fold), glucan endo-1,3-beta-glucosidase (3.9-fold), UDP-glucosyl transferase (3.4-fold) and glucan endo-1,3-beta-glucosidase (3.4-fold) (Supplementary Table S3 available at *JXB* online). 

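Of the 17 sugar metabolism probesets of Table S3, which were picked for change, 12 rose and 5 fell in mvp plants. The probesets that rose include all 7 probesets of glucanases and glucan endo-1,3-beta-glucosidases, between 1.01 and 2.73 on the log2 scale (adjusted p under 0.05, limma), both sugar transporter probesets and both of a UDP-glucosyl transferase. Those that fell are 2 of acid beta-fructofuranosidase (invertase), 2 of sucrose synthase and 1 of xyloglucan endotransglycosylase, between -1.14 and -1.81. For all 12 probesets that rose, wild-type replicate 2 was the lowest of the wild-type arrays. With limma's trend and robust options 7 of the 12 rises and 2 of the 5 falls passed the adjusted p, with values below the 25th percentile of each array raised to it 8 and 1 passed, and with the methods' t-test after adjustment none passed.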

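Glucomannan 4-beta-mannosyltransferase 1, an enzyme that builds the backbone of a cell wall polysaccharide, rose from a log2 signal of 6.09 ± 0.40 in wild type to 8.86 ± 0.80 in mvp (SD, n = 3 pools each), or 6.83-fold (log2 fold change 2.77, standard error 0.34, adjusted p = 0.0028). Beta-glucanase rose 6.65-fold (log2 fold change 2.73, standard error 0.23, adjusted p = 4.3e-04) and the UDP-glucosyl transferase 3.45-fold (log2 fold change 1.79, standard error 0.18, adjusted p = 8.9e-04). Glucan endo-1,3-beta-glucosidase GII rose 3.96-fold on one probeset (adjusted p = 0.017) and 3.38-fold on another (adjusted p = 0.030). The call of the latter ended without wild-type replicate 1 or 2 or mvp replicate 1 or 2 (adjusted p = 0.070 to 0.095), and that of the former without mvp replicate 1 (adjusted p = 0.070). With limma's trend and robust options both calls and that of the mannosyltransferase ended (adjusted p = 0.054 to 0.181), and with low values raised to the 25th percentile the adjusted p of the first GII probeset was 0.099 and that of the other was higher. Neither GII probeset has a value that low, and their folds did not change.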

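The oxidative stress class of Table S4, a list picked for change, holds 9 probesets of class III and other peroxidases, 4 of cytochrome P450 proteins, 2 of 1-aminocyclopropane-1-carboxylate oxidase, which makes ethylene, and single probesets such as polyphenol oxidase, alternative oxidase and glutathione S-transferase 2. All of its probesets rose at an adjusted p under 0.05 in limma, by a median of 1.27 on the log2 scale. For 15 of the 21 wild-type replicate 2 was the lowest of the wild-type arrays. The number that passed was 11 when values below the 25th percentile of each array were raised to it, and none passed with the methods' t-test after adjustment. Without the probesets that can read more than 1 transcript 13 were left to test, and all 13 passed. Outside the table, neither of the 2 probesets that the platform names as the catalase CAT1 passed in limma (adjusted p = 0.079 and 0.698).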

The fourth class represents 21 oxidative-stress-related genes that are all upregulated. This class contains genes that encode cytochrome c oxidase (up by 3.8-fold), leucoanthocyanidin dioxygenase (3.3-fold), peroxidase (3.0-fold) cytochrome P450 (2.7-fold), and chloroplast lipocalin (2.4-fold) (Supplementary Table S4 available at *JXB* online). 

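Cytochrome c oxidase subunit 1, part of the last complex of mitochondrial respiration, rose most, 3.88-fold (log2 fold change 1.96, standard error 0.33, adjusted p = 0.012), with mvp values of 7.97, 6.55 and 8.05 against 5.57 ± 0.09 (SD, n = 3 pools) in wild type. Its annotation in Table S4 is to a protein of aphids, and its adjusted p was 0.053 without mvp replicate 1. Leucoanthocyanidin dioxygenase, an enzyme of anthocyanin synthesis, rose 3.38-fold (log2 fold change 1.76, standard error 0.22, adjusted p = 0.0028) and the cytochrome P450 probeset 2.71-fold (log2 fold change 1.44, standard error 0.19, adjusted p = 0.0039). Chloroplast lipocalin, a small carrier protein that guards membrane lipids, rose 2.44-fold (8.41 ± 0.13 in wild type and 9.70 ± 0.11 in mvp), with a standard error of 0.09, the smallest of the genes named here. The peroxidase probeset rose 3.06-fold at an adjusted p of 0.041. This adjusted p was 0.068 to 0.131 when any 1 of the 3 wild-type arrays or mvp replicate 1 was left out. The probeset can read more than 1 transcript, and an unlisted one with the same number in its ID rose 1.53-fold (adjusted p = 0.0043, limma). Both the cytochrome c oxidase and the peroxidase call ended with limma's trend and robust options (adjusted p = 0.104 and 0.212) and with low values raised to the 25th percentile (0.085 and 0.152), and with the replicate number as a block the adjusted p of the peroxidase was 0.075. Neither probeset has a value below that percentile, and neither fold changed when low values were raised.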

The miscellaneous genes class contains 93 genes (25.3%). These are involved in many aspects of plant development. Genes that are highly upregulated from this class include apyrase, chaperone protein, agmatine coumaroyltransferase, BRASSINOSTEROID INSENSITIVE (BRI) 1-associated receptor kinase 1, cold acclimation-associated protein WCOR518, and serine/threonine kinase-like protein (Supplementary Table S5 available at *JXB* online). 

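Apyrase went from a log2 signal of 4.57 ± 0.17 in wild type to 9.54 ± 0.24 in mvp (SD, n = 3 pools each), the largest rise on the array (log2 fold change 4.97, standard error 0.13, adjusted p = 1.1e-07, limma). The chaperone dnaJ rose 7.75-fold (log2 fold change 2.96, standard error 0.10, adjusted p = 7.9e-07), and agmatine coumaroyltransferase, which makes antifungal hydroxycinnamic acid amides, rose 6.54-fold (log2 fold change 2.71, standard error 0.18, adjusted p = 1.2e-04). BRI1-associated receptor kinase 1, a co-receptor of brassinosteroid and immune receptors, rose 6.18-fold (log2 fold change 2.63, standard error 0.36, adjusted p = 0.0047). The cold acclimation protein WCOR518 rose 4.34-fold (log2 fold change 2.12, standard error 0.15, adjusted p = 1.7e-04) and the serine/threonine kinase-like protein 4.30-fold (log2 fold change 2.10, standard error 0.21, adjusted p = 0.001). The 9 kinase probesets of the class, a group formed after the values were seen from a list picked for change, rose by between 1.06 and 2.63 on the log2 scale. The call of the BRI1-associated receptor kinase ended with limma's trend and robust options (adjusted p = 0.071) and with values below the 25th percentile of each array raised to it (adjusted p = 0.056). Its own values lie above that percentile, and its fold did not change.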

Multiple aspects of plant growth and development such as expression of a variety of developmental programmes including cell elongation, vascular differentiation, seed germination, senescence, and fertility are regulated by brassinosteroids (BRs) and require an active BRI1 receptor for hormone perception and signal transduction (Ehsan *et al.*, 2005). 

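Probesets without a known function changed in both directions and include some of the deepest falls. The rises reached 3.70 on the log2 scale with a median of 1.38 over the upregulated ones, and the falls reached -6.84 with a median of -1.23 over the downregulated ones. The probeset with the largest rise, annotated to an uncharacterized rice protein, was 13.0-fold higher (adjusted p = 5.1e-04). Another listed probeset with that annotation rose less, and an unlisted one with the same number in its ID rose 1.98-fold (adjusted p = 0.0022, limma). A probeset known only from a wheat cDNA clone was 6.06-fold higher (adjusted p = 0.003, or 0.053 with limma's trend and robust options).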

An important part of the differentially regulated genes have unknown function representing 168 out of the 368 genes (45.5%, in Supplementary Table S6 available at *JXB* online).

Taken together, these results suggest that the *mvp* mutation not only results in a non-flowering phenotype, but also activates the genes involved in the regulation of jasmonate biosynthesis and biotic stress responses.

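Of 51 probesets named by the paper or among the largest changes, 46 passed an adjusted p under 0.05 in limma, 33 of them higher and 13 lower in mvp. The named falls include the genes of floral transition (VRN1, FT and FUL3) and a pair of jasmonate-induced protein probesets, and the named rises include PR1a, the thaumatin-like protein, the chitinases, and lipoxygenase 2.1 and 12-oxo-phytodienoic acid reductase of the jasmonate pathway. The methods' t-test after adjustment passed 11 of the 51. From the array results as a whole, the paper proposes that the mvp mutation, besides keeping the plants from flowering, activates genes that regulate jasmonate biosynthesis and responses to biotic stress.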

### Validation of the microarray results

The most repressed gene (169-fold) encodes a protein similar to the circumsporozoite protein (*Tm*Cir). 

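Cir is annotated to a maize protein named after the circumsporozoite protein. Its log2 signal was 11.79 ± 0.12 in wild type, above 97.6% of all tested probesets, and 4.39 ± 0.22 in mvp (SD, n = 3 pools each), above 28.6%. This is a log2 fold change of -7.40 (standard error 0.12, adjusted p = 2.4e-09 from limma). A pair of other probesets with the same annotation also fell, one by 6.41-fold (adjusted p = 2.1e-06) and the other by 2.77-fold (adjusted p = 0.0024).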

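The probeset of the uncharacterized gene UnG read 10.93, 10.78 and 10.87 in the wild-type arrays and 3.75, 4.13 and 4.17 in the mvp arrays (log2 fold change -6.84, standard error 0.12, adjusted p = 3.2e-09). Another probeset, with the same annotation in Table S6, also fell, from 11.60 ± 0.07 to 4.76 ± 0.21 (SD, n = 3 pools each, log2 fold change -6.84, standard error 0.11, adjusted p = 2.4e-09).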

The second most repressed gene (*TmUnG* for *Triticum monococcum Uncharacterized Gene*) (114-fold) encodes an ‘Uncharacterized’ protein. To confirm the repression of these two genes, we measured the accumulation of their transcript level using RT-PCR. The results show that the *TmCir* and *TmUnG* are not expressed in the *mvp*-mutant plants compared with wild-type plants (Fig. 3a). To determine whether these two genes are not deleted in the *mvp*-mutant plants, we extracted genomic DNA from the same plant samples used for the microarray analysis to amplify the two genes by PCR. The results show that the coding region of the *TmCir* gene is not deleted in the *mvp* mutant. On the other hand, the *TmUnG* gene appears to be deleted in the *mvp*-mutant plants (Fig. 3b).

**Fig. 3.**
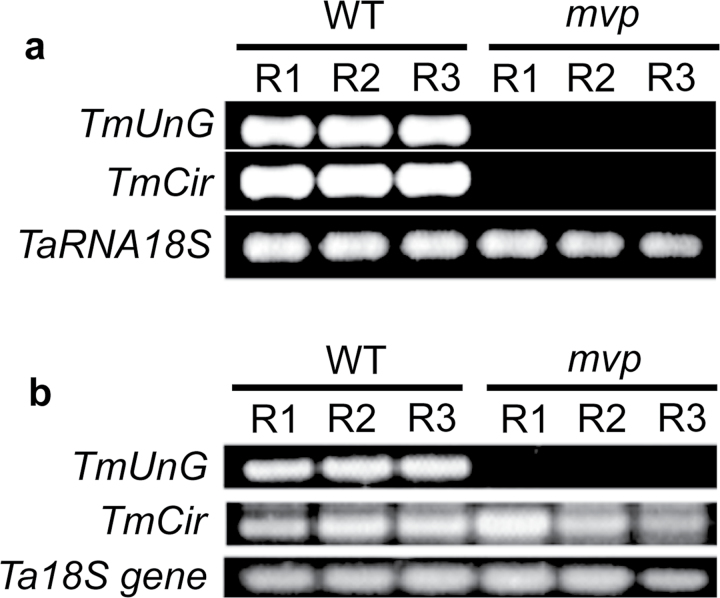
Relative expression level of several selected genes in *mvp*-mutant and wild-type control plants analysed by RT-PCR and PCR experiments. (a) Validation of *TmUnG* and *TmCir* expression by RT-PCR. The RNA samples are the same as those used in Fig. 1 and the microarray experiment. The 18S *TaRNA* was used as load control. (b) Genomic DNA was extracted from the same plant samples used for the microarray analysis and were tested for PCR amplification to analyse the possible deletion of the two most repressed genes from the array analysis (*TmUnG* repressed 114 times and *TmCir* repressed 169 times). The 18S DNA is used as control. The experiments were repeated with 3 different biological replicates with the same result. Each replicate (R1, R2, and R3) was obtained from five mutants plants (*mvp*) and from three control wild-type plants.

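The VRN1 probeset had a log2 signal of 10.68 ± 0.12 in wild type and 3.92 ± 0.38 in mvp (SD, n = 3 pools each), a log2 fold change of -6.76 (standard error 0.16, adjusted p = 6.1e-08 from limma). FT, itself a marker used to identify the mvp plants, went from 6.28 ± 0.10 in wild type to 4.58 ± 0.26 in mvp (log2 fold change -1.70, standard error 0.12, adjusted p = 2.1e-04), a fall of 3.25-fold. In mvp both probesets lay below the middle of the array, VRN1 above 20.5% and FT above 31.8% of the tested probesets.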

Expression analysis using RT-PCR (Fig. 1; data not shown for *TmCir*) and qRT-PCR (Supplementary Fig. S2a available at *JXB* online) confirmed the results from the microarray analysis of *TmVRN1*, *TmFT1*, *TmCir* and *TmUnG* showing very low or no detectable expression of these genes in *mvp*-mutant plants in comparison to wild-type plants, whereas a gene used as control (*TmGI*) showed a similar expression in both wild-type and *mvp*-mutant plants (Supplementary Fig. S2a available at *JXB* online). We also found a low expression level of *TmPHYC* in *mvp* plants compared with wild-type plants (Supplementary Fig. S2a available at *JXB* online and Table 2). 

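PHYC fell 16.3-fold, from 9.43 ± 0.14 in wild type to 5.40 ± 0.17 in mvp (log2 signal, SD, n = 3 pools each, log2 fold change -4.02, standard error 0.11, adjusted p = 1.1e-07).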

The qRT-PCR analysis also showed a strong downregulation of *TmCYS* expression in *mvp* plants and its possible deletion as previously reported (Distelfeld and Dubcovsky, 2010). BLAST search of *TmCYS* gene from Affymetrix database of the wheat array reveals that *TmCYS* is absent in the wheat array. This explains why we did not find *TmCYS* among the 368 genes that are differentially regulated in the microarray analysis.

**Table 2.** *mvp* wheat plant genes validated by qRT-PCR and their fold change on the microarray

Affymetrix Probeset IDs	GenBank Accession	UniProt and NCBI description	Fold change
Ta.3976.2.S1_x_at	CA679100	*Triticum aestivum* flavanone 3-hydroxylase mRNA, partial cds	6.713
Ta.27327.1.S1_x_at	BT009360	Pathogenesis-related 1a *n*=1 Tax=*Triticum monococcum* RepID=Q3S4I4_TRIMO	5.467
Ta.959.1.S1_at	CA721939	Thaumatin-like protein *n*=3 Tax=*Triticum* RepID=Q41584_WHEAT	5.147
Ta.221.1.S1_at	AF112963	Chitinase II *n*=1 Tax=*Triticum aestivum* RepID=Q9XEN3_WHEAT	4.725
TaAffx.104812.1.S1_s_at	BJ223744	Lipoxygenase 2.1, chloroplastic *n*=1 Tax=*Hordeum vulgare* RepID=LOX21_HORVU	4.031
Ta.10215.1.S1_at	AY679115	*Triticum aestivum* gigantean 3 (TaGI3) mRNA, complete cds	–0.035
Ta.11017.1_A1_at	B4ERX7	*Triticum aestivum O*-methyltransferase	–0.447
Ta.30640.1.S1_at	CD861747	*Triticum aestivum* flowering locus T mRNA, complete cds or VRN3	–3.250
Ta.28005.1.A1_at	CD862101	Phytochrome C (Fragment) *n*=1 Tax=*Hordeum vulgare* RepID=Q945T7_HORVU	–16.267
TaAffx.143995.17.S1_s_at	AY188331	MADS box transcription factor *n*=15 Tax=*Triticeae* RepID=O82128_WHEAT	–108.744
TaAffx.85922.1.S1_s_at	CA618396	Putative uncharacterized protein Sb01g007930 n=2 Tax=Poaceae RepID=C5X0B2_SORBI (UnG)	–114.866
Ta.29481.1.S1_at	CK194207	Circumsporozoite protein *n*=2 Tax=Andropogoneae RepID=B6TF33_MAIZE	–169.064

The annotation is made according to Affymetrix Gene Chip® wheat genome array of the 12 probeset IDs used in RT-PCR and qRT-PCR experiments to validate microarray expression profiling analysis complemented with BLAST results showing the Genbank accession number, UniProt or NCBI description and is presented in decreasing order of differential expression of ≥2-fold and ≤–2-fold cut off.

To further validate the microarray analysis, we selected several genes that are upregulated in the *mvp* plants and another control gene showing a similar expression in wild-type and *mvp*-mutant plants (*TmOMT*). The five upregulated genes *TmTha* (*thaumatin*)*, TmChi* (*chitinase*), *TmLox2* (*lipoxygenase 2*), *TmFlav* (*flavanone hydroxylase*) and *TmPR1a* (*pathogenesis related 1a*) are all associated with biotic stress (Supplementary Fig. S2b, available at *JXB* online, and listed in Table 1). *Lox2* encodes the enzyme that catalyses an important step of the biosynthesis of jasmonic acid (JA) from membrane-derived linolenic acid (Beale and Ward, 1998; Farmer *et al.*, 2003). Genes encoding LOX2 and FLAV are known to be highly induced by jasmonates (JA and MeJA) or in response to biotic stress (Edreva, 2005), whereas the gene encoding PR1a is a salicylic acid responsive gene (Jaulneau *et al.*, 2010; Mur *et al.*, 2006). PR1 proteins are defence factors ubiquitously synthesized by plants in response to pathogen infections. On the other hand, chitinases, 1,3-beta-glucanases, thaumatin-like proteins and peroxidases are involved in growth, development and defence processes (Sabater-Jara *et al.*, 2011). These proteins contribute, directly or indirectly, to resistance to pathogen attack together with other defence proteins, such as 1,3-beta-glucanases, chitinases, and secondary metabolism enzymes including phytoalexin biosynthetic enzymes (Rivière *et al.*, 2008). 

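Of the 5 genes taken to qRT-PCR, lipoxygenase 2.1 had the smallest standard error, with a log2 signal of 7.84 ± 0.27 in wild type and 9.86 ± 0.13 in mvp (SD, n = 3 pools each, log2 fold change 2.01, standard error 0.13, adjusted p = 9.7e-05, limma). PR1a read 7.75, 5.90 and 6.67 in wild type and 9.82, 8.80 and 9.05 in mvp (log2 fold change 2.45, standard error 0.41, adjusted p = 0.012), and the thaumatin-like protein 8.21, 6.79 and 8.42 in wild type and 10.89, 9.91 and 9.71 in mvp (log2 fold change 2.36, standard error 0.42, adjusted p = 0.016). Chitinase II went from 9.74 ± 0.66 to 11.98 ± 0.52 (log2 fold change 2.24, standard error 0.33, adjusted p = 0.0062) and flavanone 3-hydroxylase from 6.07 ± 0.19 to 8.82 ± 0.68. The lipoxygenase 2.1, PR1a and flavanone 3-hydroxylase probesets can read more than 1 transcript. With values below the 25th percentile of each array raised to it, the calls of PR1a, the thaumatin-like protein and chitinase II ended (adjusted p = 0.086, 0.095 and 0.063). Their own values lie above that percentile and their folds did not change, while their standard errors rose to 0.52, 0.53 and 0.41.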

The microarray analysis shows a high expression level of these five genes (*TmTha, TmChi, TmLox2*, *TmFlav* and *TmPR1a*) in *mvp* plants compared with wild-type plants (Table 1). The qRT-PCR analysis of these five upregulated genes confirms the expression levels observed in the microarray analysis (Supplementary Fig. S2b available at *JXB* online). Overall, RT-PCR and qRT-PCR analyses of twelve genes (2 control similarly regulated genes, 5 downregulated genes and 5 upregulated genes) confirm the microarray results demonstrating the reliability of the global transcriptome analysis (Supplementary Fig. S2 available at *JXB* online). The microarray data, the Affymetrix probeset and the description of these genes are presented in Table 2. 

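In the 5 downregulated genes every wild-type pool read above every mvp pool, and in the 5 upregulated genes every mvp pool read above every wild-type pool. Chance alone separates groups of 3, in either direction, for 10% of probesets, and these 10 genes had been chosen because they changed.

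**Figure D3:**
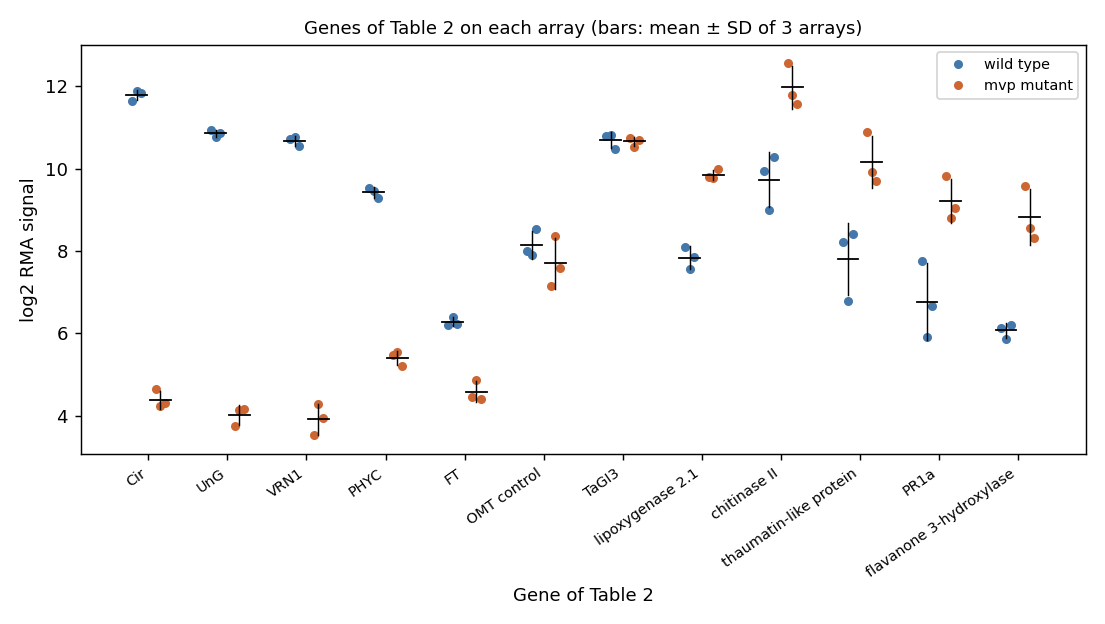
Log2 RMA signal of the 12 genes of Table 2, with 1 point per array (3 wild-type and 3 mvp pools) and black bars at the mean ± SD of each group. The groups stand apart for 10 genes and overlap for the control genes TaGI3 and OMT.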

As controls, we used *TmGI* (accession number AY679115), a photoperiodic gene implicated in the flowering process and *TmOMT* (accession number B4ERX7) encoding an *O*-methyltransferase. 

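On the arrays TaGI3, a homologue of the circadian gene GIGANTEA, had a log2 signal of 10.70 ± 0.19 in wild type and 10.66 ± 0.11 in mvp (SD, n = 3 pools each), with a log2 fold change of -0.04 (standard error 0.11, adjusted p = 0.924 from limma). The control O-methyltransferase varied more, with 8.01, 7.89 and 8.54 in wild type and 7.14, 8.38 and 7.58 in mvp. Its log2 fold change was -0.45 (standard error 0.28, adjusted p = 0.493), a difference within the spread of the pools. The smallest p that an exact permutation test of 3 pools against 3 allows is 0.10.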

Their expression did not vary in the qRT-PCR analysis between *mvp*-mutant and wild-type plants (Supplementary Fig. S2, available at *JXB* online, and Table 2). 

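The upregulated O-methyltransferase TaOMT was dim in wild type, at 4.60 ± 0.13, and reached 6.31 ± 0.56 in mvp (log2 signal, SD, n = 3 pools each), with 5.78, 6.89 and 6.26 in the 3 mvp pools. Its log2 fold change was 1.71 (standard error 0.23, adjusted p = 0.004 from limma). Table 2 gives the control O-methyltransferase the protein entry that Table S5 has in the annotation of this probeset, so that the annotation alone does not settle which gene each of the 2 probesets reads. The paper aligned the 2 sequences and takes them for different genes.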

Nucleotide sequence alignment between *TmOMT* (B4ERX7) used as control and the upregulated *TaOMT* (3.3-fold, accession number AJ614654 in Supplementary Table S5 available at *JXB* online) showed no significant similarity indicating that these two *O*-methyltranferases are different. Taken together, the microarray analysis showed that the *mvp* mutant upregulates the expression of defence-related genes known to be induced by pathogen attack, jasmonates and cold, whereas it represses the flowering genes in comparison to wild-type plants under the same growth conditions.

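All 8 probesets of the miscellaneous class that are annotated as cold acclimation proteins or as the low-temperature protein BLT14 were higher in mvp at an adjusted p under 0.05, by 1.11 to 2.12 on the log2 scale. One WCOR518 probeset rose from 12.16 ± 0.35 to 13.79 ± 0.10 (log2 signal, SD, n = 3 pools each, log2 fold change 1.63, standard error 0.15, adjusted p = 7.4e-04). WCOR726 rose 2.71-fold (log2 fold change 1.44, standard error 0.11, adjusted p = 2.9e-04) and BLT14.1 3.18-fold (log2 fold change 1.67, standard error 0.16, adjusted p = 8.0e-04). The early salt stress and cold acclimation-induced protein 2-1 rose 2.16-fold (adjusted p = 0.005). Not every cold-related probeset rose. In Table 1 a probeset of ice recrystallization inhibition protein 2 and that of protein 3 fell, with log2 fold changes of -1.78 and -2.01, and COR410, a cold-regulated dehydrin outside the tables, had a log2 fold change of 0.05 (adjusted p = 0.924). The COR410 probeset was dim, above 31.5% of the tested probesets in wild type and 32.2% in mvp, so that it could miss a rise. The group of 8 was formed by annotation, from a list picked for change, after the values were seen.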

### Freezing tolerance and COR proteins accumulation in *mvp* plants

To test whether the *maintained vegetative phase* is associated with enhanced freezing tolerance, freezing tests were performed in cold-acclimated and non-acclimated homozygous and heterozygous *mvp*-mutant and wild-type plants. Non-acclimated plants from the three types of plants died after freezing at –6 ºC, whereas all the cold-acclimated plants survived at this temperature.

Freezing tests of cold-acclimated plants at –8 ºC showed that homozygous and heterozygous mutants have higher survival rates (79.2% and 60.4%, respectively) compared with the wild-type plants (45.8%). Together, these results indicate that the homozygous *mvp*-mutant plants are more freezing tolerant compared with the heterozygous and wild-type plants. To support the freezing tests results, we evaluated the expression of different COR proteins using immunoblot analysis. The analysis shows a higher accumulation of two major COR proteins, WCS120 and WCS19, in the homozygous *mvp*-mutant plants compared with wild-type plants (Supplementary Fig. S3 available at *JXB* online). This is consistent with the improvement of freezing tolerance of *mvp*-mutant plants. These results suggest that the deletion of *VRN1* and other genes in einkorn *mvp*-mutant wheat enhances freezing tolerance and the accumulation of some COR proteins associated with higher freezing tolerance, compared with wild-type plants.

### Jasmonates content in *mvp* and wild-type einkorn wheat plants

Microarray results showed the upregulation of genes involved in jasmonate biosynthesis (*Lipoxygenase* and *12-oxo-phytodienoic acid reductase*) and of other genes associated with biotic stress. These observations suggest that *mvp* plants may synthesize more jasmonate than wild-type plants to induce the accumulation of PR genes. To test this hypothesis, the content of JA and MeJA was measured in *mvp*-mutant and wild-type einkorn wheat plants. 

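Both enzymes of the jasmonate pathway rose by more than the spread between pools. The other 2 probesets of lipoxygenase 2.1 also rose, one by 3.93-fold (log2 fold change 1.97, standard error 0.13, adjusted p = 9.7e-05) and the other by 3.69-fold (log2 fold change 1.88, standard error 0.12, adjusted p = 6.6e-05). On these the mvp pools read 12.01 ± 0.06 and 12.08 ± 0.09 (log2 signal, SD, n = 3 pools). The probeset of 12-oxo-phytodienoic acid reductase, which reduces the cyclic precursor of jasmonate, rose 2.95-fold, from 6.89 ± 0.33 in wild type to 8.45 ± 0.08 in mvp (log2 fold change 1.56, standard error 0.14, adjusted p = 6.4e-04, limma). All of these probesets can read more than 1 transcript.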

New plant material prepared under the same conditions as the microarray experiment was used to analyse the hormonal content. A comparable quantity of JA was found in wild-type plants (148±7ng g^–1^ FW) and in *mvp*-mutant plants (149±4.57ng g^–1^ FW). On the other hand, MeJA was much higher in *mvp*-mutant plants (72.7±3.5ng g^–1^ FW) compared with wild-type plants (11.5±2.3ng g^–1^ FW). These results show that similar JA content is found in the two types of plants, whereas MeJA, the active hormone, accumulates more than 6-fold in *mvp* plants compared with wild-type einkorn wheat plants.

### MeJA levels during vernalization in hexaploid winter wheat

In *mvp* plants, the non-flowering phenotype is probably associated with the deletion of *VRN1* and *PHYC* and to the downregulation of *FT1* genes because of their importance in flowering regulation in wheat. The downregulation of *FT1* and the accumulation of MeJA in cold-acclimated *mvp* mutants suggest that MeJA levels may also be associated with the regulation of *TaVRN1* and *FT1* in wheat during cold acclimation/vernalization. Promoter analysis of both genes revealed that *TaVRN1* and *TaFT1* promoters contain one *cis*-acting regulatory element involved in MeJA-responsiveness (CGTCA-motif) (Diallo *et al.*, 2012). Together, these results suggest a role for MeJA during vernalization in wheat. To investigate this possibility, the MeJA content was measured in hexaploid winter wheat leaves during and after vernalization. Our data show a typical expression profile of both *TaVRN1* and *TaFT1* during vernalization of wheat plants (Fig. 4a, b). MeJA accumulated in response to cold and reached its maximal accumulation once vernalization is completed after 63 d, and then decreased when plants were transferred to inductive flowering conditions (Fig. 4c). At this stage, *TaVRN1* expression reached its highest level and MeJA was down to its basal level. We also determined the expression profile of *TaLox2*, *TmFlav*, *TmTha*, and *TmChi* (Supplementary Fig. S4 available at *JXB* online), which are known to be associated with jasmonate responses using the same vernalized and deacclimated samples. Results show that MeJA accumulation occurs in parallel to the expression kinetic of the four genes (Fig. 4c and Supplementary S4 available at *JXB* online). Together, these results indicate that MeJA accumulation may elicit the defence response needed to protect plants from pathogen damage during the sensitive phase, and thus allow plants to transit successfully from the vegetative phase to the reproductive phase when favourable growth conditions are encountered.

**Fig. 4.**
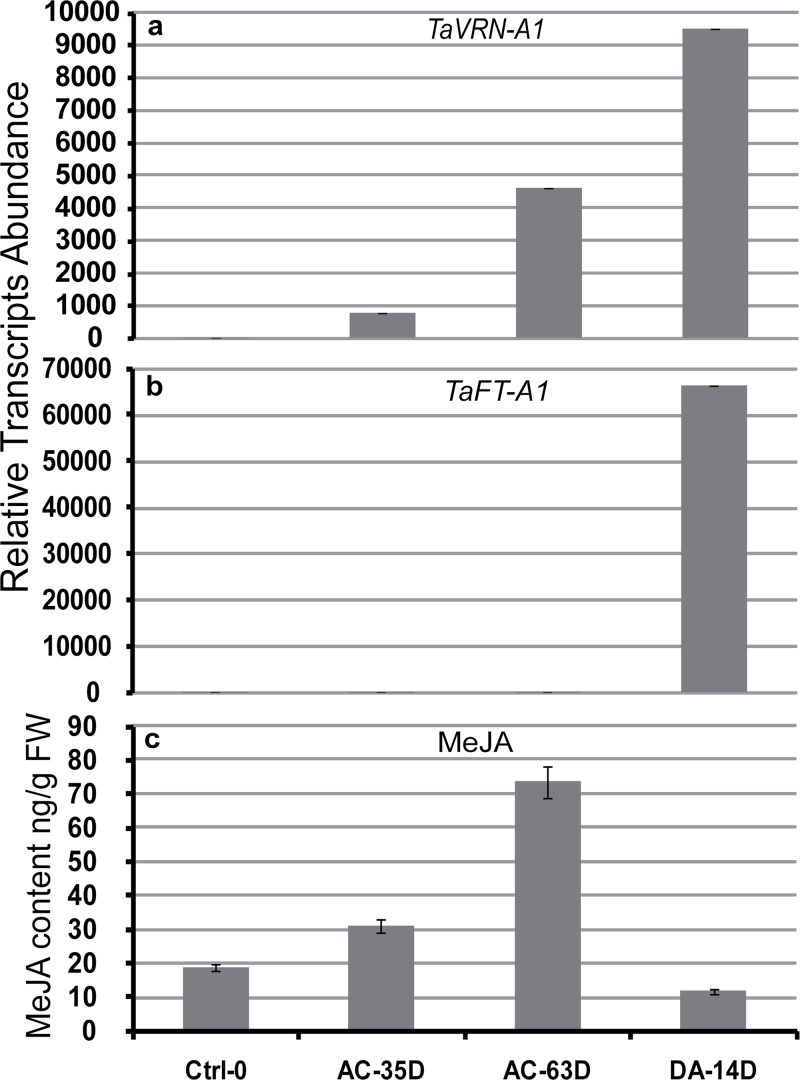
Relative expression level of *TaVRN1* and *TaFT1* and MeJA content during vernalization in hexaploid winter wheat seedlings analysed by qRT-PCR and HPLC/MS. Two weeks after germination at 20 ºC under LD conditions, non-vernalized winter wheat (cv Norstar) plants were vernalized under SD conditions at 4 ºC for 63 d and deacclimated for 14 d at 20 ºC under LD conditions. The aerial part was sampled around 4h after the beginning of the daylight period. The expression level of *TaVRN-A1* (panel a) and *TaFT-A1* (panel b) are expressed relative to the non-vernalized point (Ctrl-0). Data represent the mean ± SEM from three biological replicates. The expression levels are normalized with the *TaRNA 18S*. Plant samples from the same experiment were used to measure the MeJA content by HPLC / MS (panel c). Data represent the mean ± SEM from three biological replicates. AC-35D: cold-acclimated for 35 d; AC-63D: cold-acclimated for 63 d; DA-14D; plants cold-acclimated for 63 d and deacclimated under favourable growth conditions (LD and 20 ºC).

### Effect of MeJA on flowering

To test the hypothesis that high levels of MeJA can affect flowering time in vernalization-insensitive cultivars, three-week-old plants of two spring cultivars of hexaploid wheat (Manitou and Bounty) and the wild-type einkorn were treated with different concentrations of MeJA (100, 150, 200, 300, and 450 μM) at normal growth temperature (data not shown). The efficacy of the treatment was assessed by measuring the accumulation of jasmonates in the cv Manitou plants treated with 450 μM MeJA compared with control plants. The analysis indicates that the treated plants accumulate 805±117ng g^–1^ FW of MeJA compared with 120.6±11ng g^–1^ FW for control plants. The JA content was 221±4.9ng g^–1^ FW for treated plants and 28±1.4ng g^–1^ FW for non-treated plants. This result indicates that the level of jasmonates in treated plants is approximately 6-fold the level of jasmonates in non-treated plants, confirming the efficiency of the treatment. Plants from the three groups of plants treated with 100, 150 and 200 μM MeJA appeared healthy and showed delays in growth and flowering. Furthermore, plants treated with 100 μM of MeJA showed a less significant delay in both growth and flowering compared with 150 and 200 μM of MeJA. No significant difference was observed between the effects of 150 μM and 200 μM of MeJA. The plants treated with the two highest MeJA concentrations (300 and 450 μM) appeared less healthy and showed severe delay in growth and flowering, leaf senescence, and spikelets abnormalities. We thus used 150 μM of MeJA for further experiments with the wild-type einkorn wheat and the hexaploid spring wheat cultivar Manitou.

The effect of MeJA treatment on flowering time was investigated by observing apex and plants development before, during, and two weeks after MeJA treatment (Fig. 5, Supplementary Figs S5 and S6, available at *JXB* online). Three-week-old spring diploid einkorn wheat (Fig. 5a–d and Supplementary Fig. S5b–d, available at *JXB* online) and hexaploid wheat cv Manitou plants (Fig. 5e–h and Supplementary Fig. S6b–d, available at *JXB* online) were separated into two groups; the control group was sprayed with 0.1% tween 20 (control plants) and the other group was sprayed with 150 μM MeJA, dissolved in 0.1% tween 20, every day for a period of 14 d (treated plants). The results showed that MeJA treatment reduced stem elongation, slowed apex differentiation, and delayed flowering of diploid einkorn wheat at the whole plant level (Fig. 5b–d and Supplementary Fig. S5c, d, available at *JXB* online). A similar result was obtained in the hexaploid spring wheat cv Manitou at the apex and whole plant level (Fig. 5f–h and Supplementary Fig. S6c, d, available at *JXB* online). The flowering delay, the reduction of stem elongation and the slow differentiation of apex were more evident in diploid einkorn wheat compared with hexaploid wheat. In addition to shoot growth inhibition, MeJA treatment reduced root growth as observed in *mvp* plants (Supplementary Fig. S1 available at *JXB* online), but did not prevent the emergence of new leaves (Fig. 6b). Spring wheat Manitou treated plants produced 7.7 leaves compared with non-treated plants that produced 6.6 leaves at the time of flowering (FLN measurements; Fig. 6b), suggesting that treated wheat plants remained in the vegetative phase for a longer period. The percentage of flowering plants was calculated for MeJA-treated and control non-treated plants (Fig. 6a). Flowering of treated plants was delayed by at least 14 d. In control plants, 65% and 100% of the plants flowered after 28 and 35 d, respectively, whereas none of the MeJA treated plants flowered at this time. About 4% of the MeJA treated plants flowered after 42 d, whereas all plants flowered after 51 d (Fig. 6a).

**Fig. 5.**
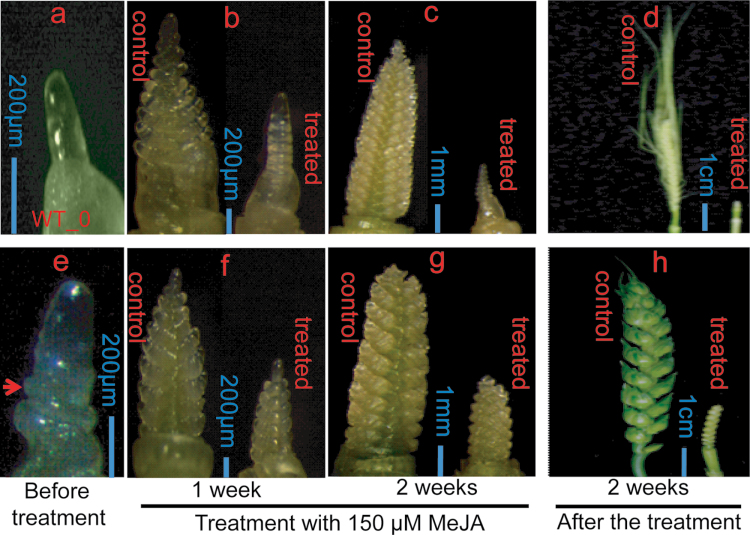
Effect of MeJA treatment on apex development in wild-type einkorn wheat (a–d) and spring wheat cv Manitou (e–h). Control and treated plants were grown at 20 ºC under long-day photoperiod (LD) conditions. Pictures of apex from dissected plants were taken before, during, and two weeks after MeJA treatment. (a, e) Apex of three-week-old wild-type einkorn wheat (a) or spring wheat Manitou (e) before treatment. (b–h) Control plants (sprayed with 0.1% tween 20 solution only) and treated plants (sprayed with 150 μM MeJA dissolved in 0.1% tween 20) were sprayed every day for one week (b, f) or two weeks (c, g); plants were then kept under the same growth conditions and apex pictures were taken two weeks (d, h) after the treatment. The scale bars are shown for each picture.

**Fig. 6.**
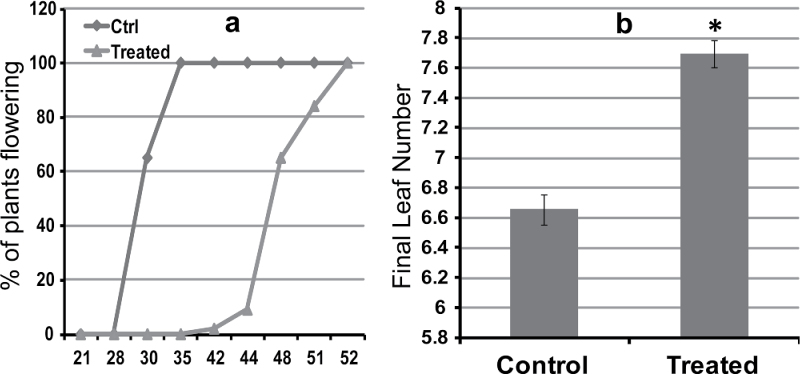
Effect of MeJA treatment on flowering and final leaf number in *Triticum aestivum* wheat plants cv Manitou. (a) Time course of flowering. Three-week-old plants were sprayed with 150 μM of MeJA dissolved in 0.1% tween 20 every day for 2 weeks at 20 ºC under LD conditions. Control plants were treated with 0.1% tween 20 solution only under the same growth conditions. The percentage of flowering plants was determined for both treated and control plants. (b) Final leaf number. Results were expressed as the mean ± SEM of six different experiments. Comparison between groups and analysis for differences between means of control and treated plants were performed using ANOVA followed by the post-hoc test Newman–Keuls. The threshold for statistical significance was: *: *P*<0.05.

Previous results have shown that *FUL2* and *FUL3* are transcribed with an expression pattern similar to *VRN1* during vernalization (Chen and Dubcovsky, 2012). Thus, we verified if these two genes are present in our microarray data. The transcriptome of the *mvp* mutant indicates that *FUL3* has a high homology with the probeset TaAffx.120063.1.S1_at (Supplementary Table S2 available at *JXB* online) and corresponds to *TaAGL10*/*OsMADS18* (Zhao *et al.*, 2006). This gene was repressed 64-fold. 

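FUL3 read 8.98, 9.12 and 8.97 in the wild-type pools and 2.75, 3.23 and 3.07 in the mvp pools, above 4.8% of the tested probesets. This is a fall of 64.4-fold (log2 fold change -6.01, standard error 0.12, adjusted p = 1.2e-08, limma). A further probeset annotated to the same MADS-box protein fell from 8.77 ± 0.10 to 3.55 ± 0.37 (log2 signal, SD, n = 3 pools each, log2 fold change -5.21, standard error 0.16, adjusted p = 3.2e-07). The mvp signals of both lie near the background, so that the size of the folds is not exact. With values below the 25th percentile of each array raised to it, the falls were 28.8-fold for FUL3 and 24.1-fold for the further probeset.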

We did not find a clear homologue for *FUL2* on the microarray. To verify whether these genes are present in the *mvp* mutant, we amplified *FUL2* and *FUL3* genes by PCR in *mvp*-mutant plants using genomic DNA. The data (not shown) indicate that both genes are not deleted in *mvp*-mutant plants. qRT-PCR analysis of these genes confirms that both genes (*FUL2* and *FUL3*) are highly downregulated in *mvp*-mutant plants compared with wild-type plants (Fig. 7a, b). In addition, their expression in winter wheat (cv. Norstar) is upregulated during vernalization and downregulated after de-acclimation under favourable growth conditions (Figs. 7c, d). This data is consistent with the results obtained by Chen and Dubcovsky (2012). More importantly, the expression of these two genes was repressed by MeJA (Fig. 7e, f).

**Fig. 7.**
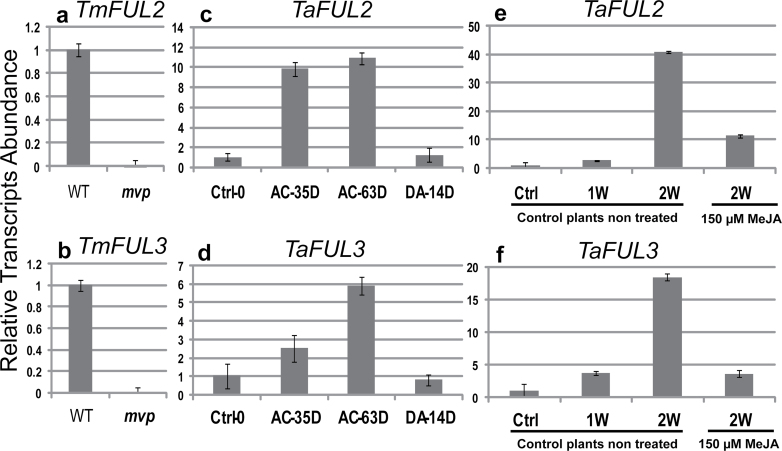
Relative expression level of *FUL2* and *FUL3* analysed by qRT-PCR. (a, b) *mvp*-mutant and wild-type einkorn wheat plants. Plants were acclimated at 4 ºC for 7 d under LD conditions. The data represent the mean obtained from three biological replicates each using three control wild-type plants (WT) or five *mvp*-mutant plants (*mvp*). (c, d) During vernalization and de-acclimation conditions in hexaploid winter wheat seedlings (cv Norstar). After 2 weeks of germination at 20 ºC under LD conditions, non-vernalized winter wheat plants were vernalized under SD conditions at 4 ºC for 63 d and de-acclimated for 14 d at 20 ºC under LD conditions. The expression level of *TaFUL2* (panel c) and *TaFUL3* (panel d) are expressed relative to the non-vernalized plants (Ctrl-0). The aerial part was sampled around 4h after the beginning of the daylight period. (e, f) Effect of MeJA treatment in hexaploid spring wheat seedlings (Manitou). The expression level of *TaFUL2* (panel e) and *TaFUL3* (panel f) are expressed relative to the non-treated plants (Ctrl). Three weeks after germination at 20 ºC under LD conditions, control spring wheat (cv Manitou) plants (sprayed with 0.1% tween 20 solution only: Ctrl) were grown under LD conditions at 20 ºC for two weeks. Treated plants were sprayed with 150 μM MeJA dissolved in 0.1% tween solution every day for 2 weeks under the same growth conditions. Relative transcript abundance was calculated and normalized with respect to 18S *TaRNA* for the qRT-PCR experiment. Data represent the mean ± SEM from three biological replicates.

Similarly, two other genes (*TaAGL33* and *TaAGL42*) within the MADS-box family were shown to be regulated by vernalization (Winfield *et al.*, 2009). In our transcriptome data, *TaAGL33* (corresponding to probeset Ta.26917.1.S1_at in Supplementary Table S2 available at *JXB* online) and *TaAGL42* (corresponding to probeset TaAffx.65068.1.A1_at in Supplementary Table S2 available at *JXB* online) were upregulated in *mvp*-mutant plants (3.08-fold and 4.6-fold respectively) compared with wild-type plants. 

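TaAGL33, on the probeset the paper gives for it, rose 4.60-fold in mvp plants, from 5.28 ± 0.05 to 7.48 ± 0.41 (log2 signal, SD, n = 3 pools each, log2 fold change 2.20, standard error 0.17, adjusted p = 2.6e-04, limma). TaAGL42 rose 3.08-fold, from 7.76 ± 0.11 to 9.39 ± 0.32 (log2 fold change 1.62, standard error 0.14, adjusted p = 5.4e-04). A further MADS-box probeset of Table S2, TaAGL23, rose 2.14-fold (log2 fold change 1.10, standard error 0.10, adjusted p = 4.9e-04).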

Previous reports showed that the Jacalin-like lectin *VER2* is a vernalization-related gene that plays an important role in vernalization signalling and spike development in winter wheat and was considered as a jasmonate-regulated gene (Yong *et al.*, 2003). 

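On the arrays one probeset of a jasmonate-induced protein read 6.80, 7.03 and 6.89 in wild type and 3.45, 4.81 and 3.92 in mvp. Another read 6.54, 6.34 and 6.74 in wild type and 3.38, 4.49 and 3.19 in mvp. On both, mvp replicate 2 lay above the other mvp pools and still well below every wild-type pool.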

The microarray data indicate that two genes encoding putative jasmonate-induced protein are repressed –7.2-fold (corresponding to probesets Ta.7388.1.S1_at and Ta7388.2.S1._a_at; Table 1). However these two genes have no homology to *VER2*. A blast search of *VER2* (GenBank AB012103.3) against affymetrix database retrieved three genes with high homology: Ta.31.1.S1_at with a *P*-value of 1^e–149^, Ta.20205.2.S1_at with a *P*-value of 1^e–145^, and Ta.20205.1A1_s_at with a *P*-value of 1^e–123^. These three genes are not differentially regulated between wild-type and *mvp*-mutant plants.

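The VER2 homologues had low signals in both kinds of plants. The first of the 3 probesets read 4.15 ± 0.08 in wild type and 4.20 ± 0.27 in mvp (log2 signal, SD, n = 3 pools each), with a log2 fold change of 0.05 (standard error 0.12, adjusted p = 0.895 from limma). The others had a log2 fold change of 0.10 (standard error 0.08, adjusted p = 0.642) and of -0.09 (standard error 0.08, adjusted p = 0.654). All lay in the dimmer part of the array, above 18.6% to 27.8% of the tested probesets.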

To test if exogenous MeJA caused flowering delay by acting on flowering genes, we measured the expression level of several wheat flowering genes in the vernalization-insensitive spring wheat cv Manitou (*TaVRN1*, *TaFT1*, and *TaPHYC*) before and at the end of MeJA (150 μM) treatment. The qRT-PCR results show that all flowering genes are repressed by MeJA compared with control non-treated plants which showed increased expression of all flowering genes in the first and second week of growth (Fig. 8). Furthermore, the repression of *TaFT1* by MeJA is more pronounced (Fig. 8b) indicating that this gene is more sensitive to MeJA than *TaVRN1* and *TaPHYC* (Fig. 8a, c). These results suggest that MeJA delays flowering by acting primarily through *TaFT1* repression. The expression profile of four biotic stress genes *TaLox2*, *TaFla*, *TaChi*, and *TaTha* known to be associated with jasmonate responses were measured using the same control and treated samples. Our results clearly show that the expression of the four genes is induced in treated plants compared with control plants (Supplementary Fig. S7, available at *JXB* online). Together our data indicate that accumulation of MeJA in plants is associated with flowering delay and shoot apical size reduction.

**Fig. 8.**
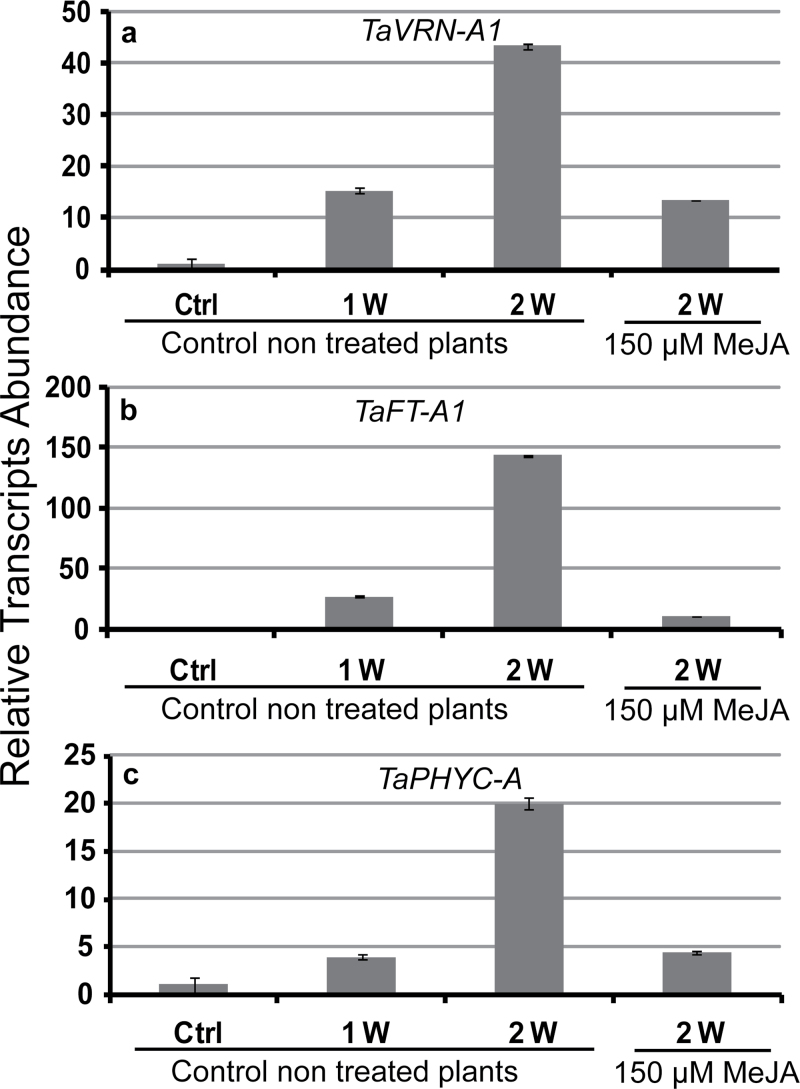
Effect of MeJA treatment on the expression of flowering-associated genes. Relative expression of flowering genes: (a) *TaVRN-A1*, (b) *TaFT-A1*, (c) *TaPHYC-A*. Three weeks after germination at 20 ºC under LD conditions, control spring wheat (cv Manitou) plants (treated with 0.1% tween 20 solution only: Ctrl) were grown under LD conditions at 20 ºC for two weeks. Treated plants were sprayed with 150 μM MeJA dissolved in 0.1% tween solution every day for 2 weeks under the same growth conditions. Total RNA was extracted from aerial parts and analysed by qRT-PCR. The 18S *TaRNA* was used as load control. Data represent the mean ± SEM from three biological replicates.

## Discussion

### The non-flowering *mvp* mutation elicits a biotic stress response and results in MeJA accumulation

The *mvp* mutant is incapable of going from the vegetative to the reproductive phase, owing to a deletion that includes the key vernalization gene *VRN1* (Shitsukawa *et al.*, 2007) and other genes (Distelfeld and Dubcovsky, 2010). The transcriptome analysis supports the finding that the *mvp* mutant has a deletion that includes the genes *CYS* and *PHYC* in addition to *VRN1* (Distelfeld and Dubcovsky, 2010), and another gene of unknown function that we named *UnG* (Fig. 3b). 

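A further probeset of PHYC fell 14.5-fold (log2 fold change -3.86, standard error 0.11, adjusted p = 1.7e-07). It read 6.71 ± 0.07 in wild type and 2.85 ± 0.21 in mvp (log2 signal, SD, n = 3 pools each), above 66.1% and 2.5% of the tested probesets. The mvp signal is at the background, so that the size of the fold is not exact, and with values below the 25th percentile of each array raised to it the fall was 5.81-fold (adjusted p = 4.6e-05).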

The mutation in *mvp* plants did not affect only flowering, but also other aspects of plant development such as root growth (Supplementary Fig. S1b, c, available at *JXB* online). In spite of this limitation, the *mvp* mutant remains a valuable tool to understand the function and regulation of *VRN1* genes in vernalization and flowering control.

Microarray analysis of cold-acclimated wild-type and *mvp*-mutant plants revealed that 368 genes are differentially regulated and are associated with several biochemical pathways. The 368 genes were classified into six major classes. 

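The 3 CBF probesets of Table S2, a list picked for change, rose. CBFIVa-2.2 rose 3.52-fold, from 4.61 ± 0.13 to 6.43 ± 0.11 (log2 signal, SD, n = 3 pools each, log2 fold change 1.82, standard error 0.09, adjusted p = 1.8e-05), and CBF12 rose 2.24-fold (3.79 ± 0.12 to 4.95 ± 0.21, adjusted p = 8.0e-04). CBFIVc-14.1 rose 2.18-fold (8.31 ± 0.03 to 9.44 ± 0.16, adjusted p = 3.4e-04). Of the ice recrystallization inhibition proteins, protein 5 rose 3.36-fold, protein 7 2.48-fold and protein 1 2.33-fold (adjusted p = 0.013, 3.7e-04 and 4.0e-04 from limma). Protein 2 went both ways, with one probeset 2.58-fold higher and another lower (adjusted p = 0.0085 and 0.018). The probeset of protein 3 was lower (adjusted p = 0.014). With values below the 25th percentile of each array raised to it, CBF12, which lies below it in wild type, rose 1.71-fold, under the 2-fold threshold, and the calls of protein 5, both probesets of protein 2 and protein 3 ended (adjusted p = 0.083, 0.067, 0.101 and 0.090).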

Among the upregulated genes, several encode CBF transcription factors, cold acclimation induced protein, and an ice recrystallization inhibition protein. The upregulation of these genes and the accumulation of WCS120 and WCS19 proteins explain the enhanced freezing tolerance observed in *mvp* compared with wild-type plants (Supplementary Fig. S3, available at *JXB* online). These results are in agreement with a previous report showing that *mvp* plants have a higher freezing tolerance and increased transcript levels of several cold-regulated genes (Dhillon *et al.*, 2010). The higher freezing tolerance in the non-flowering *mvp* mutant supports the conclusion of Prášil *et al*. (2005) who suggested that genes involved in vernalization could influence the level and duration of freezing tolerance.

The most important molecular changes in the *mvp* mutant is the upregulation of genes that encode proteins related to biotic stress responses such as flavanone hydroxylase, pathogenesis-related protein PR-1a, chitinase, thaumatin, lipoxygenase, ice recrystallization inhibition protein, endochitinase, dehydrin, vacuolar defence protein, and defensin-like protein (Table 1). This change in expression of biotic stress genes is associated with the upregulation of *12-oxo-phytodienoic acid reductase* and *Lipoxygenase* suggesting the activation of jasmonate biosynthesis in *mvp*-mutant plants. This association suggests that upregulation of the biotic stress genes is elicited by the accumulation of jasmonates. Analyses of JA and MeJA content showed that MeJA content is six times higher in *mvp*-mutant compared with wild-type einkorn wheat confirming the activation of JA biosynthesis and suggesting that MeJA is the form that triggers the upregulation of biotic stress genes in the *mvp* mutant. MeJA is derived from JA and the reaction is catalysed by *S*-adenosyl-l-methionine:jasmonic acid carboxyl methyltransferase. This hormone has been identified as a vital cellular regulator that mediates diverse cellular responses, including defence, and developmental pathways, such as seed germination, root growth, flowering, fruit ripening, and senescence (Cheong and Choi, 2003). The inhibition of root growth was one of the first physiological effects detected for JA or its methyl ester form (Wasternack, 2007) and the accumulation of MeJA in the *mvp* mutant can thus explain the smaller root phenotype observed (Supplementary Fig. S1b, c, available at *JXB* online). The two forms of jasmonates are presumably interconvertible in plants by JA methyltransferase(s) (Seo *et al.*, 2001) and MeJA esterase(s) (Stuhlfelder *et al.*, 2004). However, the regulatory mechanism of MeJA biogenesis, and how it relates to jasmonate-responsive gene activation, is still unknown.

Jasmonates are known to activate plant defence mechanisms in response to biotic stress such as insect-driven wounding, various pathogens, and environmental stresses, such as drought, low temperature, and salinity by inducing the expression of WRKY transcription factors (Cheong and Choi, 2003; Houde *et al.*, 2006; Kim *et al.*, 2010; Li *et al.*, 2006). In *mvp* plants, several WRKY transcription factors were upregulated (Supplementary Table S2 available at *JXB* online) and some of these may be related to MeJA responses. 

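The WRKY probeset with the largest rise, annotated to a wheat WRKY factor without a number, rose 3.15-fold (log2 fold change 1.65, standard error 0.21, adjusted p = 0.0034, limma). Of the others, WRKY45 rose 2.24-fold (adjusted p = 0.013, or 0.081 with values below the 25th percentile of each array raised to it), WRKY14 2.21-fold (adjusted p = 0.001) and a WRKY5 homologue 2.09-fold (adjusted p = 0.005). WRKY14 had the most even mvp pools, at 8.99 ± 0.03 (log2 signal, SD, n = 3 pools).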

Significant progress has been made on the characterization of WRKY proteins and many are involved in the regulation of plant defence responses (Eulgem and Somssich, 2007; Rushton *et al.*, 2010). Overexpression of *WRKY* genes in transgenic plants increased the production of PR proteins and disease resistance (Li *et al.*, 2006). WRKY transcription factors have broad roles in orchestrating metabolic responses to biotic stress, and they represent potentially valuable tools for engineering pathogen resistance (Naoumkina *et al.*, 2008). In addition to biotic stress genes, the sugar metabolism and oxidative stress genes are also modified in the *mvp* mutant. Soluble sugars, especially sucrose, glucose, and fructose, play a central role as nutrient and metabolite signalling molecules that activate specific or hormone crosstalk transduction pathways, thus resulting in important modifications of gene expression patterns in response to a number of stresses including pathogen attack (Couée *et al.*, 2006).

### MeJA is associated with vernalization and flowering time in wheat

Various physiological events in plants, such as defence responses, flowering, and senescence are mediated by jasmonates through intracellular and intercellular signalling pathways (Sasaki *et al.*, 2001). Jasmonate was shown to either promote or delay flowering depending on its concentration and on the plant species (Krajnčič *et al.*, 2006; Wasternack, 2007). The high concentration of MeJA in *mvp*-mutant plants suggested a possible role associated with flowering. To test this hypothesis, we measured the MeJA content in hexaploid winter wheat seedlings during vernalization to investigate whether MeJA is involved during the transition from vegetative to reproductive phases or during the final stages of flowering. Our results demonstrate that MeJA accumulates during vernalization in winter wheat and declines after vernalization completion when plants are grown under flowering inductive favourable conditions. At this last stage, *TaVRN1* reaches its maximal expression level, whereas MeJA is at its minimal level. The accumulation of MeJA begins early during vernalization before the accumulation of the major flowering gene *TaVRN1* and *TaFT1* (Fig. 4). During the cold period, MeJA may prevent the accumulation of *TaVRN1* and *TaFT1* from reaching its maximal level and thus delay flowering until favourable conditions for flowering are present (Fig. 4). The repression of *TaVRN1*, *TaFT1*, and the flowering delay in spring wheat was confirmed after exogenous application of MeJA. Taken together, these results suggest that the floral transition during or in response to vernalization is, at least in part, mediated by the accumulation of MeJA. The accumulation of MeJA during vernalization may also explain the induction of biotic stress genes (PR genes) needed to protect the plant during the low-temperature exposure required for vernalization (Houde *et al.*, 2006; Koike *et al.*, 2002). This conclusion is consistent with the optimal defence theory that predicts changes in the costs and benefits of the different types of defences over ontogeny (Diezel *et al.*, 2011).

The exact mechanism by which MeJA can delay flowering is still unknown and will need future investigation. Based on our finding and those of others, we can hypothesize that a MeJA-responsive transcription factor or complex may interact with the promoters of *FT1*, *VRN1*, and/or *PHYC* genes as the promoters of these three genes (*TaFT1*: gb_DQ890164.1; *TaVRN-A1*: gb_AY616452.1; *TaPHYC*: gb_AY672995.1) contain a *cis*-acting regulatory element involved in MeJA-responsiveness (CGTCA-motif and/or TGACG-motif) (Wang *et al.*, 2011). In *Arabidopsis*, it is reported that different genes are involved in both the flowering and the JA pathways. Overexpression of the HD-Zip II HAHB10 from *Helianthus annuus* in *Arabidopsis* led to early flowering and to a decreased level of JA after wounding compared with wild type. In transgenic plants overexpressing HAHB10, wounding led to the accumulation of JA and reduced the expression of HAHB10 (Dezar *et al.*, 2011). In *Arabidopsis*, Phytochrome and Flowering Time 1 (PFT1) also known as the MED25 subunit of the plant Mediator complex regulates flowering time downstream of the phytochrome phyB (Inigo *et al.*, 2012). PFT1 was recently proposed to act as a hub, integrating a variety of environmental stimuli including light quality and JA-dependent defences (Çevik *et al.*, 2012; Inigo *et al.*, 2012). Other subunits of the Mediator complex were also screened for their effect on plant defence and flowering time. The MED8 subunit was shown to have similar effects as MED25 indicating that more than one subunit of the Mediator complex is involved in the regulation of these two pathways (Kidd *et al.*, 2009). In both *med8* and *med25* mutants, the transcript level of *FT* was highly repressed, whereas the *FLC* transcript was highly expressed indicating that the major effect is on *FT* (Kidd *et al.*, 2009). These results are similar to the one found in wheat treated with MeJA, where the most downregulated gene was *TaFT1* (Fig. 8). The possible existence of MED25 (Ta.39294) homologues in wheat and the ability of the wheat MED25 (PFT1) to complement *med25* in *Arabidopsis* (Kidd *et al.*, 2009) suggest that MED25 may play a similar role in wheat and *Arabidopsis*. As a part of the Mediator complex, the MED25 subunit could be interacting with a relatively high number of transcription factors and mediate their effect on the transcription of target genes. MED25 was shown to interact with at least 10 transcription factors in the AP2-EREB, Myb, HD-ZF, and B-box families (Elfving *et al.*, 2011; Ou *et al.*, 2011). It was recently shown that MED25 is required for the transcription-activation ability of MYC2, ERF1, and ORA59, all known as important regulators of JA-associated pathogen- and herbivore-defence genes (Çevik *et al.*, 2012). The interaction of MED25 through the Mediator complex could thus provide a molecular mechanism by which JA could delay flowering in wheat treated with MeJA.

Overall our data provide evidence that the accumulation of MeJA during vernalization may play a dual role by stimulating biotic and abiotic stress defences to protect plants during winter and to delay flowering until growth conditions are favourable.

## Supplementary data

Supplementary data are available at *JXB* online

Table S1: Primers used for this study, with references or GenBank Accession Number.

Table S2: *mvp* wheat transcription factor differentially regulated genes identified by microarray.

Table S3: *mvp* wheat sugar-metabolism-related genes differentially regulated identified by microarray.

Table S4: *mvp* wheat oxidative-stress-related genes differentially regulated identified by microarray.

Table S5: *mvp* wheat miscellaneous genes differentially regulated identified by microarray.

Table S6: *mvp* wheat plant unknown genes differentially regulated identified by microarray.

Figure S1. Phenotype of maintained vegetative phase (*mvp*) plants and control plants (wild type).

Figure S2. Validation of microarray results with selected genes using qRT-PCR in *mvp* and wild-type control plants.

Figure S3. Expression level of COR proteins in wild-type and *mvp*-mutant plants before and after cold acclimation analysed by western blot.

Figure S4. Relative expression level of *TaLox2*, *TaFla*, *TaChi* and *TaTha* during vernalization and deacclimation conditions in hexaploid wheat seedlings analysed by qRT-PCR.

Figure S5. Effect of MeJA treatment on plant development in wild-type einkorn wheat.

Figure S6. Effect of MeJA treatment on plant development in *Triticum aestivum* wheat cv Manitou.

Figure S7. Effect of MeJA treatment on expression of PR genes *TaLox2*, *TaFla*, *TaChi* and *TaTha* analysed by qRT-PCR.

## Author contributions

AOD, ZA and FS conceived and designed the experiments. AOD, MH and FS wrote the manuscript. AOD identified the mvp mutant plants for both microarray experiment and the MeJA content measurement and prepared the figures. AOD and MH designed and analyzed the microarray data. AOD performed the experiments with ZA, MB and MAA-B. ZA conducted and performed the jasmonates treatments with MB, MAA-B and AOD. MAA-B performed the qPCR data analysis and AM performed the jasmonates content measurement. ZA, MB, MAA-B and AM critically read the manuscript.

## Supplementary Material

Supplementary Data

# Supplementary material for: Transcriptome analysis of an mvp mutant reveals important changes in global gene expression and a role for methyl jasmonate in vernalization and flowering in wheat
**Source:** J Exp Bot. 2014 Mar 28;65(9):2271–86. doi: 10.1093/jxb/eru102
**Supplement:** Supplementary Data

Transcriptome analysis of an mvp mutant reveals important changes in global gene expression and a role for methyl jasmonate in vernalization and flowering in wheat — Supplementary Data 

# Transcriptome analysis of an *mvp* mutant reveals important changes in global gene expression and a role for methyl jasmonate in vernalization and flowering in wheat

## Supplementary Data

Data files

**Files in this Data Supplement:**

- Supplementary Data - Supplementary Data

# Supplementary material for: Transcriptome analysis of an mvp mutant reveals important changes in global gene expression and a role for methyl jasmonate in vernalization and flowering in wheat
**Source:** J Exp Bot. 2014 Mar 28;65(9):2271–86. doi: 10.1093/jxb/eru102
**Supplement:** Supplementary Data

Supporting information

Title: Transcriptome analysis of *mvp* mutant reveals important changes in global gene expression and a role of methyl-jasmonate in vernalization and flowering in wheat

Running title: MeJA delays flowering in wheat

Authors: Diallo, Amadou Oury*; Agharbaoui, Zahra*; Badawi, Mohamed A.; Ali-Benali, Mohamed Ali; Moheb, Amira; Houde, Mario and Sarhan, Fathey

* Equal contribution

Identification of mutant plants (*mvp*)

The homozygous *mvp* mutant plants were identified within the progeny of heterozygous parents by the absence of *VRN1* expression and confirmed by their inability to transit from vegetative to reproductive phases. For microarray analysis, the genotyping was performed as follows. First, potential *mvp* mutant plants (3 weeks old) were selected on the basis of their phenotype including plant size, internodes size, and number of emerged leaves. Potential *mvp* mutant and wild type plants at the same age were acclimated for one week at 4°C under LD conditions. Then, the whole aerial part of each plant was individually sampled, quickly frozen and ground in dry ice and the powder was used for genomic DNA and total RNA extraction. Second, total RNA was isolated using TRIzol Reagent (Life Technologies) and analyzed by RT-PCR using specific primers of *VRN1*, *PHYC* and *CYSTEINE PROTEINASE* genes to confirm the absence of expression allowing us to select homozygous (*mvp* / *mvp*) or heterozygous (*Mvp* / *mvp*) mutant plants. Fifteen homozygous *mvp* mutant plants were randomly selected and used for molecular validation, microarray experiment and microarray results validation. Additional biological samples were also used for qRT-PCR and jasmonates quantification. After identification the homozygous *mvp* mutant plants, the same amount of total RNA from each *mvp* mutant sample was randomly pooled to produce 3 biological replicates, 5 *mvp* mutant plants per replicate. For WT plants, total RNA was extracted from 9 individual plants and the same amount of RNA was pooled to produce 3 biological replicates, 3 wild type plants per replicate. For genomic DNA analysis, the same method was used to produce the 3 biological replicates using the powder from the same samples for each type of plants (*mvp* mutant and wild type plants) used in the microarray experiment. Genomic DNA from wild type and *mvp* mutant replicates were extracted to analyse a possible deletion of genes by PCR. Briefly, 0.1 g of powder for each replicate was

transferred in 1.5 mL eppendorf tube containing 500 μ L of urea extraction buffer and 400 μ L of phenol chloroform was added to the tube. After mixing, the tube was spun for 10 min at 10,000 g. The supernatant was transferred to a fresh tube and precipitated with 1 volume of isopropanol. The pellet was then dissolved by adding 500 μ L Tris-EDTA (TE) buffer + 100 μ L 4.4 M NH_4 Acetate + 700 μ L isopropanol. After mixing by inversion, the tube was spun at 10,000 g for 3 min. The DNA pellet was washed by adding 1 mL of ethanol 70%, spun again, dried and dissolved in 30 μ L of TE buffer. DNA was then ready to be used for PCR analyses.

Freezing tolerance and COR proteins expression in *mvp* and wild type plants

Three-week-old soil-grown plants were cold acclimated at 4°C under the LD conditions. The non acclimated (NA) and cold acclimated (CA) plants were subjected to two separate freezing tests as described in details in our previous report (Diallo et al., 2010).

To test if the absence of *VRN1* and the other genes affect the ability of *mvp* plants to accumulate COR proteins, equal amounts of total proteins from the whole aerial part were used after extraction by grinding in a precooled mortar with 0.1M TRIS-HCl, pH 8.5 containing 1 mM phenyl-methylsulfonyl fluoride (PMSF). The extract was centrifuged for 5 min at 14,000 g at 4°C and the supernatant was adjusted to 1X final buffer concentration using 2X SDS electrophoresis sample buffer (Laemmli, 1970). Samples were separated on a 12% SDS-polyacrylamide gel and transferred electrophoretically for 1 hour to a 0.45 μ m polyvinylidene fluoride (PVDF) membrane (Life Sciences BioTrace™). The membrane was blocked in a 4% (w/v) solution of reconstituted skimmed milk powder prepared in PBS containing 0.2% (v/v) Tween 20 and then probed with different antibodies: anti-Wheat cold specific 120 (WCS120) at 1: 20,000; anti-Wheat cold specific 19 (WCS19) at 1: 10,000; and anti-Wheat cold-regulated 410 (WCOR 410) at 1: 5,000 dilution overnight. After washing three times 20 min with PBS–Tween, the proteins recognized by the primary antibody were

revealed with a goat anti-rabbit HRP conjugated IgG (EMD Millipore, Catalog # 12-348) at a dilution of 1: 20,000. The complexes were visualized using the HyGLO™ Chemiluminescent HRP Antibody Detection Reagent and HyBlot CL™ Autoradiography Film (Cat. No. E3018 DENVILLE Scientific Inc. P.O. Box 4588 Metuchen, NJ 08840-4588 USA).

Quantification of jasmonates

500 mg from powdered plants were extracted twice using 2 mL of MeOH/H₂O/HOAc (90:9:1 v/v/v) (Segarra et al., 2006). The tubes were shaken on a vortex for 2 h at 4°C, and centrifuged at 1500g for 5 min at 4°C. The supernatant was dried under a gentle stream of N₂ and the dried powder reextracted by adding 250 µl of MeOH and then 250 µl of MeOH/H₂O (15:85). Samples were filtered on 0.4 µm syringe mini filters before being injected into HPLC/MS. Benzoic acid was used as internal standard (Hou et al., 2008). LC-MS analyses were carried using an Agilent 1200 HPLC system with binary pump, in-line degasser, high performance auto-sampler and thermostated column division, using a linear gradient of 20% to 95% methanol: 0.1% HCOOH /water for 20 min with a flow rate of 0.35 ml/min on an Agilent SB-C18 column (2.1 ×30mm; particle size, 3.5µm) and a column temperature of 25°C. The HPLC instrument was connected to an Agilent 6410 quadrupole (triple Q) mass spectrometer using electrospray ionisation in both negative and positive ESI mode for the analysis of jasmonic acid and its methyl ester, respectively, with the following conditions: capillary voltage: 3000 volts, nebulizer pressure: 60 PSI, gas temperature 300°C, drying gas: 5 L/min and a dwell time of 75 ms, and the data was processed using the Mass Hunter software. For MS/MS and MRM analyses, the collision energies (CE) were optimized; a (CE) of - 5eV and + 25 eV was applied as the optimum energy of collision for the analysis of jasmonic acid and methyl jasmonate, respectively. The scan range was from 200 to 900 m/z. For jasmonic acid (JA), MRM acquisition was carried out by monitoring transitions of the

combination of the parent ion mass in negative mode, 209 m/z and the fragment ion of highest abundance 59; whereas the transition was monitored in positive mode between 225 and 133 for methyl jasmonate (MeJA). References of JA and MeJA were used to compare the corresponding retention times and mass spectral profiles. An external calibration curve was constructed using different concentrations of JA and MeJA for quantification purposes, along with the use of benzoic acid as internal standard. The data presented is the average $\pm$ SE of three biological replicates. The experiment was repeated at least two times (new biological replicates) with three technical replicates per experiment.

Table S1: Primers used for this study, with references or GenBank Accession Number

Primers GenBank Accession Number or Reference	
RT-PCR study	
5'-AATATACACGCGCCACATCA-3'	<i>TmCir-FW</i> **AK334473**
5'-CAAGATGTCACAGCAGCACA-3'	<i>TmCir-RV</i>
5'-AGGCCTTCTGACAACTGGAA-3'	<i>TmUnG-FW</i> **CA646083**
5'-TGTGTGCCACAGCAGTACAA-3'	<i>TmUnG-RV</i>
5'-GGAGCAGAGGCAACTTTTGTG-3'	<i>TmPHYC-FW</i> **Y244514**
5'-ATTCCACCGTGTTCATCTCC-3'	<i>TmPHYC-RV</i>
5'-TCGTGGAGAAGCAGAAGGC-3'	<i>VRN1-BAC 81655L</i> **Shimada et al 2009**
5'-GTTGATGTGGCTCACCATCC-3'	<i>VRN1-BAC 82017R</i>
5'-TAAGAAGGAAGGGGAATGG-3'	<i>WFT-FW</i> **Shimada et al 2009**
5'-GAGGGCTCTCGTAGCACATC-3'	<i>WFT-RV</i>
RT-PCR and qRT-PCR studies	
5'-ATGCCTAGTAAGCGCGAGTCAT-3'	<i>18S_RNA-FW</i> **Diallo et al 2010**
5'-ACGGGCGGTGTGTACAAAG-3'	<i>18S_RNA-RV</i>
qRT-PCR study	
5'-CAGGCCGGTCGATCTATACTA-3'	<i>WFT-F4</i> **Shimada et al 2009**
5'-TCCTGTTCCCGAAGGTCA-3'	<i>WFT-R4</i>
5'-GGAGAGGTCACTGCAGGAGGA-3'	<i>WAPI-545L</i> **Shimada et al 2009**
5'-GCCGCTGGATGAATGCTG-3'	<i>WAPI-698R</i>
5'-GAAGGTCAGAAGATGTGGAGAGTCAAC-3'	<i>TaGI-3L</i> **Shimada et al 2009**
5'-GGCAGCGGATGGTAGGTGATAG-3'	<i>TaGI-3R</i>
5'-ATGTCACCCCAGGTTATTGG-3'	<i>qTmCYS-FAY</i> **244511**
5'-TTTTCGGTCAACCCAGACAG-3'	<i>qTmCYS-R</i>
5'-ATCCACGACGCAGCATTAC-3'	<i>qTaFlav-FDQ</i> **208192**
5'-GTTGTGCTCAAGCAAAAACAAG-3'	<i>qTaFlav-R</i>
5'-GCCCATCTGGTGTGTGTTTC-3'	<i>qTaOMT-FBT</i> **009571**
5'-CCATTGACGAGTAAGGCACTG-3'	<i>qTaOMT-R</i>
5'-TGTGTCTGTGCTGATGCAGA-3'	<i>qTmPHYC-FAY</i> **244514**
5'-GGCATGCTAAACTGTTGTGTG-3'	<i>qTmPHYC-R</i>
5'-CCCTCACTGTTTATTTCCCTGTG-3'	<i>qTmCir-FAK</i> **334473**
5'-GAATGAGACGGCAGACACT-3'	<i>qTmCir-R</i>
5'-CCCAACAGCATCTCCATTG-3'	<i>qTdLOX-B1-FAK</i> **333416**
5'-TAGTTCAGCCACACACACAC-3'	<i>qTdLOX-B1-R</i>
5'-CCATACAAAAATGTCACAAGC-3'	<i>qTaFUL2-F</i> **Chen and Dubcovsky, 2012**
5'-TTCTGCCTCTCCACCAGTTC-3'	<i>qTaFUL2-R</i>
5'-ATGGATGTGATTCTTGAACG-3'	<i>qTaFLU3-F</i>
5'-AGTTGCCTTTGACTCTTCTG-3'	<i>qTaFUL3-R</i>

Table S2: *mvp* wheat transcription factor differentially regulated genes identified by microarray

Affymetrix probeset IDs	GenBank Accession	UniProt and NCBI Description	Fold Change
Ta.26917.1.S1_at	CD452828	MADS-box transcription factor TaAGL41 n=2 Tax=Triticum aestivum RepID=Q1G168_WHEAT	4.600
TaAffx.122374.1.A1_at	BE517594	CBFIVa-2.2 (Fragment) n=1 Tax=Triticum aestivum RepID=A0MPK8_WHEAT	3.525
TaAffx.109191.1.S1_at	BQ168959	WRKY transcription factor n=1 Tax=Triticum aestivum RepID=A3FBG2_WHEAT	3.146
TaAffx.65068.1.A1_at	BJ263737	MADS-box transcription factor TaAGL42 n=1 Tax=Triticum aestivum RepID=Q1G167_WHEAT	3.081
TaAffx.109191.1.S1_x_at	BQ168959	WRKY transcription factor n=1 Tax=Triticum aestivum RepID=A3FBG2_WHEAT	2.808
TaAffx.98930.1.A1_at	CK214676	CBF12 n=8 Tax=Triticeae RepID=B1NSN2_TRIMO	2.242
Ta.8614.1.S1_at	BQ838257	WRKY45 transcription factor n=1 Tax=Triticum aestivum RepID=A3RG93_WHEAT	2.237
Ta.4725.1.S1_at	CK195830	WRKY14 transcription factor n=1 Tax=Triticum aestivum RepID=B3GAU5_WHEAT	2.207
Ta.30495.1.A1_s_at	CK214893	CBFIVc-14.1 n=2 Tax=Triticum RepID=A0MPL5_WHEAT	2.176
Ta.21250.1.S1_at	BJ273029	MADS-box transcription factor TaAGL23 n=4 Tax=Triticeae RepID=Q1G185_WHEAT	2.144
TaAffx.80313.1.S1_at	CA698434	Putative WRKY5 protein (Fragment) n=1 Tax=Hordeum vulgare RepID=Q5W1F7_HORVU	2.094
Ta.6374.3.S1_a_at	BJ300310	Squamosa promoter-binding-like protein 13 n=3 Tax=Oryza sativa RepID=SPL13_ORYSJ	-2.092
TaAffx.143995.17.A1_at	AY188331	MADS box transcription factor n=15 Tax=Triticeae RepID=O82128_WHEAT	-2.714
Ta.9216.1.A1_a_at	BQ165936	Homeobox-leucine zipper protein HOX12 n=3 Tax=Oryza sativa RepID=HOX12_ORYSJ	-2.813
Ta.30640.1.S1_at	CD861747	Triticum aestivum flowering locus T mRNA, complete cds or VRN3	-3.250
Ta.246.1.S1_at	AF224499	Homeobox protein KNOX3 n=3 Tax=Triticeae RepID=KNOX3_HORVU	-3.477
Ta.9216.1.A1_x_at	BQ165936	Homeobox-leucine zipper protein HOX12 n=3 Tax=Oryza sativa RepID=HOX12_ORYSJ	-3.497
Ta.3583.1.A1_at	BJ219585	MADS-box protein 8 n=4 Tax=Pooideae RepID=Q9LEI0_HORVU	-5.963
TaAffx.120063.2.S1_s_at	BJ245749	MADS-box transcription factor 18 n=4 Tax=Oryza sativa RepID=MAD18_ORYSJ	-37.146
Ta.30607.1.A1_at	BJ264278	MADS box transcription factor n=15 Tax=Triticeae RepID=O82128_WHEAT	-60.556
TaAffx.120063.1.S1_at	CF134093	MADS-box transcription factor 18 n=4 Tax=Oryza sativa RepID=MAD18_ORYSJ	-64.352
Ta.6793.1.A1_at	CD492136	MADS2 n=3 Tax=Triticeae RepID=A5X498_WHEAT	-105.103
TaAffx.143995.17.S1_s_at	AY188331	MADS box transcription factor n=15 Tax=Triticeae RepID=O82128_WHEAT	-108.744

Legend: The annotation is made according to Affymetrix Gene Chip® wheat genome array of the 23 Transcription factors probesetIDs complemented with BLAST results showing the Genbank accession number, UniProt or NCBI description and is presented in decreasing order of differential expression of ≥ 2 -fold and ≤ -2 -fold cut off.

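Beside the MADS-box, WRKY and CBF genes, this table lists 5 probesets of other developmental regulators, FT among them, all lower in mvp. The homeobox gene KNOX3, of a family that keeps the shoot meristem active, fell 3.48-fold (log2 fold change -1.80, standard error 0.28, adjusted p = 0.0094, limma), and its call ended with values below the 25th percentile of each array raised to it (adjusted p = 0.073). The homeobox-leucine zipper gene HOX12 fell 3.50-fold and 2.81-fold on its 2 probesets (adjusted p = 8.9e-04 and 0.0013), and Squamosa promoter-binding-like protein 13 fell 2.09-fold (adjusted p = 7.3e-04). Fold in this table is the ratio of group means taken on the log2 scale, written with a minus sign for genes lower in mvp.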

Table S3: *mvp* wheat sugar metabolism related genes differentially regulated identified by microarray

Affymetrix probeset IDs	GenBank Accession	UniProt and NCBI Description	Fold Change
TaAffx.107485.1.S1_at	CA699183	Glucomannan 4-beta-mannosyltransferase 1 n=3 Tax= <i>Oryza sativa</i><br>RepID=CSLA1_ORYSJ	6.833
Ta.26048.1.S1_x_at	CD454944	Beta-glucanase n=1 Tax= <i>Hordeum vulgare</i> RepID=Q7MIK2_HORVU	6.647
TaAffx.15327.1.S1_at	AJ610775	Glucan endo-1,3-beta-glucosidase GII n=9 Tax= <i>Triticeae</i><br>RepID=E13B_HORVU	3.959
Ta.22565.1.S1_at	BT009372	UDP-glucosyl transferase n=1 Tax= <i>Triticum aestivum</i><br>RepID=C5HUX8_WHEAT	3.453
TaAffx.24475.1.S1_at	CA718969	Glucan endo-1,3-beta-glucosidase GII n=9 Tax= <i>Triticeae</i><br>RepID=E13B_HORVU	3.382
Ta.22565.1.S1_x_at	BT009372	UDP-glucosyl transferase n=1 Tax= <i>Triticum aestivum</i><br>RepID=C5HUX8_WHEAT	3.141
TaAffx.24475.1.S1_x_at	CA718969	Glucan endo-1,3-beta-glucosidase GII n=9 Tax= <i>Triticeae</i><br>RepID=E13B_HORVU	3.123
Ta.12517.1.S1_at	CK163074	Sugar transport protein 1 n=2 Tax= <i>Zea mays</i> RepID=Q6B4G9_MAIZE	2.900
Ta.3828.3.A1_x_at	BJ254343	Putative glucan endo-1,3-beta-D-glucosidase (Fragment) n=1 Tax= <i>Triticum aestivum</i>	2.596
Ta.223.1.S1_at	AF112965	Beta-1,3-glucanase n=1 Tax= <i>Triticum aestivum</i> RepID=Q9XEN5_WHEAT	2.464
TaAffx.20635.1.S1_at	CD895869	Sugar transporter family protein, expressed n=3 Tax= <i>Oryza sativa</i><br>RepID=Q10QG4_ORYSJ	2.319
Ta.3828.3.A1_a_at	BJ254343	Putative glucan endo-1,3-beta-D-glucosidase (Fragment) n=1 Tax= <i>Triticum aestivum</i>	2.018
TaAffx.15847.3.S1_at	BQ802374	Xyloglucan endotransglycosylase (XET) n=1 Tax= <i>Hordeum vulgare</i><br>RepID=P93671_HORVU	-2.200
Ta.9000.1.S1_at	CD453515	Acid beta-fructofuranosidase n=1 Tax= <i>Triticum aestivum</i><br>RepID=Q575T1_WHEAT	-2.378
Ta.9058.1.S1_at	CA642666	Acid beta-fructofuranosidase n=1 Tax= <i>Triticum aestivum</i><br>RepID=Q575T1_WHEAT	-3.184
TaAffx.410.1.S1_s_at	CA646394	Sucrose synthase metabolism (Fragment) n=3 Tax= <i>Poaceae</i><br>RepID=A6MZV1_ORYSI	-3.263
TaAffx.410.1.S1_at	CA646394	Sucrose synthase metabolism (Fragment) n=3 Tax= <i>Poaceae</i><br>RepID=A6MZV1_ORYSI	-3.519

Legend: The annotation is made according to Affymetrix Gene Chip® wheat genome array of the 17 sugar metabolism related probesetIDs differentially regulated complemented with BLAST results showing the Genbank accession number, UniProt or NCBI description and is presented in decreasing order of differential expression of ≥ 2 -fold and ≤ -2 -fold cut off.

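The 5 probesets of this table that fell are of sucrose synthase, acid beta-fructofuranosidase and xyloglucan endotransglycosylase. Sucrose synthase fell 3.52-fold on one probeset (log2 fold change -1.81, standard error 0.37, adjusted p = 0.029) and 3.26-fold on another (log2 fold change -1.71, standard error 0.31, adjusted p = 0.018). On the former wild-type replicate 2 read 10.29, above the 9.03 and 8.65 of the other wild-type pools. Acid beta-fructofuranosidase, the vacuolar invertase, fell 3.18-fold and 2.38-fold on its 2 probesets (adjusted p = 0.011 and 5.4e-04), while a cell wall invertase of Table S5, another enzyme that cleaves sucrose, rose 2.73-fold (adjusted p = 5.4e-04). Xyloglucan endotransglycosylase, which remodels the walls of growing cells, fell 2.20-fold (adjusted p = 0.007). Without mvp replicate 1, 3 of the 5 that fell passed the adjusted p, with values below the 25th percentile of each array raised to it 1 passed, with limma's trend and robust options 2, and with the methods' t-test after adjustment 0.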

Table S4: *mvp* wheat oxidative stress related genes differentially regulated identified by microarray

Affymetrix<br>probeset IDs	GenBank<br>Accession	UniProt and NCBI Description	Fold<br>Change
TaAffx.1074.1.S1_at	CK212638	Cytochrome c oxidase subunit 1 n=9 Tax=Aphidomorpha<br>RepID=Q69HZ8_9HEMI	3.884
TaAffx.100029.1.S1_at	CA678048	Leucoanthocyanidin dioxygenase n=1 Tax=Zea mays<br>RepID=B6U9L0_MAIZE	3.377
Ta.5235.1.S1_x_at	BG606752	Peroxidase n=2 Tax=Triticeae RepID=O49866_HORVU	3.056
Ta.5385.1.S1_at	X85228	Peroxidase 1 n=8 Tax=Triticeae RepID=PER1_HORVU	2.933
TaAffx.50125.2.S1_at	CA745672	Cytochrome P450 n=1 Tax=Triticum aestivum<br>RepID=Q9AVM3_WHEAT	2.707
TaAffx.85775.1.S1_at	CA621227	Cytochrome P450 monooxygenase CYP71U4v2 n=2<br>Tax=Hordeum vulgare RepID=Q52PG2_HORVD	2.680
Ta.24106.1.S1_x_at	CA665159	Peroxidase 1 n=8 Tax=Triticeae RepID=PER1_HORVU	2.569
TaAffx.115935.1.S1_x_at	AY596267	Polyphenol oxidase n=2 Tax=Triticum aestivum<br>RepID=C0SPI5_WHEAT	2.515
TaAffx.65294.1.A1_at	BJ252171	Chloroplast lipocalin n=2 Tax=Triticeae<br>RepID=Q38JB3_WHEAT	2.437
Ta.3703.2.S1_s_at	BJ246711	Cytochrome P450 CYP709E4 n=2 Tax=Zea mays<br>RepID=B6TF97_MAIZE	2.431
Ta.20570.1.A1_at	CA741536	1-aminocyclopropane-1-carboxylate oxidase (Fragment) n=2<br>Tax=Andropogoneae RepID=O81607_SORBI	2.411
Ta.23366.3.A1_x_at	BQ161967	Class III peroxidase 62 n=2 Tax=Oryza sativa Japonica Group<br>RepID=Q5U1N1_ORYSJ	2.400
TaAffx.80306.1.S1_at	CA698528	1-aminocyclopropane-1-carboxylate oxidase (Fragment) n=1<br>Tax=Triticum monococcum	2.322
Ta.23366.3.A1_at	BQ161967	Class III peroxidase 62 n=2 Tax=Oryza sativa Japonica Group<br>RepID=Q5U1N1_ORYSJ	2.290
Ta.29496.1.S1_x_at	CK195383	Peroxidase 12 n=2 Tax=Zea mays RepID=B6THG0_MAIZE	2.281
Ta.21505.1.S1_at	CK213957	Root peroxidase n=1 Tax=Triticum aestivum<br>RepID=B4F6E8_WHEAT	2.276
Ta.21307.1.S1_x_at	CK199589	Peroxidase 12 n=2 Tax=Zea mays RepID=B6THG0_MAIZE	2.186
Ta.303.3.S1_x_at	AJ610447	Glutathione S-transferase 2 n=2 Tax=Triticum aestivum<br>RepID=GSTF2_WHEAT	2.175
Ta.24710.1.S1_at	CA678411	Peroxidase 1 n=8 Tax=Triticeae RepID=PER1_HORVU	2.087
Ta.10549.2.A1_at	BQ165963	Alternative oxidase n=3 Tax=Oryza sativa<br>RepID=O82807_ORYSJ	2.050
Ta.19609.1.S1_at	AJ615628	Cytochrome P450 n=1 Tax=Triticum aestivum<br>RepID=Q2V065_WHEAT	2.015

Legend: The annotation is made according to Affymetrix Gene Chip® wheat genome array of the 21 oxidative stress related probesetIDs up-regulated complemented with BLAST results showing the Genbank accession number, UniProt or NCBI description and is presented in decreasing order of differential expression of ≥ 2 -fold and ≤ -2 -fold cut off.

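Among the probesets of this table not named in the text, polyphenol oxidase rose 2.52-fold (log2 fold change 1.33, standard error 0.14, adjusted p = 0.0013) and glutathione S-transferase 2, a detoxifying enzyme, rose 2.17-fold (log2 fold change 1.12, standard error 0.09, adjusted p = 3.8e-04). Both 1-aminocyclopropane-1-carboxylate oxidase probesets rose, by 2.41-fold and 2.32-fold (adjusted p = 0.011 and 0.012). Alternative oxidase, a bypass of the mitochondrial respiratory chain, rose 2.05-fold (adjusted p = 0.0078). A probeset of class III peroxidase 62 rose from 11.38 ± 0.30 in wild type to 12.58 ± 0.52 in mvp (log2 signal, SD, n = 3 pools each). With values below the 25th percentile of each array raised to it, the calls of both 1-aminocyclopropane-1-carboxylate oxidase probesets (adjusted p = 0.076 and 0.078), alternative oxidase (0.058) and both probesets of class III peroxidase 62 (0.100 and 0.114) ended.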

Table S5: *mvp* wheat miscellaneous genes differentially regulated identified by microarray

Affymetrix<br>probeset IDs	GenBank<br>Accession	UniProt and NCBI Description	Fold Change
TaAffx.57571.1.S1_at	CA626944	Apyrase n=1 Tax=Lolium perenne RepID=B9U140_LOLPR	31.363
TaAffx.70677.1.S1_at	CA701525	Chaperone protein dnaJ n=2 Tax=Andropogoneae RepID=B4FBY1_MAIZE	7.753
TaAffx.89610.1.S1_at	AL823263	Agmatine coumaroyltransferase n=1 Tax=Zea mays RepID=B6ST92_MAIZE	6.540
Ta.27314.1.S1_at	BT009398	BRASSINOSTEROID INSENSITIVE 1-associated receptor kinase 1 n=1 Tax=Zea mays	6.180
Ta.8902.2.S1_at	CA640147	Taxane 13-alpha-hydroxylase n=1 Tax=Zea mays RepID=B6SYR0_MAIZE	5.532
Ta.28917.2.S1_a_at	CA637102	Cold acclimation protein WCOR518 (Fragment) n=1 Tax=Triticum aestivum RepID=P93611_WHEAT	4.341
Ta.25531.1.A1_at	CD373817	Serine/threonine kinase-like protein n=3 Tax=Andropogoneae RepID=B6SUE5_MAIZE	4.302
Ta.18720.1.S1_x_at	BJ288588	Gamma-thionin n=1 Tax=Hordeum vulgare RepID=Q39999_HORVU	3.753
Ta.8902.1.S1_at	BQ162604	Taxane 13-alpha-hydroxylase n=1 Tax=Zea mays RepID=B6SYR0_MAIZE	3.703
TaAffx.132143.1.S1_s_at	CK212211	Cyanate hydratase n=3 Tax=Oryza sativa RepID=CYNS_ORYSJ	3.432
Ta.25531.2.A1_x_at	CA680295	Serine/threonine kinase-like protein n=3 Tax=Andropogoneae RepID=B6SUE5_MAIZE	3.426
Ta.9220.1.S1_a_at	CK210556	Putative phenylalanine ammonia-lyase (Fragment) n=1 Tax=Hordeum vulgare	3.352
TaAffx.70601.1.S1_at	BQ802878	Triticum aestivum cultivar 92R137 PDR-type ABC transporter (PDR1)	3.344
Ta.8232.1.A1_at	BQ161629	PDR-type ABC transporter n=2 Tax=Triticum aestivum RepID=B9UYP3_WHEAT	3.309
TaAffx.97211.1.S1_at	AJ614654	O-methyltransferase n=1 Tax=Triticum aestivum RepID=B4ERX7_WHEAT	3.268
Ta.13784.1.S1_at	AL823038	BLT14.1 protein n=2 Tax=Triticeae RepID=Q40032_HORVU	3.178
TaAffx.110222.1.S1_x_at	CA661932	BRASSINOSTEROID INSENSITIVE 1-associated receptor kinase 1 n=1 Tax=Zea mays RepID=B6STG1_MAIZE	3.144
Ta.28917.1.S1_at	CK166116	Cold acclimation protein WCOR518 (Fragment) n=1 Tax=Triticum aestivum RepID=P93611_WHEAT	3.099
Ta.21646.1.S1_x_at	CA686121	Non-specific lipid-transfer protein n=3 Tax=Oryza sativa RepID=Q75GN2_ORYSJ	3.071
Ta.28917.1.S1_x_at	CK166116	Cold acclimation protein WCOR518 (Fragment) n=1 Tax=Triticum aestivum RepID=P93611_WHEAT	2.978
TaAffx.113315.1.S1_at	CA615901	Iron-phytosiderophore transporter n=1 Tax=Hordeum vulgare RepID=Q2PGC4_HORVU	2.967
Ta.25531.2.A1_at	CA680295	Serine/threonine kinase-like protein n=3 Tax=Andropogoneae RepID=B6SUE5_MAIZE	2.964
Ta.18203.1.S1_at	AF031195	Blue copper-binding protein homolog n=1 Tax=Triticum aestivum RepID=Q9ZTU7_WHEAT	2.824
Ta.24730.2.S1_x_at	BE430562	Protochlorophyllide reductase (Fragment) n=4 Tax=Poaceae RepID=POR_AVEA	2.743
TaAffx.16032.1.A1_at	BQ800652	Cell wall invertase n=1 Tax=Lolium perenne RepID=Q2QI10_LOLPR	2.730
Ta.28613.1.S1_at	U73213	Cold acclimation protein WCOR726 n=3 Tax=Triticeae RepID=P93610_WHEAT	2.708
Ta.5654.1.S1_at	BJ286960	Blue copper-binding protein n=1 Tax=Dasypyrum villosum RepID=A7UHA3_9POAL	2.637
TaAffx.120890.1.S1_x_at	CA688266	Serine/threonine kinase-like protein n=3 Tax=Andropogoneae RepID=B6SUE5_MAIZE	2.575
Ta.11016.1.S1_at	BQ168385	Calmodulin-like protein n=1 Tax=Zea mays RepID=B6TXW9_MAIZE	2.565
TaAffx.55592.1.S1_at	CA663917	Potassium transporter 5 n=1 Tax=Oryza sativa Japonica Group RepID=HAK5_ORYSJ	2.481
Ta.21272.1.S1_at	CA668970	Cell division AAA ATPase family protein n=10 Tax=Triticeae RepID=B6Z264_WHEAT	2.470
Ta.8228.1.S1_at	BQ161624	Agmatine coumaroyltransferase n=3 Tax=Hordeum vulgare RepID=A9ZPJ6_HORVU	2.432
Ta.351.2.S1_x_at	CA673444	Cold acclimation induced protein 2-1 n=1 Tax=Triticum aestivum RepID=Q4KXE0_WHEAT	2.400
Ta.23397.1.S1_x_at	BJ292777	Glycine-rich cell wall structural protein n=1 Tax=Hordeum vulgare RepID=GRP1_HORVU	2.390
Ta.23397.2.S1_x_at	CA718270	Pherophorin-dz1 protein n=1 Tax=Volvox carteri f. nagariensis RepID=Q8L685_VOLCA	2.384
Ta.28659.1.S1_x_at	CA670381	Putative protease inhibitor n=1 Tax=Hordeum vulgare RepID=Q96465_HORVU	2.384
Ta.18720.3.S1_x_at	BJ295779	Gamma-thionin n=1 Tax=Hordeum vulgare RepID=Q39999_HORVU	2.357
Ta.21650.1.A1_at	CA667760	NBS-LRR resistance-like protein n=1 Tax=Hordeum vulgare RepID=A9UKM2_HORVU	2.343
Ta.24254.1.S1_a_at	CA616263	Plastid omega-3 fatty acid desaturase n=2 Tax=Oryza sativa Japonica Group RepID=Q2HWS9_ORYSJ	2.319
Ta.18720.1.S1_a_at	BJ288588	Gamma-thionin n=1 Tax=Hordeum vulgare RepID=Q39999_HORVU	2.267

Ta.8512.1.S1_at	BQ162001	Os07g0631700 protein n=2 Tax=Oryza sativa RepID=Q8LHN5_ORYSJ	2.254
Ta.6187.1.S1_at	BQ167028	Glycine-rich cell wall structural protein n=2 Tax=Zea mays RepID=B6ST85_MAIZE	2.249
Ta.351.1.S1_at	CA669389	Cold acclimation induced protein 2-1 n=1 Tax=Triticum aestivum RepID=Q4KXE0_WHEAT	2.247
TaAffx.113701.1.S1_s_at	CA606782	Pleiotropic drug resistance protein 4 n=3 Tax=Oryza sativa RepID=PDR4_ORYSJ	2.172
Ta.169.1.S1_x_at	CA652856	Germin-like 12 n=7 Tax=Triticeae RepID=Q43487_HORVU	2.170
TaAffx.3462.1.S1_at	CK215505	Early salt stress and cold acclimation-induced protein 2-1 n=1 Tax=Lophopyrum elongatum	2.161
Ta.27506.1.S1_at	AY428038	Ammonium transporter AMT2.1 n=1 Tax=Triticum aestivum RepID=Q6T8L6_WHEAT	2.155
Ta.2793.1.S1_at	AB055077	Multidrug resistance protein 1 homolog n=1 Tax=Triticum aestivum RepID=Q8RVT7_WHEAT	2.151
TaAffx.77715.1.S1_at	CA744342	S-domain receptor-like protein kinase n=1 Tax=Oryza granulata RepID=B9VOL1_9ORYZ	2.151
Ta.6990.1.S1_at	CA611113	Pleiotropic drug resistance protein 4 n=3 Tax=Oryza sativa RepID=PDR4_ORYSJ	2.133
TaAffx.81369.1.S1_at	CA686927	Receptor-like protein kinase n=2 Tax=Oryza sativa RepID=Q9M575_ORYSA	2.099
Ta.27258.1.S1_at	BT009386	BRASSINOSTEROID INSENSITIVE 1-associated receptor kinase 1 n=1 Tax=Zea mays	2.091
Ta.14837.1.S1_at	CA682925	Calreticulin, putative n=1 Tax=Ricinus communis RepID=B9RM48_RICCO	2.075
Ta.3154.1.S1_at	BJ223797	Sorghum bicolor hypothetical protein (SORBIDRAFT_0019s004610) mRNA	2.043
Ta.24723.1.S1_x_at	CA667447	PSBGer1 protein n=1 Tax=Triticum aestivum RepID=P93598_WHEAT	2.043
TaAffx.56501.1.S1_at	BU099852	Sorghum bicolor hypothetical protein (SORBIDRAFT_0019s004610) mRNA, complete cds	2.026
TaAffx.128683.1.S1_x_at	CA684810	Cell division AAA ATPase family protein n=10 Tax=Triticeae RepID=B6Z264_WHEAT	2.022
Ta.22101.1.A1_at	CA721955	Chlorophyll a-b binding protein 22L, chloroplastic n=14 Tax=Solanaceae	-2.022
Ta.26236.1.A1_at	CD453043	Abhydrolase domain-containing protein 5 n=2 Tax=Andropogoneae RepID=B4FAQ7_MAIZE	2.005
Ta.28827.1.S1_at	BQ800700	Histone H1 n=2 Tax=Triticum aestivum RepID=O65795_WHEAT	2.004
Ta.1282.4.S1_at	CA635994	Non-specific lipid-transfer protein n=3 Tax=Triticeae RepID=Q42848_HORVU	-2.017
TaAffx.95414.1.S1_at	BQ803340	Branched-chain-amino-acid aminotransferase n=1 Tax=Hordeum vulgare	-2.020
Ta.2969.1.A1_at	CK165153	Expansin EXPB2 n=1 Tax=Triticum aestivum RepID=Q6QFA2_WHEAT	-2.024
Ta.28728.1.S1_at	AF139815	Aquaporin PIP2-4 n=9 Tax=Poaceae RepID=PIP24_MAIZE	-2.035
TaAffx.113526.2.S1_s_at	CA723504	Proline-rich protein n=2 Tax=Triticum aestivum RepID=C7EZFO_WHEAT	-2.081
Ta.28728.1.S1_x_at	AF139815	Aquaporin PIP2-4 n=9 Tax=Poaceae RepID=PIP24_MAIZE	-2.093
TaAffx.8804.2.S1_at	BE217049	Probable aquaporin PIP2-7 n=3 Tax=Oryza sativa RepID=PIP27_ORYSJ	-2.144
Ta.30144.1.A1_x_at	BQ166180	Proline-rich protein n=1 Tax=Sorghum bicolor RepID=A7KH48_SORBI	-2.190
Ta.3.1.S1_at	BJ265463	Beta-amylase n=2 Tax=Triticeae RepID=AMYB_WHEAT	-2.226
TaAffx.43693.1.S1_at	BF199968	Xet3 protein n=1 Tax=Festuca pratensis RepID=Q949H9_FESPR	-2.268
TaAffx.71208.1.S1_at	BE492167	Amidase n=2 Tax=Zea mays RepID=B6TMI1_MAIZE	-2.269
TaAffx.8804.1.S1_s_at	CK164001	Probable aquaporin PIP2-7 n=3 Tax=Oryza sativa RepID=PIP27_ORYSJ	-2.287
Ta.13160.1.S1_at	CK195065	Stem-specific protein n=4 Tax=Andropogoneae RepID=Q5U7K5_9POAL	-2.289
Ta.1600.1.A1_at	CK164799	Nodulin-like protein 5NG4 n=3 Tax=Andropogoneae RepID=B6TLA9_MAIZE	-2.301
Ta.10400.1.S1_at	BJ251360	Cortical cell-delineating protein n=7 Tax=Zea mays RepID=B6SIN6_MAIZE	-2.324
TaAffx.632.1.A1_at	CD490405	Hordeum vulgare ENOD40-like protein mRNA, complete cds	-2.325
TaAffx.36760.1.S1_at	BJ315664	CEN-like protein 2, putative, expressed n=13 Tax=Poaceae RepID=Q53Q71_ORYSJ	-2.392
Ta.346.1.A1_at	BJ254518	Cycloartenol synthase, putative, expressed n=1 Tax=Oryza sativa Japonica Group	-2.616
TaAffx.16936.1.S1_at	CK216481	Fasciclin-like protein FLA16 n=2 Tax=Triticum aestivum RepID=Q06I90_WHEAT	-2.665
Ta.20696.3.S1_x_at	CA598744	Circumsporozoite protein n=2 Tax=Andropogoneae RepID=B6TF33_MAIZE	-2.767
Ta.438.2.S1_x_at	CK212622	Nuclease PA3 n=3 Tax=Zea mays RepID=B6U2F0_MAIZE	-3.276
Ta.22954.1.S1_at	CA673824	Putative thionin Osthi1 n=2 Tax=Oryza sativa RepID=Q5Z4W6_ORYSJ	-3.384
Ta.438.1.S1_x_at	BG908651	Nuclease PA3 n=3 Tax=Zea mays RepID=B6U2F0_MAIZE	-3.451
Ta.22954.2.S1_x_at	CA675346	gene="ACT-1" actin [Triticum aestivum] protein_id="AAW78915.1	-3.497

Ta.438.1.S1_a_at	BG908651	Nuclease PA3 n=3 Tax=Zea mays RepID=B6U2F0_MAIZE	-3.696
Ta.22954.1.S1_a_at	CA673824	Putative thionin Osth1 n=2 Tax=Oryza sativa RepID=Q5Z4W6_ORYSJ	-3.839
Ta.28186.2.A1_a_at	CA671332	Voltage-dependent outwardly rectifying plasma membrane K ⁺ channel KCO1/TPK1 n=4	-5.131
Ta.20696.3.S1_s_at	CA598744	Circumsporozoite protein n=2 Tax=Andropogoneae RepID=B6TF33_MAIZE	-6.406
TaAffx.36593.1.S1_at	BQ166396	Amylase inhibitor-like protein n=3 Tax=Triticum RepID=A9UID9_WHEAT	-8.802
TaAffx.116496.1.S1_at	CA693971	Phytochrome C n=10 Tax=Triticeae RepID=Q2I714_HORVD	-14.526
Ta.21379.1.S1_s_at	CA674527	Voltage-dependent outwardly rectifying plasma membrane K ⁺ channel KCO1/TPK1 n=4	-15.607
Ta.28005.1.A1_at	CD862101	Phytochrome C (Fragment) n=1 Tax=Hordeum vulgare RepID=Q945T7_HORVU	-16.267
Ta.29481.1.S1_at	CK194207	Circumsporozoite protein n=2 Tax=Andropogoneae RepID=B6TF33_MAIZE	-169.064

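Among the miscellaneous probesets, transport proteins went both ways. All 5 probesets of ABC and drug resistance transporters rose, led by 3.34-fold for a PDR-type ABC transporter (adjusted p = 0.0024), and all 4 of plasma membrane aquaporins, which let water through membranes, fell, by up to 2.29-fold (adjusted p = 0.0045). All 3 gamma-thionin probesets rose, by up to 3.75-fold (log2 fold change 1.91, standard error 0.10, adjusted p = 1.8e-05), while both probesets annotated to the thionin Osthi1 fell, by 3.84-fold and 3.38-fold. All 3 probesets of nuclease PA3 fell, with log2 fold changes from -1.89 to -1.71. An amylase inhibitor-like protein fell 8.80-fold (log2 fold change -3.14, standard error 0.27, adjusted p = 4.2e-04). Proteins of the cell wall were split. Those that fell include expansin EXPB2 (2.02-fold), Xet3 (2.27-fold) and fasciclin-like protein FLA16 (2.67-fold), and both probesets of glycine-rich cell wall structural proteins rose (2.39-fold and 2.25-fold). A stem-specific protein fell 2.29-fold (adjusted p = 0.002). These groups were formed by annotation, from a list picked for change, after the values were seen.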

Legend: The annotation is made according to Affymetrix Gene Chip® wheat genome array of the 94 miscellaneous probesetIDs differentially regulated complemented with BLAST results showing the Genbank accession number, UniProt or NCBI description and is presented in decreasing order of differential expression of ≥ 2 -fold and ≤ -2 -fold cut off.

Table S6: *mvp* wheat plant unknown genes differentially regulated identified by microarray

Affymetrix<br>probeset IDs	GenBank<br>Accession	UniProt and NCBI Description	Fold<br>Change
Ta.8447.1.S1_a_at	CA669038	Putative uncharacterized protein n=1 Tax=Oryza sativa Indica Group<br>RepID=B8AKC8_ORYSI	12.977
Ta.19723.1.S1_at	CA657361	wlm0.pk0034.h7 wlm0 Triticum aestivum cDNA clone wlm0.pk0034.h7 5' end	6.056
TaAffx.109794.1.S1_s_at	CA668708	Putative uncharacterized protein n=1 Tax=Oryza sativa Indica Group<br>RepID=B8AKC8_ORYSI	5.763
Ta.62.1.S1_x_at	BM136002	Os01g0382000 protein n=5 Tax=Oryza sativa RepID=Q7F2P0_ORYSJ	5.324
TaAffx.110724.1.S1_at	CA655297	Putative uncharacterized protein n=1 Tax=Zea mays RepID=B8A3M2_MAIZE	5.219
Ta.28233.1.S1_at	CA599187	Putative uncharacterized protein Sb10g024350 n=1 Tax=Sorghum bicolor<br>RepID=C5Z653_SORBI	5.214
Ta.23271.1.S1_s_at	CA680274	wlm24.pk0004.a5 wlm24 Triticum aestivum cDNA clone wlm24.pk0004.a5 5' end	5.156
Ta.8356.1.S1_at	BQ161783	Putative uncharacterized protein n=1 Tax=Oryza sativa Indica Group<br>RepID=A2WKT6_ORYSI	5.002
Ta.30765.1.S1_at	CN011347	Putative uncharacterized protein Sb01g037040 n=1 Tax=Sorghum bicolor<br>RepID=C5X1U8_SORBI	4.935
TaAffx.53867.1.S1_at	CA688277	wlm96.pk039.j13 wlm96 Triticum aestivum cDNA clone wlm96.pk039.j13 5' end	4.499
Ta.23271.2.S1_a_at	CA677139	wlm12.pk0009.c12 wlm12 Triticum aestivum cDNA clone wlm12.pk0009.c12 5' end	4.484
TaAffx.61466.1.S1_at	BJ251396	Putative uncharacterized protein Sb03g037575 n=1 Tax=Sorghum bicolor<br>RepID=C5XN35_SORBI	4.472
TaAffx.97767.1.A1_at	CA721990	Putative uncharacterized protein Sb01g033530 n=1 Tax=Sorghum bicolor<br>RepID=C5WXP8_SORBI	4.222
Ta.21340.1.S1_a_at	CA683606	Putative uncharacterized protein n=1 Tax=Oryza sativa Japonica Group<br>RepID=Q6ZKP5_ORYSJ	4.203
Ta.8356.1.S1_s_at	BQ161783	Putative uncharacterized protein n=1 Tax=Oryza sativa Indica Group<br>RepID=A2WKT6_ORYSI	4.191
TaAffx.7302.1.S1_at	CA662601	Os01g0678000 protein n=1 Tax=Oryza sativa Japonica Group<br>RepID=Q5QM71_ORYSJ	4.055
TaAffx.27177.1.S1_at	CA680302	Putative uncharacterized protein Sb09g004960 n=1 Tax=Sorghum bicolor<br>RepID=C5Z115_SORBI	3.985
Ta.23165.2.S1_x_at	CA667728	Triticum aestivum clone wlsu2.pk0001.h3:fis, full insert mRNA sequence	3.958
TaAffx.111759.3.S1_s_at	CA660613	wlm1.pk0023.g12 wlm1 Triticum aestivum cDNA clone wlm1.pk0023.g12 5' end	3.918
Ta.23165.3.S1_x_at	CA669496	Triticum aestivum clone wlsu2.pk0001.h3:fis, full insert mRNA sequence	3.912
TaAffx.43393.1.S1_at	BQ482808	Os02g0102900 protein n=4 Tax=Poaceae RepID=Q6ZFJ9_ORYSJ	3.861
Ta.192.1.S1_at	U32431	Putative uncharacterized protein n=1 Tax=Triticum aestivum<br>RepID=Q41523_WHEAT	3.853
Ta.14779.1.S1_at	CA681945	Putative uncharacterized protein Sb01g027360 n=1 Tax=Sorghum bicolor<br>RepID=C5WPZ1_SORBI	3.794
Ta.27503.1.A1_at	CA659276	Putative uncharacterized protein n=1 Tax=Oryza sativa Indica Group<br>RepID=B8B370_ORYSI	3.794
Ta.12198.1.A1_at	BQ171803	WHE1659-1662_P05_P05ZT Wheat heat stressed flag leaf cDNA library Triticum aestivum	3.723
Ta.9430.1.S1_at	AJ614438	Putative uncharacterized protein Sb10g004170 n=1 Tax=Sorghum bicolor<br>RepID=C5Z4H2_SORBI	3.685
Ta.19805.2.S1_a_at	CA683372	Os04g0168400 protein n=3 Tax=Oryza sativa RepID=B7F8V8_ORYSJ	3.659
Ta.12118.1.S1_a_at	CA698971	Putative uncharacterized protein n=1 Tax=Zea mays RepID=C0PFC3_MAIZE	3.606
TaAffx.97737.1.A1_at	CA722456	Triticum aestivum cDNA, clone: WT006_G18, cultivar: Chinese Spring	3.559
TaAffx.122333.1.S1_at	CA725295	Putative uncharacterized protein Sb03g045090 n=1 Tax=Sorghum bicolor<br>RepID=C5XH43_SORBI	3.539
TaAffx.26668.1.S1_at	CA686407	Putative uncharacterized protein Sb01g027360 n=1 Tax=Sorghum bicolor<br>RepID=C5WPZ1_SORBI	3.528
TaAffx.13303.1.S1_at	BG909514	Putative uncharacterized protein n=1 Tax=Oryza sativa Indica Group<br>RepID=A2WKZ0_ORYSI	3.437
Ta.520.1.S1_at	BE604553	WHE1413-1416_P07_P07ZS Wheat drought stressed leaf cDNA library Triticum aestivum	3.429
TaAffx.108556.1.S1_at	CA692789	Putative uncharacterized protein n=2 Tax=Zea mays RepID=B4FS23_MAIZE	3.396
Ta.5766.1.S1_at	BJ289079	Os03g0218400 protein n=5 Tax=Poaceae RepID=Q10PW9_ORYSJ	3.376
Ta.7711.1.A1_at	BQ161212	Putative uncharacterized protein Sb08g017560 n=1 Tax=Sorghum bicolor<br>RepID=C5YPJ9_SORBI	3.359
Ta.231.1.S1_x_at	AF079526	PR17c n=2 Tax=Triticeae RepID=A7YA60_HORVD	3.356
TaAffx.26815.1.S1_at	CA684496	BLN1-2 n=3 Tax=Hordeum vulgare subsp. vulgare RepID=B8X453_HORVD	3.336
TaAffx.128798.2.S1_x_at	CA695322	Putative uncharacterized protein Sb08g017540 n=1 Tax=Sorghum bicolor<br>RepID=C5YPJ7_SORBI	3.319
Ta.3869.1.S1_at	CA674403	Os08g0127100 protein n=6 Tax=Poaceae RepID=Q6ZK52_ORYSJ	3.266

TaAffx.55188.1.S1_at	CA670456	wlsu1.pk026.n9 wlsu1 Triticum aestivum cDNA clone wlsu1.pk026.n9 5' end	3.249
Ta.6051.1.S1_a_at	CD914245	Os10g0416500 protein n=3 Tax=Oryza sativa RepID=Q9FYR9_ORYSJ	3.239
Ta.20549.1.S1_x_at	CA668159	Putative uncharacterized protein Sb04g030310 n=1 Tax=Sorghum bicolor<br>RepID=C5Y093_SORBI	3.227
TaAffx.81496.1.S1_at	CA685342	Putative uncharacterized protein Sb05g019490 n=1 Tax=Sorghum bicolor<br>RepID=C5Y384_SORBI	3.220
Ta.30860.1.S1_at	CN010964	WHE3878_C08_F16ZS Wheat Fusarium graminearum infected spike cDNA<br>Triticum aestivum	3.203
Ta.27279.1.S1_at	BT009316	Os06g0330400 protein n=2 Tax=Oryza sativa RepID=Q69UX2_ORYSJ	3.114
TaAffx.108556.1.S1_x_at	CA692789	Putative uncharacterized protein n=2 Tax=Zea mays RepID=B4FS23_MAIZE	3.113
TaAffx.84552.1.S1_at	CA634441	wle1n.pk0086.g12 wle1n Triticum aestivum cDNA clone wle1n.pk0086.g12 5' end	3.096
TaAffx.71225.1.A1_at	BE492103	WHE0551_F06_F06ZE Triticum monococcum vegetative apex cDNA Triticum<br>monococcum	3.073
Ta.21326.1.S1_a_at	AJ613350	Os07g0518100 protein n=3 Tax=Oryza sativa RepID=Q7EZ52_ORYSJ	3.052
Ta.10617.1.S1_at	BQ166125	Os01g0108400 protein n=4 Tax=Oryza sativa RepID=Q0JRC6_ORYSJ	3.002
Ta.6051.3.S1_x_at	CA717933	Os10g0416500 protein n=3 Tax=Oryza sativa RepID=Q9FYR9_ORYSJ	2.956
Ta.28233.2.S1_a_at	CA695499	Putative uncharacterized protein Sb10g024350 n=1 Tax=Sorghum bicolor<br>RepID=C5Z653_SORBI	2.934
TaAffx.114390.1.S1_at	CA593923	Putative uncharacterized protein n=2 Tax=Zea mays RepID=B6SJC9_MAIZE	2.750
Ta.13991.1.S1_x_at	CA666889	Putative uncharacterized protein Sb03g030310 n=1 Tax=Sorghum bicolor<br>RepID=C5XG61_SORBI	2.750
Ta.9332.1.S1_x_at	BQ789066	Os09g0441400 protein n=2 Tax=Oryza sativa RepID=Q69P73_ORYSJ	2.643
Ta.3869.2.S1_at	CA735969	Triticum aestivum cDNA, clone: WT008_I09, cultivar: Chinese Spring	2.636
Ta.20549.1.S1_s_at	CA668159	Putative uncharacterized protein Sb04g030310 n=1 Tax=Sorghum bicolor<br>RepID=C5Y093_SORBI	2.621
Ta.12434.1.S1_at	CD862952	OSJNBa0086B14.7 protein n=1 Tax=Oryza sativa Japonica Group<br>RepID=Q7XV48_ORYSJ	2.618
TaAffx.81921.1.S1_at	CA680100	Os01g0613500 protein n=2 Tax=Oryza sativa RepID=Q9FTI3_ORYSJ	2.617
TaAffx.15958.1.S1_at	BQ801634	Os01g0914100 protein n=2 Tax=Oryza sativa RepID=Q8S077_ORYSJ	2.595
Ta.13956.1.S1_at	BJ287532	cDNA library, Wh_r Triticum aestivum cDNA clone whr20i23 3'	2.559
Ta.10581.1.A1_at	CK156211	Hordeum vulgare subsp. vulgare cDNA clone: FLbaf14j06, mRNA sequence	2.552
TaAffx.24109.1.A1_at	CK216113	Os03g0400200 protein n=4 Tax=Oryza sativa RepID=Q10K20_ORYSJ	2.547
Ta.231.1.S1_at	AF079526	PR17c n=2 Tax=Triticeae RepID=A7YA60_HORVD	2.547
TaAffx.124475.1.A1_at	CK212125	BLT14.2 protein n=2 Tax=Hordeum vulgare RepID=Q40033_HORVU	2.528
Ta.11397.1.A1_at	BQ170011	Putative uncharacterized protein Sb02g035400 n=1 Tax=Sorghum bicolor<br>RepID=C5XAR6_SORBI	2.498
Ta.30913.1.A1_at	CN012655	Os09g0454600 protein n=3 Tax=Oryza sativa RepID=Q0J198_ORYSJ	2.461
Ta.22628.1.S1_x_at	CA690208	Putative uncharacterized protein n=1 Tax=Zea mays RepID=B6SP49_MAIZE	2.453
Ta.22628.1.S1_at	CA690208	Putative uncharacterized protein n=1 Tax=Zea mays RepID=B6SP49_MAIZE	2.436
TaAffx.109085.1.S1_at	CA680382	wlm24.pk0006.g11 wlm24 Triticum aestivum cDNA clone wlm24.pk0006.g11 5'<br>end	2.417
TaAffx.99316.1.A1_at	CK207671	Putative uncharacterized protein n=1 Tax=Oryza sativa Japonica Group<br>RepID=B9GE50_ORYSJ	2.412
Ta.20197.1.S1_at	CA674805	Putative uncharacterized protein (Fragment) n=2 Tax=Papilionoideae<br>RepID=B7FFL2_MEDTR	2.410
TaAffx.34169.1.S1_at	BJ287371	Putative uncharacterized protein n=2 Tax=Oryza sativa RepID=B9FBJ1_ORYSJ	2.410
Ta.11421.1.A1_at	BQ170075	Os01g0266500 protein n=1 Tax=Oryza sativa Japonica Group<br>RepID=Q9SDD7_ORYSJ	2.401
Ta.25487.1.S1_at	CD373987	Putative uncharacterized protein Sb02g035450 n=1 Tax=Sorghum bicolor<br>RepID=C5XAS1_SORBI	2.385
Ta.25539.1.S1_at	CA678031	BLT14.1 protein n=2 Tax=Triticeae RepID=Q40032_HORVU	2.362
Ta.4696.1.S1_at	BJ275186	Os01g0366300 protein n=1 Tax=Oryza sativa Japonica Group<br>RepID=Q5Z8B7_ORYSJ	2.353
TaAffx.51261.1.S1_at	CA728497	Os01g0793900 protein n=2 Tax=Oryza sativa RepID=Q8S1K8_ORYSJ	2.329
Ta.19786.1.A1_at	CA658969	Putative uncharacterized protein Sb01g016640 n=1 Tax=Sorghum bicolor<br>RepID=C5WV89_SORBI	2.294
Ta.25754.1.A1_at	CD373766	Putative uncharacterized protein Sb03g045850 n=1 Tax=Sorghum bicolor<br>RepID=C5XHV9_SORBI	2.291
Ta.3162.1.S1_at	BJ215513	Putative uncharacterized protein n=1 Tax=Oryza sativa Japonica Group<br>RepID=B9FSW5_ORYSJ	2.286
Ta.25542.1.S1_at	CD896341	Os02g0712700 protein n=3 Tax=Oryza sativa RepID=Q0DY65_ORYSJ	2.273

Ta.8399.2.S1_at	CA694080	Putative uncharacterized protein Sb03g028700 n=1 Tax=Sorghum bicolor<br>RepID=C5XEF4_SORBI	2.266
Ta.8512.1.S1_at	BQ162001	Os07g0631700 protein n=2 Tax=Oryza sativa RepID=Q8LHN5_ORYSJ	2.254
TaAffx.82108.1.S1_x_at	CA677464	Os01g0115700 n=1 Tax=Oryza sativa Japonica Group RepID=UPI0000DD891C	2.249
Ta.24254.2.S1_at	BQ800827	Os03g0290300 protein (Fragment) n=1 Tax=Oryza sativa Japonica Group<br>RepID=Q0DSS9_ORYSJ	2.246
Ta.13232.2.S1_at	BQ166297	WHE0840_F03_L06ZT Wheat vernalized crown cDNA library Triticum aestivum	2.240
TaAffx.131248.2.S1_at	CA670789	Hordeum vulgare subsp. vulgare cDNA clone: FLbaf2f01, mRNA sequence	2.223
TaAffx.83027.1.S1_at	CA662924	Os05g0135100 protein n=1 Tax=Oryza sativa Japonica Group<br>RepID=Q0DKY8_ORYSJ	2.221
Ta.4921.1.S1_at	BE438217	Putative uncharacterized protein n=1 Tax=Oryza sativa Japonica Group<br>RepID=B9FAG9_ORYSJ	2.216
Ta.15129.1.S1_at	CA690804	wlm96.pk052.p8 wlm96 Triticum aestivum cDNA clone wlm96.pk052.p8 5' end	2.215
TaAffx.28302.4.S1_at	CA662104	wlmk1.pk0015.d5 wlmk1 Triticum aestivum cDNA clone wlmk1.pk0015.d5 5' end	2.208
Ta.24832.1.S1_s_at	CA668285	Os08g0127100 protein n=6 Tax=Poaceae RepID=Q6ZK52_ORYSJ	2.182
TaAffx.16900.1.A1_at	CK215179	Putative uncharacterized protein n=1 Tax=Oryza sativa Japonica Group<br>RepID=Q7X669_ORYSJ	2.180
Ta.22625.1.A1_s_at	CA666706	Os02g0634700 protein n=2 Tax=Oryza sativa RepID=Q6H7I7_ORYSJ	2.179
Ta.21035.1.S1_at	CA614540	Putative uncharacterized protein Sb03g006590 n=1 Tax=Sorghum bicolor<br>RepID=C5XQN8_SORBI	2.166
TaAffx.131248.2.S1_s_at	CA670789	Hordeum vulgare subsp. vulgare cDNA clone: FLbaf2f01, mRNA sequence	2.165
TaAffx.21249.1.S1_at	CA706624	Os02g0720600 protein n=2 Tax=Oryza sativa RepID=Q6Z674_ORYSJ	2.162
Ta.12671.1.S1_a_at	CK194385	Putative uncharacterized protein Sb04g024020 n=1 Tax=Sorghum bicolor<br>RepID=C5XVR6_SORBI	2.160
TaAffx.5899.1.S1_at	CA696250	Putative uncharacterized protein n=1 Tax=Oryza sativa Indica Group<br>RepID=A2YM74_ORYSI	2.156
TaAffx.108908.1.S1_x_at	CA684616	Os03g0663500 protein (Fragment) n=3 Tax=Oryza sativa<br>RepID=Q0DPU1_ORYSJ	2.153
Ta.27455.1.S1_at	CA644954	Putative uncharacterized protein Sb01g027360 n=1 Tax=Sorghum bicolor<br>RepID=C5WPZ1_SORBI	2.152
Ta.12441.1.A1_at	BQ172342	Putative uncharacterized protein n=3 Tax=Zea mays RepID=C4JAI5_MAIZE	2.137
Ta.8076.1.S1_at	CA684491	Os02g0634700 protein n=2 Tax=Oryza sativa RepID=Q6H7I7_ORYSJ	2.135
Ta.28224.1.S1_x_at	CK193135	Os01g0384800 protein n=2 Tax=Oryza sativa RepID=Q5VNY3_ORYSJ	2.134
TaAffx.21249.1.S1_x_at	CA706624	Os02g0720600 protein n=2 Tax=Oryza sativa RepID=Q6Z674_ORYSJ	2.133
TaAffx.82108.1.S1_at	CA677464	Os01g0115700 n=1 Tax=Oryza sativa Japonica Group RepID=UPI0000DD891C	2.131
Ta.5824.2.S1_x_at	AL830800	Os02g0740600 protein n=2 Tax=Oryza sativa RepID=Q6Z7S9_ORYSJ	2.124
TaAffx.54530.1.S1_at	CA633759	Os04g0103500 protein n=2 Tax=Oryza sativa RepID=Q7XMR2_ORYSJ	2.122
Ta.8323.1.A1_at	BQ161741	Os02g0515200 protein n=2 Tax=Oryza sativa RepID=Q67UP1_ORYSJ	2.090
TaAffx.83591.1.S1_at	CA655732	Putative uncharacterized protein n=1 Tax=Oryza sativa Indica Group<br>RepID=B8B433_ORYSI	2.087
TaAffx.8335.1.S1_at	CA627027	w11n.pk151.c8 w11n Triticum aestivum cDNA clone w11n.pk151.c8 5' end	2.068
Ta.25845.1.S1_at	CD453621	Putative uncharacterized protein Sb09g003460 n=1 Tax=Sorghum bicolor<br>RepID=C5Z001_SORBI	2.052
TaAffx.15674.1.A1_at	CD490328	WHE2494_H02_P04ZT Triticum monococcum DV92 early reproductive apex	2.044
Ta.4831.1.S1_at	AJ611741	Putative uncharacterized protein Sb06g032110 n=1 Tax=Sorghum bicolor<br>RepID=C5YA11_SORBI	2.042
Ta.1830.2.S1_x_at	CA683961	Putative uncharacterized protein Sb01g030980 n=1 Tax=Sorghum bicolor<br>RepID=C5WUJ5_SORBI	2.037
Ta.21711.1.S1_at	CD883645	Putative uncharacterized protein Sb07g020050 n=1 Tax=Sorghum bicolor<br>RepID=C5YKT1_SORBI	2.028
TaAffx.31754.1.S1_at	CA608501	Putative uncharacterized protein n=1 Tax=Oryza sativa Japonica Group<br>RepID=B9FXP2_ORYSJ	2.020
TaAffx.70641.1.S1_at	BQ802487	WHE2826_E02_I04ZS Triticum monococcum vernalized apex	2.018
TaAffx.4290.1.A1_at	CA681239	wlm24.pk0014.c7 wlm24 Triticum aestivum cDNA clone wlm24.pk0014.c7 5' end.	2.001
TaAffx.130076.1.S1_at	BQ168759	Os05g0550600 protein n=2 Tax=Oryza sativa RepID=Q6LAG9_ORYSJ	-2.002
TaAffx.18447.3.S1_s_at	CA737476	Putative uncharacterized protein Sb08g020600 n=1 Tax=Sorghum bicolor	-2.022
Ta.2926.1.A1_at	BJ207389	Triticum aestivum cDNA, clone: WT009_B01, cultivar: Chinese Spring	-2.022
Ta.28728.1.S1_at	AF139815	Aquaporin PIP2-4 n=9 Tax=Poaceae RepID=PIP24_MAIZE	-2.035
Ta.8640.1.S1_a_at	BQ807183	Os07g0169600 protein n=2 Tax=Oryza sativa RepID=Q69LD9_ORYSJ	-2.037

Ta.6558.1.S1_x_at	CK208447	Os03g0787200 protein n=2 Tax=Oryza sativa RepID=Q6F3B1_ORYSJ	-2.042
Ta.28847.1.S1_a_at	CA740446	Os01g0795100 protein n=2 Tax=Oryza sativa Japonica Group<br>RepID=Q8S1I0_ORYSJ	-2.056
Ta.20938.2.A1_x_at	CA624118	Os01g0117900 protein n=2 Tax=Oryza sativa RepID=Q9FTZ6_ORYSJ	-2.066
TaAffx.63920.1.A1_x_at	BQ162587	Hordeum vulgare subsp. vulgare cDNA clone: FLbaf149n21, mRNA sequence	-2.084
Ta.3857.1.A1_at	CA698230	Os08g0137400 protein n=3 Tax=Oryza sativa RepID=Q0J845_ORYSJ	-2.090
TaAffx.8097.1.S1_x_at	CA636056	wle1n.pk0106.b2 wle1n Triticum aestivum cDNA clone wle1n.pk0106.b2 5' end	-2.125
Ta.28422.1.A1_s_at	BJ317142	Os03g0724600 protein (Fragment) n=3 Tax=Oryza sativa RepID=Q0DP01_ORYSJ	-2.141
Ta.7724.3.S1_at	CA631315	Putative uncharacterized protein Sb09g001060 n=1 Tax=Sorghum bicolor	-2.145
Ta.8710.1.A1_at	BQ162259	Triticum aestivum cDNA, clone: WT012_L15, cultivar: Chinese Spring	-2.167
Ta.6934.1.A1_x_at	CK209084	UPI0000D8C4F1 related cluster n=1 Tax=Danio rerio RepID=UPI0000D8C4F1	-2.170
Ta.20540.3.S1_x_at	BJ318550	Putative uncharacterized protein Sb01g004270 n=2 Tax=Andropogoneae	-2.210
Ta.20540.3.S1_at	BJ318550	Putative uncharacterized protein Sb01g004270 n=2 Tax=Andropogoneae	-2.229
Ta.11684.1.A1_at	BQ170589	Os03g0234900 protein n=2 Tax=Oryza sativa RepID=Q5U1Q4_ORYSJ	-2.240
Ta.20938.1.A1_at	BQ169082	Os01g0117900 protein n=2 Tax=Oryza sativa RepID=Q9FTZ6_ORYSJ	-2.241
Ta.20938.1.A1_a_at	BQ169082	Os01g0117900 protein n=2 Tax=Oryza sativa RepID=Q9FTZ6_ORYSJ	-2.271
TaAffx.16068.1.S1_at	BQ168935	Oryza sativa Japonica Group cDNA clone:002-112-B01, full insert sequence	-2.273
Ta.7724.3.S1_x_at	CA631315	Putative uncharacterized protein Sb09g001060 n=1 Tax=Sorghum bicolor	-2.281
Ta.14454.1.S1_s_at	BJ215196	Os09g0433800 protein n=3 Tax=Oryza sativa RepID=Q69PH9_ORYSJ	-2.293
Ta.5563.1.S1_at	CA643873	Putative uncharacterized protein OSJNBa0027N19.12 n=2 Tax=Oryza sativa	-2.341
Ta.6934.1.A1_a_at	CK209084	UPI0000D8C4F1 related cluster n=1 Tax=Danio rerio RepID=UPI0000D8C4F1	-2.385
Ta.2636.1.S1_x_at	CA605844	Putative uncharacterized protein Sb09g024850 n=2 Tax=Andropogoneae	-2.397
Ta.28847.1.S1_at	CA740446	Os01g0795100 protein n=2 Tax=Oryza sativa Japonica Group<br>RepID=Q8S1I0_ORYSJ	-2.416
Ta.26213.1.S1_at	CD452838	Putative uncharacterized protein Sb06g022610 n=2 Tax=Andropogoneae	-2.418
Ta.23219.1.A1_x_at	CA737258	wpi2s.pk001.n10 wpi2s Triticum aestivum cDNA clone wpi2s.pk001.n10 5' end	-2.422
Ta.22954.3.S1_at	CA632583	Triticum aestivum cultivar Renan clone BAC 930H14, complete sequence	-2.441
TaAffx.84069.1.S1_at	CA645540	Os03g0859100 protein n=2 Tax=Oryza sativa RepID=Q84M86_ORYSJ	-2.501
Ta.24294.1.A1_at	BQ172428	Triticum aestivum cDNA clone WHE2064_H07_O14.	-2.693
Ta.1037.1.S1_at	CA638909	Os01g0731100 protein n=4 Tax=Oryza sativa RepID=Q94EA4_ORYSJ	-2.700
TaAffx.16307.1.S1_at	BQ800749	Hordeum vulgare subsp. vulgare cDNA clone: FLbaf143f08, mRNA sequence	-2.716
Ta.3304.1.S1_at	BJ243222	Putative uncharacterized protein Sb05g001550 n=1 Tax=Sorghum bicolor	-2.804
Ta.4455.1.A1_at	BJ253690	Os01g0842500 protein n=2 Tax=Oryza sativa RepID=Q8S2A8_ORYSJ	-2.810
Ta.6965.1.S1_at	BJ313225	Wh_yf Triticum aestivum cDNA clone whyf4e06 5'.	-2.845
Ta.3813.1.A1_at	BQ238416	Putative uncharacterized protein Sb05g026610 n=1 Tax=Sorghum bicolor	-3.158
Ta.29640.1.S1_x_at	CK205489	Putative uncharacterized protein n=2 Tax=Zea mays RepID=B7ZYD6_MAIZE	-3.213
Ta.10151.1.S1_at	BJ234600	Putative uncharacterized protein Sb09g016470 n=2 Tax=Sorghum bicolor	-3.503
Ta.556.1.S1_x_at	CA671780	Os05g0153300 protein n=3 Tax=Oryza sativa RepID=Q65XP3_ORYSJ	-3.531
Ta.556.1.S1_at	CA671780	Os05g0153300 protein n=3 Tax=Oryza sativa RepID=Q65XP3_ORYSJ	-3.849
Ta.28480.1.S1_s_at	CD452788	Os03g0111200 protein n=3 Tax=Oryza sativa RepID=Q10SU0_ORYSJ	-4.001
Ta.11506.1.S1_a_at	CK215703	Os07g0617500 protein n=2 Tax=Oryza sativa RepID=Q8GS08_ORYSJ	-4.843
TaAffx.85922.1.S1_x_at	CA618396	Putative uncharacterized protein (Fragment) n=5 Tax=Triticeae<br>RepID=Q9M540_AGRCR	-11.074
Ta.7832.1.S1_at	CA646083	Putative uncharacterized protein Sb01g007930 n=2 Tax=Poaceae<br>RepID=C5X0B2_SORBI	-114.258
TaAffx.85922.1.S1_s_at	CA618396	Putative uncharacterized protein Sb01g007930 n=2 Tax=Poaceae<br>RepID=C5X0B2_SORBI	-114.866

Legend: The annotation is made according to Affymetrix Gene Chip® wheat genome array of the 168 Unknown probesetIDs differentially complemented with BLAST results showing the Genbank accession number, UniProt or NCBI description and is presented in decreasing order of differential expression of ≥ 2 -fold and ≤ -2 -fold cut off.

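Some probesets of this table carry the name of a defence or cold protein. Both probesets annotated to PR17c, a pathogenesis-related protein, rose, by 3.36-fold (log2 fold change 1.75, standard error 0.13, adjusted p = 2.2e-04) and 2.55-fold (log2 fold change 1.35, standard error 0.14, adjusted p = 0.0011). BLT14.2 rose 2.53-fold (adjusted p = 0.024) and a BLT14.1 probeset 2.36-fold (adjusted p = 0.0017). BLN1-2, named after a barley gene, rose 3.34-fold (adjusted p = 0.038). These were picked by their names from the table after the values were seen. With values below the 25th percentile of each array raised to it, the calls of BLT14.2 and BLN1-2 ended (adjusted p = 0.112 and 0.148).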

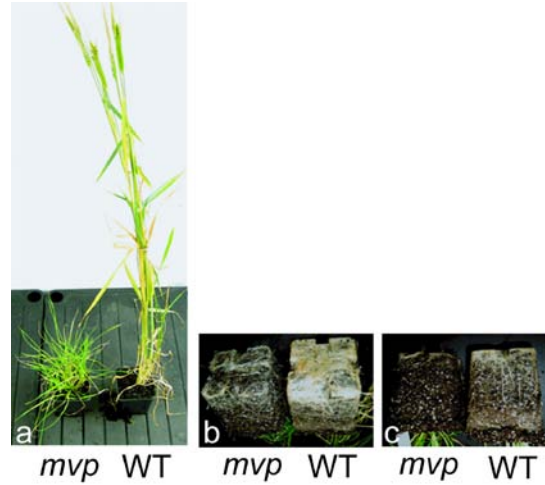

Figure S1

Figure S1: Phenotype of maintained vegetative phase (*mvp*) plants and control plants (WT). Pictures were taken after 3 months of growth at 20°C under LD conditions to show the difference of development between *mvp*mutant (*mvp*) and wild typeplants (WT). a: whole plant;b: root architecture (bottom face); c: root architecture(side face).

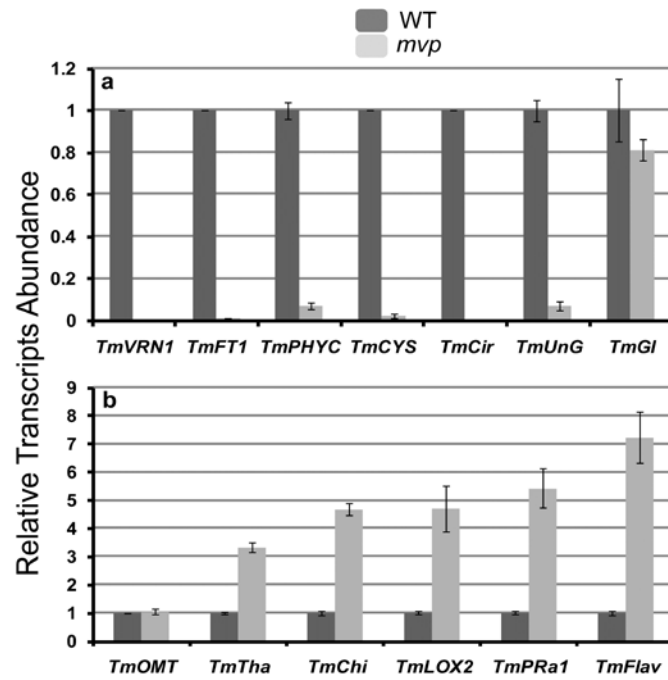

Figure S2

Figure S2: Validation of microarray results with selected genes using qRT-PCR experiment in *mvp* and wild type control plants

a) down-regulated and control genes; **b)** up-regulated and control genes. Relative transcript abundance was calculated and normalized with respect to 18S *TaRNA* for the qRT-PCR experiment. Data represent the mean $\pm$ SEM from three biological replicates. Each replicate (R1, R2 and R3) was obtained from five mutants plants (*mvp*) and from three control wild type plants. The RNA samples are the same used in Figure 1 and the microarray experiment. In addition, we repeated the same experiment with three new biological replicates with similar results.

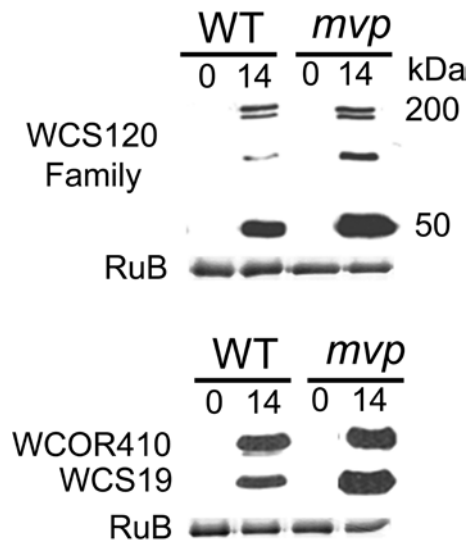

Figure S3

Figure S3: Expression level of COR proteins in wild-type and *mvp* mutant plants before and after cold acclimation analysed by western blot. After 3 weeks of germination at 20°C under LD conditions (0), Wild-type eikorn wheat (WT) and *mvp* mutant (*mvp*) plants were cold-acclimated for 14 days (14) under LD conditions at 4°C. Equal amounts of total soluble proteins from whole plant tissues were analysed. Proteins were separated on a 12% SDS-PAGE and transferred to a polyvinylidene difluoride membrane, and an anti-WCS120, anti-WCOR410, anti-WCS19 antibodies were used to detect the corresponding proteins. Rubisco (RuB) was used as load control.

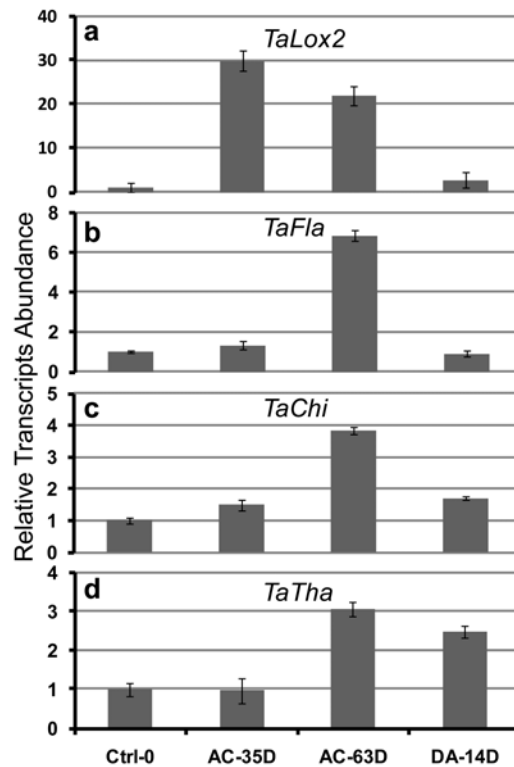

Figure S4

Figure S4: Relative expression level of *TaLox2*, *TaFla*, *TaChi* and *TaTha* during vernalization and deacclimation conditions in hexaploid wheat seedlings analyzed by qRT-PCR. After 2 weeks of germination at 20°C under LD conditions, non-vernalized winter (cv Norstar) wheat plants were vernalized under SD conditions at 4°C for 63 days and deacclimated for 14 days at 20°C under LD conditions. The aerial part was sampled around 4 hours after the beginning of the daylight period. The expression level of *TaLox2* (panel **a**), *TaFla* (panel **b**), *TaChi* (panel **c**) and *TaTha* (panel **d**) are expressed relative to the non-vernalized point (Ctrl-0). Data represent the mean $\pm$ SEM from 4 biological replicates. The level is normalized using *TaRNA 18S*.

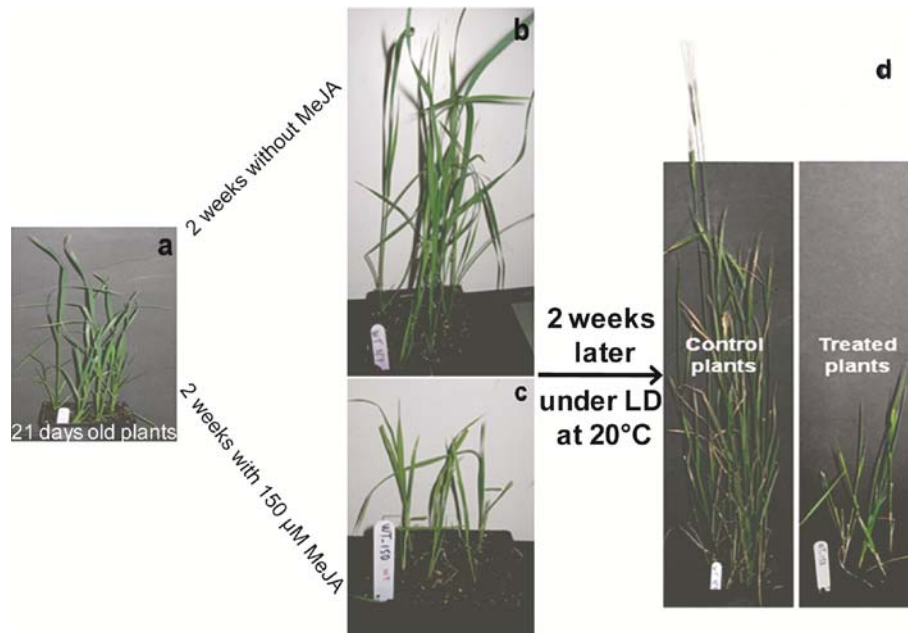

Figure S5

Figure S5: Effect of MeJA treatment on plant development in wild type einkorn wheat. Plants phenotypes were analysed before and after MeJA treatment. a) wild type einkorn wheat plants before treatment (after three weeks of germination at 20°C under LD conditions; b) control plants (treated with 0,1% tween 20 solution only) were kept under LD conditions at 20°C for two weeks; c) treated plants were sprayed with 150 µM of MeJA dissolved in 0.1% tween 20 every day for two weeks under the same growth conditions and d) control and MeJA treated plants shown two weeks after the end of the treatment.

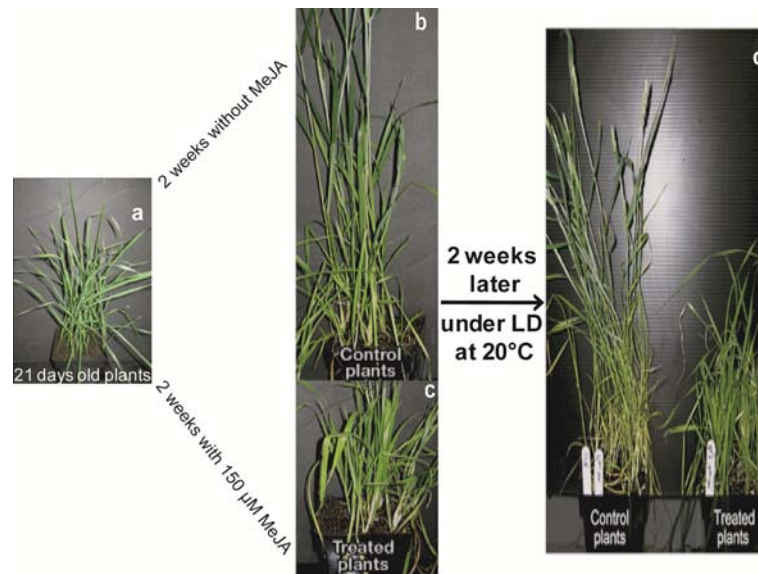

Figure S6

Figure S6: Effect of MeJA treatment on plant development in *Triticum aestivum* wheat cv Manitou. Plant phenotypes were analysed before and after MeJA treatment. **a)** spring wheat (cv Manitou) before treatment (after three weeks of germination at 20°C under LD conditions; **b)** control plants (treated with 0,1% tween 20 solution only) were kept under LD conditions at 20°C for two weeks; **c)** treated plants were sprayed with 150 µM of MeJA dissolved in 0.1% tween 20 every day for two weeks under the same growth conditions and **d)** control and MeJA treated plants shown two weeks after the end of treatment.

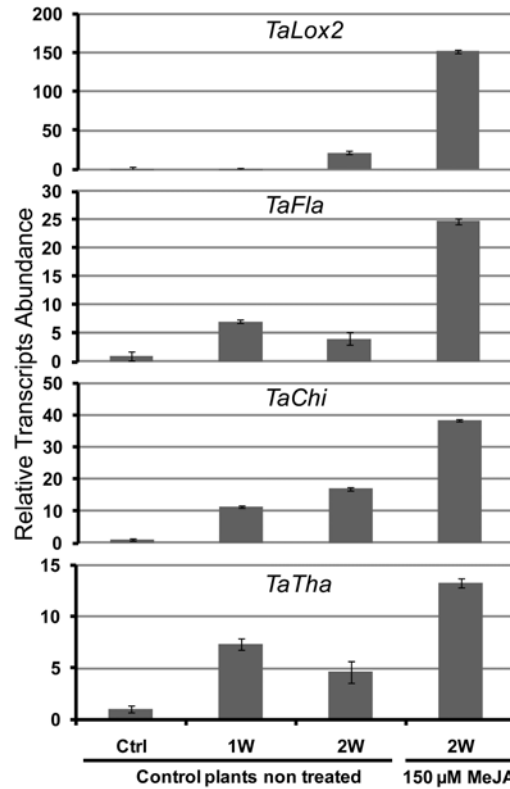

Figure S7

Figure S7: Effect of MeJA treatment on the expression of PR genes *TaLox2*, *TaFla*, *TaChi* and *TaTha* analyzed by qRT-PCR. The expression level of *TaLox2* (panel a), *TaFla* (panel b), *TaChi* (panel c) and *TaTha* (panel d) are expressed relative to the non-treated (Ctrl). Three weeks after germination at 20°C under LD conditions, control spring wheat (cv Manitou) plants (sprayed with 0.1% tween 20 solution only: Ctrl) were grown under LD conditions at 20°C for two weeks. Treated plants were sprayed with 150 μM of MeJA dissolved in 0.1% tween solution every day for 2 weeks under the same growth conditions. Total RNA was extracted from aerial parts and analyzed by qRT-PCR. The level is normalized by using *TaRNA18S*. Data represent the mean $\pm$ SEM from three biological replicates.

How the deposited data were processed for this re-analysis (not part of the article)

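RNA from whole aerial parts of cold-acclimated einkorn wheat was hybridised to 6 Affymetrix wheat genome arrays, 3 of wild-type plants and 3 of homozygous mvp-mutant plants. Each wild-type array read a pool of 3 plants and each mvp array a pool of 5 plants, in which the RNA of each plant was present in equal amount. The groups and replicate numbers were taken from the sample labels, which match the paper, except that some labels call the tissue leaf. The paper's text and the labels give no scan date or slide, so no batch was tested. Pools of separate plants were the replicates, with n = 3 per group.

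The authors summarized the scanned arrays by RMA in FlexArray and deposited log2 values, with 1 value per probeset and array. The background correction and the normalization between arrays are therefore part of the values used here and could not be changed. The table holds 61290 probesets, and all 6 columns of values were used. No array duplicated another, and the SD of the differences between arrays of the same group was 0.185 to 0.201 on the log2 scale. The number of arrays limits the precision of every value, and no detection call comes with the values.

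After 111 control probesets were left out, 61179 probesets were tested with limma 3.58.1 in R 4.3.3 (lmFit and eBayes, mvp minus wild type), with Benjamini-Hochberg adjustment over all of them. A probeset was called at an adjusted p under 0.05, and counts of changed probesets also asked for a fold of at least 2 unless stated otherwise. Fold is 2 to the power of the difference between the group means of the log2 values. Tables and plots were made with Python 3.11.15, pandas 2.3.3, numpy 2.4.6 and matplotlib 3.10.9. The steps were first tested on simulated values for 61179 probesets with the spread of these arrays. Of 100 probesets changed by 1 on the log2 scale limma called 91, and of 100 changed by 2 it called 100, with 11 unchanged probesets called. The methods' t-test after adjustment called 40 and 87 of them. The changed probesets were drawn at random and their noise was normal. These shares therefore hold for probesets of typical spread and not for those that varied more between pools, such as PR1a.

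The test, the named probesets and the alternatives were set before the data were examined, but after the paper's folds had been seen. The named probesets are those of Table 2, those whose ID or fold the text gives or which it names as highest of a class, and the 10 largest rises and 10 largest falls with an adjusted p under 0.05 and no overlap between the groups. Other probesets described from the tables were picked by annotation after their values were seen. One gene of Table S5 is not reported here. Classes of genes are those of Table 1 and Tables S2 to S6, and names are the annotations in these tables, many of which are matches to another species. Probesets whose ID marks them as able to read more than 1 transcript may mix the signals of related or of other genes.

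The platform's own annotation paired 1273 probesets with 1 gene symbol each and none with several, and 60017 probesets of the file are not in it. Symbols other than locus numbers were given for 19 probesets. The 19 gene lists drawn up for jasmonate, defence, cold, flowering, cell wall, shoot apex and other groups matched at most 2 probesets each, under the 5 set as the smallest list to test, so no list was tested as a set.

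The alternatives were the methods' t-test (the equal-variance test of 2 means that the test named in the methods is for 2 groups), the replicate number as a block, leaving out each array in turn, quantile normalization again, median centring, a filter on probesets with a mean below the median of all means, a floor at the 25th percentile of each array, the trend and robust options of eBayes, leaving out probesets that can read several transcripts, and fold thresholds of none, 1.5 and 4. Scaling by the spiked-in control probesets was not among these alternatives. It was written down as a test before its result was seen, and the sets of controls were chosen after the data were seen. The 3' to 5' ratios of the array's control transcripts served as a check of RNA quality.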

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

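The test without 1 wild-type pool and the choice of spiked-in control sets were made after the result was seen. The other tests were written beforehand.

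A pair of probesets passed the paper's thresholds by the methods' t-test and is in none of its tables. One was dim and had a log2 fold change of 1.214 (adjusted p = 0.012 from limma, mvp above wild type on every array), and the other was bright, from 11.43 ± 0.24 in wild type to 13.11 ± 0.07 in mvp (SD, n = 3 pools each), with a log2 fold change of 1.684 (adjusted p = 1.5e-04). Neither has a name in the sources used here. A further 1882 probesets outside the tables passed an adjusted p under 0.05 in limma with a change under 2-fold, 1000 of them higher and 882 lower in mvp.

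The 38 biotic stress probesets of Table 1 that were higher in mvp had a median log2 fold change of 1.616, and several technical explanations were weighed for this pattern. Degraded RNA in 1 group would shift the 3' to 5' ratio of control transcripts, but the largest difference over 7 transcripts was 0.226 on the log2 scale, below the bound of 0.5. Not all of these transcripts gauge degradation well. For actin and GAPDH the 3' probeset was dim and read below the 5' one, with log2 ratios of -1.92 and -1.99 in wild type. The check is therefore weaker than the number of transcripts implies. If a shift of whole arrays in the normalization had made the pattern, the median would be small under another scaling. With the arrays scaled by all 63 spiked-in controls it was 1.672, and with the hybridisation or the poly-A controls it was 1.544 or 1.769. Such scaling moves all probesets of an array by the same amount and leaves the RMA values otherwise as they are. It therefore tests only a shift between arrays, not the normalization as a whole. Wild-type replicate 2 was the lowest array for 33 of the 38, as for most of the 261 upregulated probesets of the tables, but without it the median was 1.451, so that this pool could not be the whole of the pattern, although 31 of the 38 then passed the adjusted p. The genotype and the make-up of the tissue in the dwarf mvp plants both stay open, since the design does not separate them. Other differences between the groups were not tested. What raised the cytochrome c oxidase probeset that is annotated to a protein of aphids in the mvp pools was not tested either.

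Probesets lower in mvp include 5 of the 7 that Table S5 annotates as expansin, Xet3, fasciclin-like, proline-rich or glycine-rich cell wall proteins, the other 2 being higher, and a stem-specific protein, and the mvp plants have no elongated stem or reproductive apex. A candidate explanation for part of the falls is less stem and reproductive apex in the mvp pools, but the lists for stem growth and for the shoot apex together matched 1 probeset by its symbol, too few for the test. Since all mvp pools share this stature, tissue make-up and expression within a tissue cannot be told apart here, and genotype stays open as well.

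The 6 arrays can be split into 3 and 3 in 10 ways, of which 1, the real one, gave 365 probesets at an adjusted p under 0.05 and 2-fold in limma. The highest of the other splits gave 0, and at most 22 at an unadjusted P of 0.05 and 2-fold, against 387 for the real one. With 10 splits the share cannot fall under 0.05.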

How the results depend on the processing

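No named call changed direction under any alternative, but this was largely fixed in advance. The groups of every named call do not overlap, so leaving out an array cannot turn its sign, and several other alternatives keep the fold. Quantile normalization again and median centring left all 51 named probesets on their side of the threshold, but RMA had already given the arrays the same distribution. After adjustment the methods' t-test gave 4 higher and 13 lower probesets (23.5% higher, against 71.2% in limma), 33 at any fold, 17 of the 366 listed, 17 in the classes of the tables and 11 of the 46 named calls. The floor at the 25th percentile gave 171 higher, 66 lower, 1553 at any fold, 236 of those listed and 237 in the classes. Without shared probesets, with 48453 left to test, there were 169 higher and 60 lower, 178 and 63 at the paper's thresholds, 1372 at any fold, 228 of 230 listed by adjusted p and 230 unadjusted, and 228 in the classes. With no fold threshold 1260 were higher and 987 lower, at 1.5-fold 616 and 410, and at 4-fold 38 and 21. The count at any fold rose from 2247 to 2983 with the trend and robust options and to 3133 of the 30590 probesets left by the filter on dim ones. Apart from the fewer probesets tested and the fold thresholds themselves, the cause was not tested.

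Leaving out 1 array at a time gave 207 (without mvp replicate 1) to 276 higher and 78 to 121 lower probesets, 244 to 309 and 96 to 132 at the paper's thresholds, 1042 to 1803 at any fold, 274 to 336 of those listed by adjusted p and 320 to 360 unadjusted, 308 to 343 in the classes and 39 to 45 of the named calls. With the replicate number as a block the counts were 260 higher, 102 lower, 1842 at any fold and 354 of those listed, and 1 named call, that of the peroxidase, passed no longer (adjusted p = 0.075). Arrays with the same number had correlations of their deviations of 0.057, -0.030 and -0.043, none over 0.1, so that the numbers were not taken as pairs, and not every array correlated best with its own number. The other alternatives ended 9 named calls with the floor and 11 with the trend and robust options. The 9 probesets had no value below the floor and kept their folds, with larger standard errors. These losses do not rest on low values of these probesets. The signal of dim probesets lies near the background, and the gene lists could not be tested under any setting.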

Differences from the paper's values

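With limma on the values as deposited, no value differed from the paper's both by more than the replicate error and by more than 1.5 times. Some did under an alternative. Without shared probesets 63 were lower at the paper's thresholds, where the paper has 105. With the floor at the 25th percentile the fold of FUL3 was 28.8, where the paper has 64, and that of the second jasmonate-induced protein probeset was 4.79, where the paper has 7.2. For TaAGL33 and TaAGL42 the folds over all arrays were 4.60 and 3.08, where the paper's text has 3.08 and 4.6, so that each matches the paper's value for the other gene. With 1 array left out, these gaps passed 1.5 times in 3 of the 6 cases for each gene, with folds of 4.69 to 5.19 and of 2.79 to 3.02. The methods' t-test at the paper's thresholds gave the paper's count of 368 probesets, of which 366 are in its tables, where 2 of them stand in 2 places, and 2 are in none.

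Some statements of the text differ from the arrays in direction or order. The text gives TaAGL42 a larger rise than TaAGL33, while on the probesets it names TaAGL33 rose more, and Table S2 gives the latter probeset the name TaAGL41. The text describes the sugar metabolism class as upregulated, and 12 of its probesets were higher and 5 lower in mvp, as Fig. 2b has them. In Fig. 2b the transcription factors have more genes up than down, while 11 were higher and 12 lower here, as in Table S2. The legend of Table S5 counts 1 probeset more than the 93 it lists. One of these, a chlorophyll a-b binding protein, stands among the positive folds of that table but was lower in mvp (log2 fold change -1.02, adjusted p = 0.016 from limma), as its minus sign there says. The text gives dehydrin a smaller rise than the 2.65-fold and 2.50-fold of its 2 probesets. The fold column of Table 2 holds log2 fold changes for the control genes TaGI3 and OMT, -0.04 and -0.45, beside linear folds for the other genes.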

Other observations

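The platform's symbols name 19 probesets, none of which passed an adjusted p under 0.05 in limma, and 4 of which had an unadjusted p under 0.05. S-adenosylhomocysteine hydrolase (SAHH) had log2 fold changes of 0.02 and 0.05 on its 2 probesets, the TATA-binding protein gene TBP1 -0.01 and petC, of the chloroplast electron transport chain, 0.01 on its bright probeset. The largest differences were those of XTH, a cell wall enzyme, at -0.65 (standard error 0.23, adjusted p = 0.195), and of TTHV at -0.35 (standard error 0.12, adjusted p = 0.175). The bright probeset of the catalase CAT1 had 0.30 (standard error 0.08, adjusted p = 0.079).

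Probesets of sucrose synthase differed in direction. The sucrose synthase probesets of Table S3 fell, with log2 fold changes of -1.81 and -1.71, while the 3' control probeset of a sucrose synthase on the same array read 10.51 ± 0.02 in wild type and 10.90 ± 0.04 in mvp (SD, n = 3 pools each). As a control probeset it was not in the test, and its log2 difference of 0.386 lies above the shift of -0.074 to 0.151 that scaling by spiked-in controls, in sets chosen after the data were seen, gave the median of all probesets. For 3 probesets the signal lay above the median in every wild-type array and below the 25th percentile in every mvp array, 2 of them of FUL3 and its MADS-box protein and 1 of PHYC, and 0 probesets did the opposite. Some probesets outside the tables share the number in their ID with a listed one. Of 341 such probesets, 231 had a fold change in the direction of the listed one, 61 of them at an adjusted p under 0.05, 42 higher and 19 lower. The other 110 went the opposite way, 1 of them at an adjusted p under 0.05 (log2 fold change -0.36, adjusted p = 0.028). That 1 shares its number with the listed endochitinase, as does a probeset that the platform names petC. A shared number therefore need not mark the same gene, and these counts do not measure agreement between probesets of a gene. Over all tested probesets 3.67% had an adjusted p under 0.05 in limma. The median log2 fold change was 0.086 over the 237 that share a number with a probeset that was higher and -0.092 over the 104 that share one with a probeset that was lower.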
